# Magnesium hexacyanoferrate nanocatalysts attenuate chemodrug-induced cardiotoxicity through an anti-apoptosis mechanism driven by modulation of ferrous iron

**DOI:** 10.1038/s41467-022-35503-y

**Published:** 2022-12-15

**Authors:** Minfeng Huo, Zhimin Tang, Liying Wang, Linlin Zhang, Haiyan Guo, Yu Chen, Ping Gu, Jianlin Shi

**Keywords:** Nanoparticles, Electronic properties and materials, Porous materials, Nanotechnology in cancer

## Abstract

Distressing and lethal cardiotoxicity is one of the major severe side effects of using anthracycline drugs such as doxorubicin for cancer chemotherapy. The currently available strategy to counteract these side effects relies on the administration of cardioprotective agents such as Dexrazoxane, which unfortunately has unsatisfactory efficacy and produces secondary myelosuppression. In the present work, aiming to target the characteristic ferrous iron overload in the doxorubicin-contaminated cardiac microenvironment, a biocompatible nanomedicine prepared by the polyvinylpyrrolidone-directed assembly of magnesium hexacyanoferrate nanocatalysts is designed and constructed for highly efficient intracellular ferrous ion capture and antioxidation. The synthesized magnesium hexacyanoferrate nanocatalysts display prominent superoxide radical dismutation and catalytic H_2_O_2_ decomposition activities to eliminate cytotoxic radical species. Excellent in vitro and in vivo cardioprotection from these magnesium hexacyanoferrate nanocatalysts are demonstrated, and the underlying intracellular ferrous ion traffic regulation mechanism has been explored in detail. The marked cardioprotective effect and biocompatibility render these magnesium hexacyanoferrate nanocatalysts to be highly promising and clinically transformable cardioprotective agents that can be employed during cancer treatment.

## Abstract (web summary)

Doxorubicin is commonly used in cancer chemotherapy, but its cardiotoxicity from iron overload is one of the severe side effects. Here, the authors prepare magnesium hexacyanoferrate nanocatalysts to capture excess ferrous species and eliminate cytotoxic radical species in vitro and in vivo.

## Introduction

Catalytic antioxidation is one of the most attractive biomedical frontiers and involves the reversal of comprehensive pathological processes, including cancer development, systemic toxicity, inflammation, and metabolic degeneration^1–3^. One of the major pathological origins has been identified as the abnormal burst/accumulation of oxidative stress caused by reactive oxygen species (ROS) and/or metal ions. Such oxidative stresses and the associated transcriptional and proteomic alterations collectively lead to damage and the destruction of certain functioning cells and tissues and normal physiological processes in living organisms, inducing a variety of diseases and pathologies^4–6^. Cardiotoxicity is one of the most distressing and life-threatening systemic pathologies that is frequently induced as a harmful side effect in cancer patients receiving anthracycline chemotherapeutics (e.g., doxorubicin (DOX), idarubicin), antimetabolic antineoplastic agents (e.g., 5-fluorouracil), or antimicrotubular drugs (e.g., paclitaxel)^7^. Specifically, significant dose-dependent DOX-induced cardiotoxicity (DIC) and eventually, irreversible congestive heart failure, have been observed in the clinic, and the therapeutic performance of these agents and patient prognosis is hence largely counteracted or deteriorated^8,9^. Such distressing side effects have made the traditional and commonly used chemodrug DOX carry the bad reputation of being a red devil in the medical community^10^.

The fundamental biological consequences of DIC have long been regarded to be due to the accumulation of oxidative stress inside cardiomyocytes, where DOX molecules are supposed to bind to intracellular DNA under activation by flavin reductase, which reduces DOX molecules to semiquinone compounds that can further react with oxygen to form superoxide anion radicals, H_2_O_2_ and hydroxyl radical species^11^. However, the clinical failure of the application of *N*-acetylcysteine (a direct ROS trapping agent) for cardioprotection has denied the oxidative stress-induced hypothesis. Recent pioneering studies have suggested that DOX-contaminated heart tissue exhibits a prototypical abnormal accumulation of intracellular ferrous species that is accompanied by the associated generation of oxidative stress^12^. This discovery of the cardiotoxic pathological origin of ferrous iron overload, in addition to secondary oxidative stress, offers a significant therapeutic target for capturing accumulated intracellular ferrous species to prevent DIC^13^. Thus, it was conceived that better cardioprotection and prognosis could be achieved by simultaneously removing pathological iron species and reducing the accompanying oxidative stress levels.

Dexrazoxane (DXZ), as the only iron capture agent that is clinically used for cardioprotection, can effectively chelate intracellular ferrous ions with its ketone groups to prevent the ferrous-dependent Fenton reaction. However, DXZ suffers from a limited number of ferrous species chelation sites. In addition, DXZ has also been questioned for its secondary side effect of myelosuppression and interference with antitumour therapeutics^11^. Recently, Kim and co-workers developed ε-poly-l-lysine-directed multi-deferoxamine-conjugated nanochelators with greatly improved pathological ferrous ion clearance performance^14^. Nevertheless, their chelation effects for ferrous ions are not strong enough compared to chemical capture into the hexacyanoferrate lattice.

Nanocatalysts with multienzyme-like antioxidative activity have been designed and employed in living organisms to treat a variety of pathologies in biomedicine, such as reperfusion-induced injury, acute kidney injury and inflammatory bowel diseases^15–17^. Owing to their specific electronic structure, these nanocatalysts, such as Co^2+^-containing metal-organic frameworks^18^, iron-containing carbon nanozyme^19^ and the Cu^2+^-containing tannic acid nanosheets^20^, show excellent and stable antioxidative enzymatic catalytic activities mimicking superoxide dismutase (SOD) and catalase (CAT). Ferric hexacyanoferrate (Fe_4_[Fe(CN)_6_]_3_), also known as Prussian blue (PB), has been approved by the U.S. Food and Drug Administration as a detoxification agent to treat radioactive caesium (Cs) or thallium (Tl) contamination in patients with guaranteed in vivo biocompatibility and biosafety. PB nanoparticles have been engineered into various structures to serve as nanotherapeutic agents for drug delivery^21,22^, antioxidation, etc.^23,24^. Nanoparticles of the PB analogue PBA have also been synthesized as multifunctional nanotherapeutics by substituting non-iron species for ferrous and/or ferrite species^25,26^. Interestingly, PBA nanoparticles are highly potent iron chelators, as iron-based PB features a low solubility product constant of 3.3 × 10^−41^, which is far lower than those of its non-iron-based counterparts, endowing the PBA nanoparticles with the prominent capability of capturing ferrous species by reforming the initial PB nanoparticles with exceptionally high kinetics^26^ displaying great potential and broad prospects in biomedical applications.

In the present work, we report a polyvinylpyrrolidone-assembled magnesium hexacyanoferrate nanocatalytic medicine (MgHCF NCs) for the effective intracardial elimination of ferrous species and antioxidative cardioprotection against DIC (Fig. 1). We show that synthetic MgHCF NCs can effectively bind pathological ferrous species and attenuate oxidative stresses both in vitro and in vivo, which is accompanied by specific transcriptional and proteomic alterations associated with abnormal ferrous ion traffic. The biocompatibility, biosafety and in vivo cardioprotection performance are investigated. The present paradigm demonstrates substantial body toxicity alleviation and cardioprotection by MgHCF NCs administration during cancer treatment with the chemodrug DOX.

**Fig. 1:**
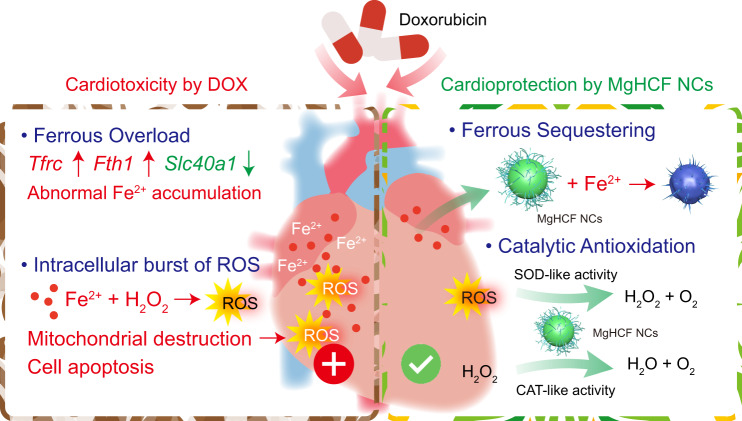
Scheme of cardioprotective strategy by MgHCF NCs. Schematic cardiotoxicity generation during chemotherapy using doxorubicin as well as herein proposed cardioprotective strategy by the synthetic MgHCF NCs.

## Results

### Synthesis and characterization of MgHCF NCs

MgHCF NCs were synthesized via a facile self-assembly method under the direction of polyvinylpyrrolidone (PVP, MW = 10 kDa) (Fig. 2a). The addition of potassium ferricyanide (K_3_[Fe(CN)_6_]) into the solution containing an equimolar amount of Mg^2+^ simultaneously led to the formation of a pale-yellow aqueous solution. The products were then purified by dialysis and desiccated in vacuo. This process yielded MgHCF NCs with a dark-green appearance (Supplementary Fig. 1). The synthetic MgHCF NCs were used upon rehydration with saline or PBS at the desired concentrations and doses. The obtained nanocatalysts showed a uniform particulate morphology with an average particle diameter of 28.98 ± 7.73 nm, which was calculated by measuring one hundred NPs by transmission electron microscopy (Fig. 2b, Supplementary Fig. 2). According to the dynamic light scattering method, the hydrodynamic diameters of the MgHCF NCs were determined to be 29.53 ± 8.75 and 31.51 ± 8.67 nm in aqueous solution and saline, with polydispersity indices (PDIs) of 0.39 and 0.27, respectively (Fig. 2c, Supplementary Fig. 3a). The zeta potential of the MgHCF NCs aqueous suspension was determined to be −19.3 ± 3.91 mV and showed excellent physiological stability for up to 2 months according to the time-course zeta potential profile (Supplementary Fig. 3b). From the X-ray diffraction pattern of the MgHCF powder, characteristic peaks of the PVP polymer were observed (Fig. 2d, Supplementary Fig. 4a). We also confirmed the crystalline nature of the precursor K_3_[Fe(CN)_6_] as well as PB NCs synthesized in the presence of MgHCF NCs and free ferrous ions (Supplementary Fig. 4b). We then acquired FT-IR spectra for the synthetic MgHCF nanocatalysts and PVP polymer and found that the –CH_2_ wagging motion had shifted to the relatively higher frequency of 1446 cm^−1^, suggesting the presence of an interaction between the positively charged C–H bonds and negatively charged ferricyanide molecules (Fig. 2e)^27^. Characteristic Raman shift signals from 500 to 1800 cm^−1^ from the PVP polymer were identified in the Raman spectrum of the synthetic NCs^28^. Additionally, C≡N stretching vibrations were apparent, revealing the presence of the metallic cyanide structure (Fig. 2f)^29^. Due to the interactions between PVP–Mg^2+^ as well as PVP–ferricyanide ions, we, therefore, confirmed that the architecture of the MgHCF NCs is amorphous and assembled by ferricyanide ions and magnesium ions interacting with the polyvinyl pyrrolidone polymer. Powder samples of MgHCF NCs were also subjected to X-ray photoelectron spectroscopy analyses, which indicated the coexistence of C, N, O, Fe and Mg elements in the NCs at atomic percentages of 75.18%, 9.84%, 10.39%, 2.02% and 2.57%, respectively (Fig. 2g). From the high-resolution scanning spectra, C1*s* could be deconvoluted into C–C bonding (284.8 eV), C–N bonding (285.7 eV), C–O bonding (286.8 eV) and C=O bonding (288.8 eV), revealing the presence of polyvinylpyrrolidone (Fig. 2h). The N1*s* spectrum could be deconvoluted into C–N bonding (400.4 eV) and C≡N bonding (398.9 eV), which was attributable to the cyano groups of the MgHCF NCs (Fig. 2i). According to the Fe2*p* and Mg1*s* spectra, the presence of multivalent iron (calibrated concentration ratio of Fe^III^:Fe^II^ = 1:1.25) and Mg^II^ species was confirmed (Fig. 2j–k). From the above material characterizations, we believe that the MgHCF NCs are amorphous nanoparticles without crystallized Prussian blue or analogue structures. The NCs assembled among Mg^2+^, hexacyanoferrate and PVP polymers through electrostatic interactions and are physiologically stable for ferrous ion binding and antioxidation both in vitro and in vivo.

**Fig. 2:**
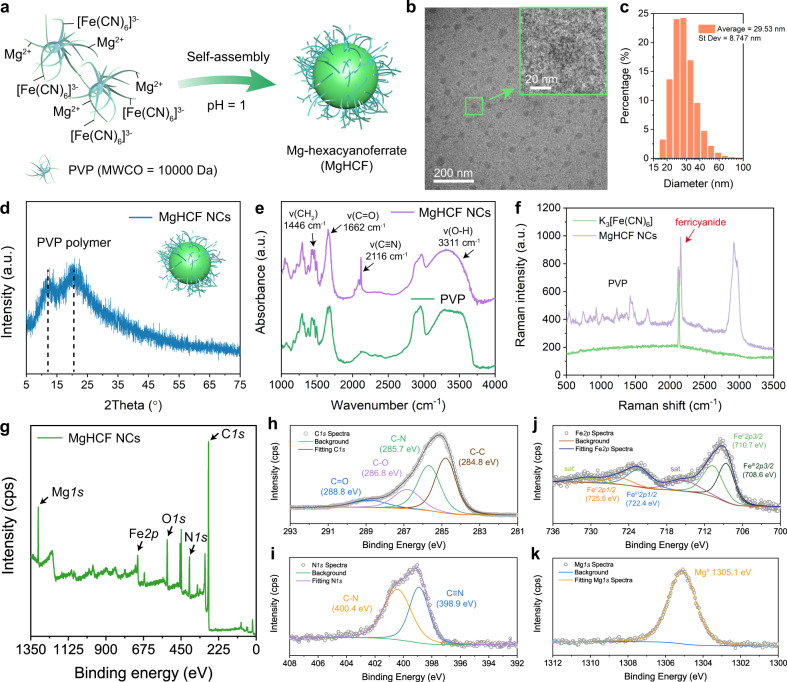
Synthesis and material characterizations of MgHCF NCs. **a** Schematic illustration of the PVP-directed self-assembly of MgHCF NCs. **b** TEM image of the MgHCF NCs. The inset shows a typical MgHCF nanoparticle. **c** Hydrodynamic particle diameter distribution of MgHCF NCs suspended in an aqueous solution. **d–g** XRD pattern (**d**), FTIR spectra (**e**), Raman spectra (**f**) and XPS spectra (**g**) of MgHCF NCs, PVP or K_3_[Fe(CN)_6_]. **h–k** High-resolution elemental XPS spectra for C (**h**), N (**i**), Fe (**j**) and Mg (**k**).

### Ferrous ion capture and the multicatalytic activities of MgHCF NCs

The synthetic MgHCF NCs feature a strong affinity for ferrous ions to form the original PB nanostructure while simultaneously releasing Mg^2+^ from the structure of MgHCF via displacement by ferrous species in the nanostructure (Fig. 3a). The cation exchange performance of the MgHCF NCs towards ferrous ions was investigated in free and dialysis membrane-confined conditions. The addition of varying concentrations of Fe^2+^ (0–40 μg ml^−1^) in the form of iron(II) ammonium sulfate to the pale yellow MgHCF NCs suspension (40 μg ml^−1^) immediately led to a change in the optical absorption and colour from yellow to green and finally blue (Fig. 3b). Equilibrium was reached in 30 s. The mixture of MgHCF NCs upon challenge with varying doses of the ferrous species was further assayed by UV‒vis spectroscopy. The primitive MgHCF NCs aqueous suspension displayed its characteristic optical absorption positioned ~425 nm. Once challenged with ferrous species of increasing concentrations, the absorption peak of the MgHCF NCs aqueous suspension at 425 nm gradually weakened, while a broad optical absorption peak from 500 to 1000 nm (peaking at 700 nm) emerged and intensified, suggesting the intervalence charge transfer between Fe^2+^ and Fe^3+^ ^30^, directly revealing the formation of the PB structure (Fig. 3c). To monitor the ionic concentration during the cationic exchange between MgHCF NCs and Fe^2+^, dialysis membrane sealed MgHCF NCs (10 mL, [Mg^2+^] = 20 μg mL^−1^) were placed into a solution containing excess ferrous species. At predetermined time points, the concentrations of iron and magnesium were determined by inductively coupled plasma‒optical emission spectrometry (ICP‒OES) (Fig. 3d). Upon cationic exchange, the iron concentration rapidly decreased within 65 min, while the magnesium concentration gradually increased in nearly identical molar concentrations (Fig. 3e). These experiments specifically indicated that the Mg^2+^ in the MgHCF NCs can be well-displaced by the ferrous ions that have a much higher binding affinity towards the PB architecture, which enables the chemical binding of the ferrous species by the MgHCF NCs and simultaneous release of magnesium ions with fast kinetics. Even with interference from intracellular biomacromolecules (full RPMI medium with fetal bovine serum), the cationic exchange performance was unaffected (Supplementary Fig. 5).

**Fig. 3:**
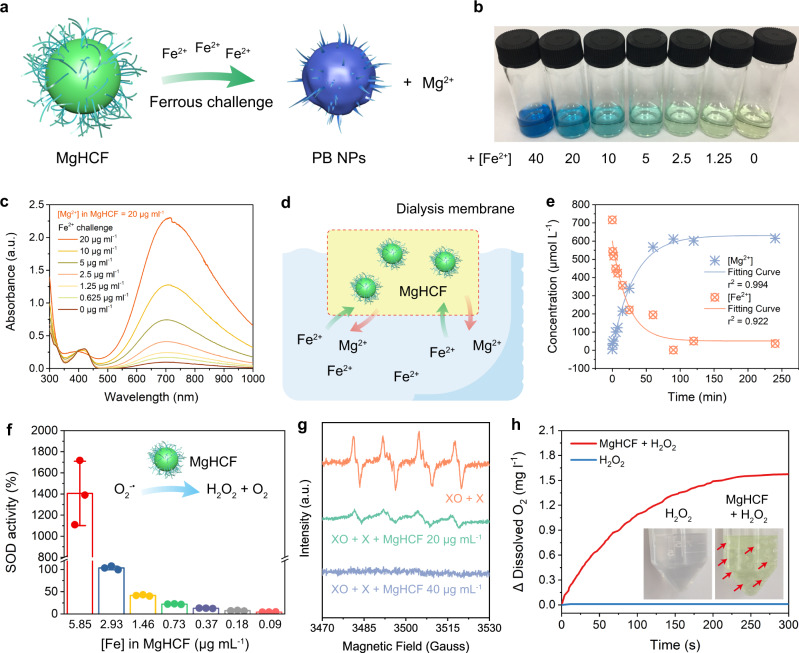
Ferrous capturing and antioxidation performance of MgHCF NCs. **a** Schematic illustration of the ferrous binding activity of MgHCF as a Prussian blue analogue by recovering to the pristine Prussian blue nanoparticles. **b** Digital photograph of the aqueous solutions containing MgHCF NCs with the additions of the ferrous ions at varying concentrations. **c** Corresponding UV–vis spectra of respective samples in (**b**). **d** Schematic illustration of the dialysis-membrane separation-regulated cation exchange for MgHCF NCs. **e** Time-dependent elemental concentration profiles for Mg^2+^ and Fe^2+^ in the solution during the dialysis-membrane separation-regulated cation exchange for MgHCF NCs. **f** Superoxide radical dismutation activities of MgHCF at varied [Fe]. *n* = 3, Data are presented as mean ± s.d. **g** ESR spectra of MgHCF in eliminating the superoxide anions generated in xanthine oxidase + xanthine system in the presence of BMPO as the radical trapper. **h** Variation of the dissolved oxygen levels in a H_2_O_2_ (2 mM) solution in the presence or absence of MgHCF. The inset shows the digital photograph of samples containing H_2_O_2_ or MgHCF + H_2_O_2_. Oxygen bubbles are indicated by red arrows.

We next investigated the antioxidative multicatalytic performance of MgHCF NCs, focusing on radical elimination reactions such as superoxide anion radicals and H_2_O_2_. Using a superoxide dismutase (SOD) activity kit, we found that the synthetic MgHCF NCs exhibited prominent catalytic activity to suppress superoxide-propagated reactions. Specifically, NCs at an iron concentration of 5.85 μg mL^−1^ generated a relative radical-clearing activity of 1405 ± 304%, while the half concentration of NCs exhibited a relative radical-clearing activity of 103.35 ± 4.18%, suggesting powerful superoxide radical dismutation activity against superoxide anions (Fig. 3f). Then, the electron spin resonance (ESR) technique was employed to investigate the superoxide anion (stimulated by the xanthine oxidase + xanthine system) clearance efficiency by MgHCF NCs. Using BMPO as the radical trapping agent, the xanthine oxidase + xanthine system produced prominent spectral signals of superoxide anions, while coincubation with MgHCF NCs ([Fe] = 20 μg mL^−1^) effectively led to a reduction in the amplitude of the radical adducts, and a higher dose of the NCs ([Fe] = 40 μg mL^−1^) eliminated the superoxide anions completely (Fig. 3g). The prominent superoxide radical dismutation activity of the MgHCF NCs possibly originates from the low reduction potential of HCF during antioxidation^24^. Considering that superoxide anions are usually the primary radicals generated in living systems by systemic oxidative stresses and damage^31^, MgHCF NCs are expected to offer antioxidative activity both in vitro and in vivo. In addition to superoxide anions, MgHCF NCs displayed catalytic H_2_O_2_ decomposition activity by decomposing H_2_O_2_ to form oxygen, a key process for complete antioxidation. We employed a dissolved oxygen electrode to measure an aqueous suspension containing MgHCF NCs in the presence or absence of H_2_O_2_ (2 mM). Significant and steady growth of the amount of dissolved oxygen was observed compared to the control in 300 s (Fig. 3h). Emerging O_2_ bubbles in the tubes of the assay sample also support the catalytic H_2_O_2_ decomposition performance of MgHCF NCs.

Upon ferrous ion challenge with MgHCF NCs, PB NPs were immediately formed. It is therefore interesting to further evaluate the antioxidative performance of the postformed PB NPs after the ferrous ion binding of MgHCF NCs. To our surprise, the postformed PB NPs exhibited steady H_2_O_2_ decomposition performance at doses of 1.46, 2.93 and 5.85 μg ml^−1^ PB NPs, generating a maximal dissolved O_2_ concentration of 0.8 mg l^−1^ in 300 s upon coincubation with H_2_O_2_ (Supplementary Fig. 6a). In addition, the superoxide radical dismutation activity of the PB NPs at the dose of 2.93 μg ml^−1^ was determined to be 48.95%, accounting for 47% of the performance of the primitive MgHCF NCs at the identical concentration (Supplementary Fig. 6b). These data show that after the binding of ferrous ions to the MgHCF NCs, the postformed PB NPs preserve the ability to decompose H_2_O_2_ and superoxide radicals for antioxidation.

### MgHCF NCs alleviate cardiotoxicity and the corresponding genetic distributions

The anticancer chemotherapeutic DOX has been demonstrated to impair cardiomyocytes, leading to lethal cardiotoxicity in the human body^7^. Herein, rat cardiomyoblasts (H9c2 cell line) were employed for in vitro cellular evaluations^32,33^, and the cellular protective effects of the synthetic MgHCF NCs and a cardioprotective agent, dexrazoxane (DXZ), were investigated (Fig. 4a). The cytotoxicity of DOX against the cardiomyoblasts was initially evaluated by fluorescence dual-staining (calcein-AM/PI). It was observed that DOX treatment at doses of 2.5–80 μg ml^−1^ effectively killed a substantial proportion of the cardiomyoblasts, as reflected by the cells stained magenta (pseudocolour) by the PI dye (Fig. 4b), a result that was confirmed by CCK-8 assay. Dose-dependent viability of the cardiomyoblasts was observed, with the EC_50_ value of DOX calculated to be 27.95 ± 5.41 μg ml^−1^ (Fig. 4c, Supplementary Fig. 7a). Cytocompatibility assays in H9c2 cells revealed that the MgHCF NCs are noncytotoxic at the doses applied, indicating the high biocompatibility of both the MgHCF NCs and DXZ (Supplementary Fig. 7b, c). We next evaluated the viability of DOX-contaminated cells (20 μg ml^−1^) co-incubated with different concentrations of MgHCF NCs and DXZ. It was found that the addition of MgHCF NCs, as well as DXZ, could rescue a major proportion of DOX-treated cardiomyoblasts (RCV_MgHCF NCs_% = 94.47%, RVC_DXZ_% = 72.35%). Especially in the case of MgHCF NCs coincubation, DOX cardiotoxicity could be effectively reversed at doses as low as 40 μg ml^−1^, presenting the promising cardioprotective potential of the MgHCF NCs compared to the clinically applied DXZ (Fig. 4d). In addition to the rat cardiomyoblast cell line H9c2, we also employed human cardiomyocyte AC16 cells for in vitro cellular investigations (Supplementary Fig. 8a). Treatment with DOX at a dose of 10 μg ml^−1^ induced observable toxicity to AC16 cardiomyocytes. Most of the cardiomyocytes died under the DOX challenge at increased doses of 20, 40 and 80 μg ml^−1^ (Supplementary Fig. 8b). We then selected a dose of 20 μg ml^−1^ for cytoprotection evaluation with varying concentrations of DXZ and MgHCF NCs (Supplementary Fig. 8c). The results in the dual-stained microscopic images suggested that the minimum doses of DXZ and MgHCF NCs needed to completely rescue the contaminated cardiomyocytes were 25 and 20 μg ml^−1^, respectively, which is primarily consistent with the cellular investigation in H9c2 cardiomyoblasts (Supplementary Fig. 8d, e).

**Fig. 4:**
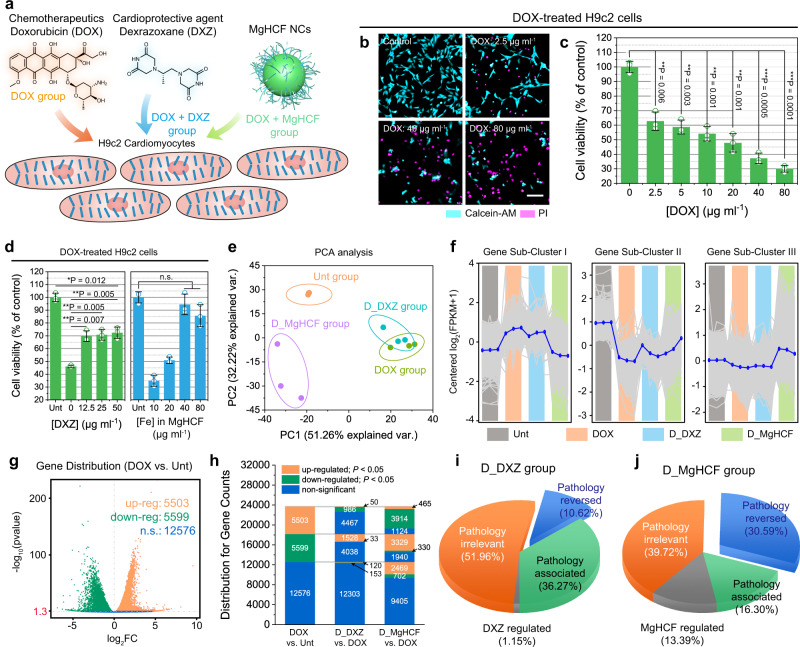
In vitro cellular evaluations and high throughput mRNA sequencing. **a** Schematic illustration of the in vitro cellular experiments. **b** Confocal microscopic images of Calcein-AM/PI-stained cells treated with varying doses of DOX. Scale bar: 50 μm. **c** Viability of H9c2 cells treated with varying doses of DOX (*n* = 3 of biological replicates). Data are presented as mean ± s.d. Statistical significance is assessed by Student *t*’s one-tailed test. **P < 0.01, ***P < 0.001. **d** Viability of the H9c2 cells treated with DOX supplemented with different concentrations of DXZ or MgHCF (*n* = 3 of biological replicates). Data are presented as mean ± s.d. Statistical significance is assessed by Student *t*’s one-tailed test. *P < 0.05, **P < 0.01. n.s. for non-significant. **e** PCA analysis for the cell samples in diff**e**rent groups. Data are presented as they are. **f** Sub-clustering indications (by H-clustering method) for the mRNA whole genetic regulation distributions within cells in different groups. Data are presented as they are with the mean value shown in blue. **g** Volcano plots for the DEG distributions between DOX and Unt groups in terms of up-regulated, down-regulated, and non-significant genes. Significant tests are based on the negative binomial distribution. *P < 0.05 is equivalent to the −log_10_(pvalue) >1.3. Data are presented as they are. **h** Distributions of gene counts in DOX vs. Unt for pairwise comparisons between D_MgHCF and DOX, and between D_DXZ and DOX. **i** and **j** Gene percentages for D_DXZ group (**i**) and D_MgHCF group (**j**) following gene grouping.

To explore the cardiotoxicity and cardioprotective effects at the transcriptional level, we carried out whole-transcriptome analysis by mRNA sequencing (mRNA-seq) cardiomyoblasts subjected to different treatments, including untreated (Unt), DOX treatment (DOX), combinational DOX + MgHCF treatment (D_MgHCF) and combinational DOX + DXZ treatment (D_DXZ). 

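Poly(A) RNA of H9c2 cells, a cardiomyoblast line that the paper describes as rat, was sequenced in 12 libraries after 6 h of treatment, with 3 libraries in each of the Unt, DOX, D_MgHCF and D_DXZ groups. The reads were paired-end and 150 bp long. The authors deposited FPKM values (fragments per kilobase of gene, scaled for library size) of 54345 genes in each library. The genes carry mouse Ensembl identifiers, and 52019 of the 53620 identifiers shared with GENCODE M21 have identical GRCm38 coordinates. How rat reads were assigned to mouse genes is not named in the paper's text, nor are the doses of DOX, MgHCF and DXZ in the sequenced cells. Each FPKM value multiplied by the gene length was a whole multiple of a single step per library, so whole reads were recovered for 100% of the values. The reads on genes ranged from 17724150 to 18509705 in Unt (median 18199906), from 17882186 to 19365119 in DOX (median 19062325), from 17300819 to 18107499 in D_DXZ (median 17877295) and from 16626514 to 17773368 in D_MgHCF (median 17317176). The library scaling contained in the deposited FPKM differed from these totals by a factor of 1.32 to 1.38 in Unt, 0.647 to 0.784 in DOX, 0.747 to 0.892 in D_DXZ and 1.26 to 1.43 in D_MgHCF. It equalled a median-ratio scaling of the recovered reads, so the values were already scaled to equal medians between libraries. DEGs were called here from log2(FPKM + 1) with limma at an unadjusted p under 0.05, over 25044 genes with FPKM above 0 in at least 3 libraries and with all 4 groups in the same fit. The pseudocount of 1 makes the log2 fold changes of low genes smaller than the ratios of their FPKM. Replicates of Unt, DOX and D_DXZ had Pearson correlations of log2(FPKM + 1) of at least 0.9895, whereas those of D_MgHCF ranged from 0.942 to 0.9841.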

Throughout the transcriptome, 15,380 differentially expressed genes (DEGs) were qualified by unsupervised dimensionality reduction by principal component analysis (PCA), comprising PC1 and PC2, which collectively accounted for 83.48% of the differences (Fig. 4e). 

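In total, 18869 of the 25044 genes tested were called in at least 1 of the 6 pairwise comparisons, and 16765 had a Benjamini-Hochberg adjusted p under 0.05 in limma in at least 1 of them. PCA of log2(FPKM + 1) over the 18869 genes, centred and not scaled, gave 62.6% of the variance in PC1 and 25.9% in PC2, together 88.4%. Scaling each gene to unit variance moved this sum most, to 77.85%. Quantile normalization gave 51.4% in PC1 and 33.45% in PC2.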

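The PC1 scores of the Unt and DOX libraries did not overlap, with means of -45.55 ± 0.483 (SD, n = 3) in Unt and 62.9 ± 16.1 (SD, n = 3) in DOX. Those of D_DXZ, at 32.5, 51.5 and 58.3, overlapped those of DOX, at 44.75, 68.7 and 75.35. The mean Euclidean distance between a DOX and a D_DXZ library was 45.2, compared with 37.6 between 2 DOX libraries and 127.2 between an Unt and a DOX library.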

We found that PCA was able to distinguish between the Unt and DOX groups but not the DOX and D_DXZ groups, illustrating the similarity of the transcriptional alterations of the cells treated with DOX and D_DXZ. PCA also distinguished the D_MgHCF group from the other groups. 

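The D_MgHCF libraries had a mean PC1 score of -64.8 ± 9.07 (SD, n = 3), on the side of Unt. Their PC2 scores were 68.2, 55.3 and 10.4 in replicates 1, 2 and 3, against a mean of -50.3 ± 0.743 (SD, n = 3) in Unt. The mean distance between 2 D_MgHCF libraries was 69.9, compared with 24.1 in Unt and 38.1 in D_DXZ, so the spread within the D_MgHCF group was the widest of the 4 groups.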

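The mean distance to the Unt libraries was 121.8, 111.1 and 86.3 for D_MgHCF replicates 1, 2 and 3, and the mean distance to the DOX libraries was 137.3, 143.8 and 141.0. All 3 libraries were therefore nearer to Unt than to DOX, by 34.3 on average (two-sided exact permutation test of the Unt and DOX labels, p = 0.1, the smallest p that the 20 relabellings allow). With quantile normalization the difference was 10.0 and 2 of the 3 libraries were nearer to Unt (exact p = 0.3). On average a D_MgHCF and an Unt library lay 106.4 apart, further than 2 libraries of either group. From the position of these samples in the PCA, the paper proposes a cardioprotective effect of the MgHCF NCs at the transcriptional level.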

The D_MgHCF samples showed higher transcriptional similarity to the Unt group than to the other groups, preliminarily indicating the cardioprotective effect of the MgHCF NCs at the mRNA transcriptional level (Fig. 4e). Based on the analyses from the hierarchical clustering method, all of the DEGs were classified into three subclusters to reveal the gene distribution trends compared to the untreated group (Fig. 4f). 

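Hierarchical clustering of the 18869 genes (gene-centred log2(FPKM + 1), Euclidean distance, complete linkage) divided into 3 subclusters gave 12425, 6443 and 1 genes. The subcluster of 1 gene held Rn7sk. Ward linkage gave 8058, 5443 and 5368 genes, and 1 minus the Pearson correlation gave 8670, 6642 and 3557 genes, so the sizes depended on the linkage and on the distance.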

From the average genetic distribution of 4775 genes in subcluster I, the DOX and D_DXZ groups produced higher log_2_(FPKM + 1) values than the Unt and D_MgHCF groups, suggesting that pathological transcriptional alterations were caused by DOX. 

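In the subcluster of 6443 genes, the mean log2(FPKM + 1) was 3.07 ± 0.019 (SD, n = 3 libraries) in Unt and 3.93 ± 0.12 (SD, n = 3) in DOX. Gene by gene, 3560 genes, or 18.9% of those called in any comparison, were higher in DOX and in D_DXZ than in Unt and lower in D_MgHCF than in DOX.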

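For the same 6443 genes, the mean log2(FPKM + 1) was 3.78 ± 0.11 (SD, n = 3) in D_DXZ and 2.97 ± 0.098 (SD, n = 3) in D_MgHCF. Relative to the mean of all libraries, these genes lay at 0.34 in D_DXZ and -0.47 in D_MgHCF, compared with 0.50 in DOX and -0.37 in Unt.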

Comparatively, the transcriptional alterations in the D_DXZ group were distributed similarly to the DOX group, while the D_MgHCF group specifically showed similarity to the Unt group, suggesting a better cardioprotective effect of MgHCF than the clinically applied DXZ. A total of 1159 genes were allocated in genetic subcluster II, in which DOX treatment led to a substantial pathological downregulation of the genes, while strong reversing effects against DOX were observed by both D_DXZ and D_MgHCF treatment. 

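Only 549 genes, or 2.91% of those called in any comparison, were lower in DOX than in Unt and higher again in both D_DXZ and D_MgHCF than in DOX, at an unadjusted p under 0.05. After Benjamini-Hochberg adjustment no gene differed between D_DXZ and DOX. Without D_DXZ replicate 1, 440 genes were lower in DOX and higher again in D_DXZ, so no more than these could be higher in both treatments. In the complete-linkage tree, the subcluster of 12425 genes was low in DOX (-0.26 relative to the mean of all libraries) and almost as low in D_DXZ (-0.21). With Ward linkage, the subcluster of 5443 genes was at -0.46 in DOX, -0.31 in D_DXZ, 0.515 in Unt and 0.255 in D_MgHCF. With 1 minus the Pearson correlation, the subcluster of 3557 genes was at -0.412 in DOX, -0.197 in D_DXZ, 0.583 in Unt and 0.0265 in D_MgHCF.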

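A total of 5143 genes, or 27.3% of those called in any comparison, were higher in D_MgHCF than in each of the Unt, DOX and D_DXZ groups. The excess of higher genes depended on the processing. Against Unt, 7683 genes were higher and 4644 lower in D_MgHCF. Among genes with FPKM of at least 1 in at least 3 libraries, the numbers were 3352 and 4083. With each library's trend with GC content removed, chosen after seeing the data, they were 5834 and 6271. In the subcluster of 12425 genes, the mean log2(FPKM + 1) was 1.56 ± 0.056 (SD, n = 3) in D_MgHCF, 1.39 ± 0.0036 (SD, n = 3) in Unt, 0.98 ± 0.061 (SD, n = 3) in DOX and 1.04 ± 0.046 (SD, n = 3) in D_DXZ.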

The remaining 9447 genes were assigned to the third genetic subcluster, in which cells treated with DOX + MgHCF displayed the upregulation of genes compared to the Unt, DOX and D_DXZ groups (Fig. 4f).

The genetic distributions in the different treatment groups are shown in the volcano plots for pairwise comparison, with the upregulated, downregulated, and nonsignificant genes indicated (Fig. 4g, Supplementary Figs. 9, 10). 

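Compared with Unt, 4679 genes were higher and 5445 lower in D_DXZ, and 7683 genes were higher and 4644 lower in D_MgHCF. By chance, 1252.2 of the 25044 genes would pass an unadjusted p under 0.05 in each comparison. After Benjamini-Hochberg adjustment of the limma p-values, 3979 genes were higher and 4515 lower in D_DXZ, and 6096 higher and 3941 lower in D_MgHCF. Restricting the test to genes with FPKM of at least 1 in at least 3 libraries lowered the number of genes higher in D_MgHCF than in Unt to 3352, with 4083 lower. With TPM scaling, 1171 genes were higher and 10969 lower in D_DXZ than in Unt, and with quantile normalization 5333 were higher and 5638 lower in D_MgHCF than in Unt.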

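The DOX group had 5257 genes higher and 5683 lower than Unt at an unadjusted p under 0.05 in limma, with 14104 genes not called. After Benjamini-Hochberg adjustment, 4649 genes were higher and 4973 lower. The split between higher and lower genes depended on the scaling of the libraries. With FPKM rescaled to the same total in each library (TPM), 1344 genes were higher and 11070 lower, and the median log2 fold change of genes with FPKM of at least 1 moved from 0.02 to -1.18. With FPKM over the summed reads, a scaling chosen after seeing the data, 2406 genes were higher and 9139 lower. Across the 12 fits that each left out 1 library, between 4740 and 5815 genes were higher and between 5177 and 6257 were lower.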

During the various treatments, the cells in the DOX group showed 5503 significantly upregulated genes and 5599 downregulated genes, with 12,574 genes not significantly changed compared to the untreated group. 

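Of the 5257 genes higher in DOX than in Unt, 986 (18.8%) were lower in D_DXZ than in DOX and 4095 (77.9%) were lower in D_MgHCF than in DOX, at an unadjusted p under 0.05 in both comparisons. Because the DOX libraries enter both comparisons, some genes pass by chance: 50 simulated treatment groups with the DOX means, and with noise drawn for each gene on its own, gave on average 263 such genes. The number for D_DXZ rested on single libraries: it was 385 without D_DXZ replicate 1, 566 and 546 without DOX replicates 2 and 3, 1566 without DOX replicate 1 and 1677 without D_MgHCF replicate 3. D_MgHCF replicate 3 is in neither comparison and acts only through the error estimate that all 4 groups share. With only the 2 groups compared in each fit, the number for D_DXZ was 1165. With TPM scaling the numbers were 85 for D_DXZ and 774 for D_MgHCF. After Benjamini-Hochberg adjustment, 0 of these genes were lower in D_DXZ, and 3732 were lower in D_MgHCF.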

In the upregulated gene pool of the DOX group, 986 and 3914 genes were significantly reversed by DXZ and MgHCF treatment, respectively. In the downregulated genetic pool, the reversed gene numbers were 1528 and 3329, respectively, by DXZ and MgHCF coincubation (Fig. 4g). 

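Of the 5683 genes lower in DOX than in Unt, 835 (14.7%) were higher in D_DXZ than in DOX and 3625 (63.8%) were higher in D_MgHCF than in DOX. The simulated treatment groups with the DOX means gave 240 such genes on average. After Benjamini-Hochberg adjustment, the numbers were 0 and 3086. The number for D_DXZ was 440 without D_DXZ replicate 1, 522 and 527 without DOX replicates 2 and 3, and 1324 without D_MgHCF replicate 3. With only the 2 groups compared in each fit it was 1114. With TPM scaling the numbers were 983 for D_DXZ and 8244 for D_MgHCF.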

To better compare the cardioprotective capabilities of DXZ and MgHCF, we defined four gene percentages based on the cascade regulations and comparisons between DOX vs. Unt and DXZ (MgHCF) vs. DOX, which included pathology-reversed regulation percentages by DXZ and MgHCF and pathology-associated percentages of the same and nonsignificant regulation by DXZ or MgHCF. In addition, the pathologically irrelevant percentages indicated nonsignificant regulation by both DOX and DXZ (or MgHCF), leaving the last gene percentages self-regulated by DXZ or MgHCF (Supplementary Fig. 11). 

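Across the genes called in DOX, the log2 fold change of D_DXZ against Unt had a slope of 0.820 ± 0.126 (SD of the slopes of the 3 D_DXZ libraries) on that of DOX against Unt, and D_MgHCF had a slope of 0.232 ± 0.13 (SD, n = 3 libraries). A slope of 1 stands for a change as in DOX and a slope of 0 for no change left along that of DOX. A low slope does not show that the genes were back at Unt, since changes in opposite directions cancel in it. In D_MgHCF, 1894 of these genes were called against Unt in the direction opposite to DOX, and 4192 in the same direction. The single D_MgHCF libraries had slopes of 0.363, 0.228 and 0.104. The D_MgHCF slope depended on the processing. It was 0.389 with quantile normalization and 0.455 with voom on the recovered reads, chosen after seeing the data. The slopes share the Unt libraries with DOX, and simulated groups gave 0.978 with the DOX means and 0.0221 with the Unt means.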

After mapping, we found that MgHCF significantly reversed 30.59% of the DOX-induced pathological genes, in comparison to the 10.62% of the genes reversed by DXZ treatment, demonstrating the potent cardioprotective genetic regulation effect of MgHCF. In addition, lower pathology-associated (16.30%) and pathology-irrelevant (39.72%) percentages were obtained in the D_MgHCF group than those in the D_DXZ group (36.27% and 51.96%, respectively) indicating that MgHCF coincubation effectively reversed the cytotoxicity of DOX-treated cardiomyoblasts at both the cellular and transcriptional levels and outperformed the clinically applied cardioprotective agent DXZ (Fig. 4i, j).

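Over the 25044 genes tested, 30.8% were reversed in D_MgHCF and 7.27% in D_DXZ. A simulated treatment group with the DOX means gave 2.01% (at most 2.23% in 50 draws), and a group with the Unt means gave 43.1%. The simulation holds no variation of whole libraries: with DOX and D_DXZ libraries mixed between the groups, 18 arrangements gave 0.531% to 7.59%. With DOX and D_MgHCF libraries mixed it was 0.459% to 11.7%. The latter is low by construction, since libraries 140.7 apart on average then share a group. Among the DOX-induced DEGs alone, 70.6% were reversed in D_MgHCF and 16.65% in D_DXZ. After Benjamini-Hochberg adjustment, 27.2% of the genes tested were reversed in D_MgHCF and 0% in D_DXZ, whose comparison with DOX had no adjusted p under 0.087. The percentage for D_DXZ ranged from 3.29% without D_DXZ replicate 1 to 12.0% without D_MgHCF replicate 3, which acts only through the shared error estimate. For D_MgHCF it ranged from 27.3% to 31.8% when 1 library was left out. With the names of the DOX and D_MgHCF groups exchanged it was 30.6%, so its size alone does not say which group lay closer to Unt. From the larger share of reversed genes, the paper concludes that MgHCF has a potent cardioprotective effect on gene regulation.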

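In D_MgHCF, 12.9% of the genes tested were pathology-associated and 31.9% pathology-irrelevant, compared with 36.4% and 54.3% in D_DXZ. The remaining genes, called against DOX but not in DOX against Unt, made up 24.4% in D_MgHCF and 2.06% in D_DXZ. Among the DOX-induced DEGs, 44.4% were not called against Unt in D_MgHCF and 15.85% in D_DXZ. A simulated treatment group with the DOX means gave 11.9%, and one with the Unt means gave 94%. The share in D_DXZ therefore does not by itself stand for a return to Unt. Another 1894 of the DOX-induced DEGs were called against Unt in D_MgHCF in the direction opposite to DOX, and 0 in D_DXZ. In the same direction as DOX, 4192 were still called against Unt in D_MgHCF and 9206 in D_DXZ. The filter on low values moved these shares, since genes with FPKM of at least 1 gave 9.14% pathology-irrelevant genes in D_MgHCF and 23.4% in D_DXZ.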

### MgHCF ameliorates cardiotoxicity by iron binding and antioxidation

We then investigated DOX pathology against cardiomyoblasts on transcriptional, proteomic, and molecular bases in detail. Among the DEGs in the DOX-treated cardiomyoblasts, approximately 92 KEGG pathways (*p*-value cut-off = 0.05) were significantly enriched. From these pathways, treating cardiomyoblasts with DOX-induced significant numbers of phenotypes associated with or very similar to those observed in Alzheimer’s disease (AD), Huntington’s disease (HD) and Parkinson’s disease (PD), with gene ratios of 0.0678, 0.061 and 0.053, respectively, and the significance being the highest among all analysed items (Fig. 5a). Significantly enriched genes also included those involved in apoptosis (*P = 0.047), ferroptosis (*P = 0.033) and autophagy (**P = 0.002), revealing the combinational and comprehensive cell death fate by the pathological changes^34^. By comparing the genetic intersections between the pathological pathways (AD, HD and PD) and cell death pathways (apoptosis, ferroptosis, autophagy and mitophagy), we found that the intersecting genes were most commonly associated with the apoptosis pathway, as shown in the Venn diagrams (Supplementary Figs. 12, 13). Focusing on the apoptosis and ferroptosis pathways, we next compared the fold changes in gene expression among the different treatment groups (Fig. 5b, Supplementary Figs. 14). 

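Of the 14 apoptosis-associated genes in Supplementary Fig. 14, 11 had an adjusted p under 0.05 in limma for DOX against Unt, of which 6 were higher and 5 lower. The count adjusted over the list alone was also 11, which is not independent evidence because the genes were selected in the study of these samples. For D_DXZ against Unt, 11 genes passed by either adjustment. For D_MgHCF against Unt, 9 genes passed over all genes tested and 10 adjusted over the list alone. Without Unt replicate 2, the count over all genes for D_MgHCF against Unt was 5.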

Cells challenged with DOX showed upregulation of *Parp1*, *Cycs*, *Bax*, and *Casp12* and downregulation of *Bcl2l1*, *Apaf1* and *Bcl2l11*, indicating cell apoptosis. 

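Parp1 (ENSMUSG00000026496, chromosome 1 from 180568924 to 180601254) had an FPKM of 32.0 ± 1.71 (SD, n = 3) in Unt and 109.3 ± 10.3 (SD, n = 3) in DOX. Its log2 fold change was 1.74 (standard error 0.145, adjusted p = 1.38e-05 in limma). Cycs (ENSMUSG00000063694, chromosome 6 from 50562563 to 50566538) rose from 23.1 ± 1.71 to 104.1 ± 11.7 (SD, n = 3 each, adjusted p = 1.1e-05). Its transcripts match 4 other genes at 95% identity or more over at least 150 bases, so reads could have been divided between them. Bax (ENSMUSG00000003873, chromosome 7 from 45461697 to 45466898), which overlaps Gm45808 on the same strand, had a log2 fold change of 1.28 (standard error 0.156, adjusted p = 8.7e-05). Casp12 (ENSMUSG00000025887, chromosome 9 from 5345430 to 5373032) had a log2 fold change of 1.57 (standard error 0.184, adjusted p = 6.9e-05). Bcl2l1 (ENSMUSG00000007659, chromosome 2 from 152780668 to 152831728) fell by 1.09 on the log2 scale (adjusted p = 0.000403), and Apaf1 (ENSMUSG00000019979, chromosome 10 from 90989311 to 91082770) fell by 1.02 (adjusted p = 0.000881) and matches the pseudogene Gm30285 at 95.1% identity over 163 bases. Bcl2l11 (ENSMUSG00000027381, chromosome 2 from 128126038 to 128162547) had an FPKM of 2.32 ± 0.11 (SD, n = 3) in Unt and 3.54 ± 0.778 (SD, n = 3) in DOX, a log2 fold change of 0.44 (standard error 0.228) that was not called (adjusted p = 0.177). With TPM scaling the log2 fold change of Bax was -0.06 and that of Bcl2l11 was -0.68, both above the median shift of all genes with FPKM of at least 1 under that scaling. Bcl2l11 DOX vs Unt was called lower with TPM scaling (adjusted p = 0.0308) and higher with quantile normalization (0.83, adjusted p = 0.0374). For Casp12 DOX vs Unt it was 0.43 and was not called with TPM scaling (adjusted p = 0.132), and for Bax DOX vs Unt it was 0.18 and was not called with quantile normalization (adjusted p = 0.531). From these changes the paper reasons that DOX led the cells to apoptosis.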

Minor fold changes in these genes were observed after DXZ treatment, demonstrating the non-reversal of apoptotic cell fate. In contrast, apoptosis-associated gene expression was very much ameliorated (Fig. 5b) in the MgHCF treatment group (D_MgHCF). 

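None of the 14 genes differed between D_DXZ and DOX at an adjusted p under 0.05 in limma, and only Cycs did at an unadjusted p under 0.05. Their log2 fold changes against DOX ranged from -0.28 for Bax to 0.31 for Bid. Over the 14 genes, the changes of D_DXZ against Unt had a slope of 0.877 on those of DOX.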

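Between D_MgHCF and DOX, 13 of the 14 genes had an adjusted p under 0.05 in limma, with 7 higher and 6 lower in D_MgHCF. The largest fall was that of Casp12, by 2.53 on the log2 scale, to an FPKM of 1.39 ± 0.412 (SD, n = 3) that lies under its level in Unt. Cycs fell by 1.44, whereas Parp1 fell by 1.355. The largest rise among the 14 genes was that of Bid, 2.14, and Bcl2l11 rose to 14.1 ± 4.17 (SD, n = 3), above its level in every other group. The changes of D_MgHCF against Unt had a slope of 0.11 on those of DOX, although 9 of the 14 genes had an adjusted p under 0.05 against Unt in limma. With quantile normalization, 8 of the 14 genes passed, and the log2 fold change of Bax was 0.05 in place of -1.07. For Parp1 D_MgHCF vs DOX it was -0.25 with quantile normalization and -0.16 with TPM scaling, and neither was called. The calls of Casp2 and Fadd were lost in 11 and 13 of 22 alternatives, among them the fits without D_MgHCF replicate 3, where their log2 fold changes were 0.30 and 0.52.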

Noticeably, the significance values for apoptosis enrichment changed remarkably from 0.047 (*P for DOX vs. Unt) to 0.074 (nonsignificant, D_MgHCF vs. Unt) and to 0.005 (**P for D_DXZ vs. Unt), validating that apoptotic cell fate can be reversed most effectively by MgHCF and moderately by DXZ as analysed at the transcriptional level (Supplementary Fig. 15). It was also observed that DOX-challenged cardiomyoblasts experienced typical apoptosis at the protein expression level, as indicated by the enhanced expression of apoptosis regulators, such as Aif and Bax, cleaved Casp3, cleaved Parp1 and Cycs, in the DOX group and the D_DXZ group. The much lower expression levels of these proteins and the ameliorated expression levels of Bid and Bcl-xl in the D_MgHCF group revealed the cardioprotective effect of MgHCF at the proteomic level (Fig. 5c, d, Supplementary Fig. 16).

**Fig. 5:**
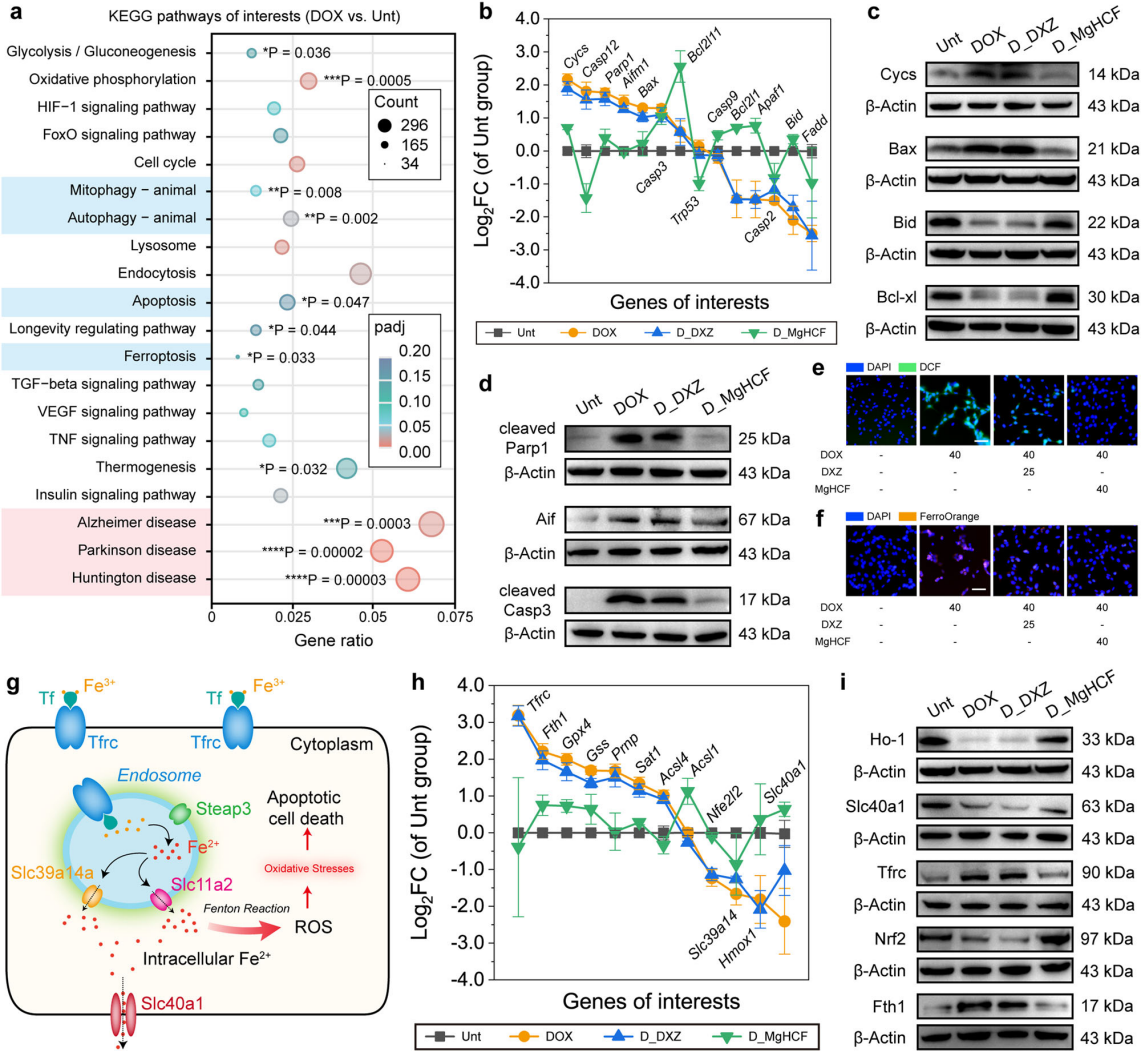
In vitro therapeutic mechanism exploration of cardiac protection. **a** KEGG enrichment pathway for DOX-treated cells as compared to the untreated cells. Significant tests (padj) are based on the negative binomial distribution with further corrections (Benjamini–Hochberg procedure). *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. **b** Distributions of the cell-apoptosis-associated genes in different groups. *n* = 3. Data are presented as mean ± s.d. **c** and **d** Protein expressions of Cycs, Bax, Bcl-xl (**c**), cleaved-Parp1, Aif and cleaved-caspase-3 (**d**) within cells treated in different groups. **e** and **f** Confocal microscopic images of DCFH-DA-stained (**e**) or FerroOrange-stained (**f**) H9c2 cells received several treatments indicated. Scale bar: 50 μm. **g** Schematic illustrations of the intracellular iron overload, which will lead to oxidative stress and cell apoptosis. **h** Distributions of the iron-transport-associated genes in different groups. *n* = 3. Data are presented as mean ± s.d. **i** Protein expressions for Ho-1, Slc40a1, Tfrc, Nrf2 and Fth1 within cells treated in different groups.

At the molecular level, by staining the cardiomyoblasts that received different treatments with the ROS-sensitive probe DCFH-DA, it was found that DOX-induced abundant production of reactive oxygen species within the cardiomyoblasts by oxidative catalysis, leading to significant oxidative stress within the cells (Supplementary Fig. 17). To our surprise, coincubation of DOX-treated cardiomyocytes with MgHCF ([Fe] = 40 μg ml^−1^) and DXZ (50 μg ml^−1^) significantly relieved the oxidative stress inside the cardiomyoblasts (Fig. 5e, Supplementary Figs. 18, 19). More importantly, abnormal intracellular ferrous ion levels were also confirmed by intracellular FerroOrange dye-stained H9c2 cells treated with DOX. Untreated cardiomyoblasts displayed weak intracellular orange fluorescence, implying a normal intracellular ferrous ion level. Intense fluorescence signals were seen in the DOX-treated cardiomyoblasts, and a compromised morphology of the cell nuclei was also observed (Supplementary Fig. 20). Coincubation with MgHCF NCs effectively reduced the intracellular ferrous ion concentration while preventing cardiomyoblast damage by DOX (Fig. 5f, Supplementary Figs. 21, 22). Additionally, the ROS and FerroOrange profiles were further tested in the human cardiomyocyte cell line AC16. The same conclusion was drawn for the AC16 cardiomyocytes and H9c2 cardiomyoblasts (Supplementary Figs. 23, 24). To quantitatively determine the intracellular iron concentration in the cells, we further employed the ICP method to detect the intracellular iron concentrations in AC16 cardiomyocytes subjected to different treatments. Cells in the control, DOX, D_DXZ, and D_MgHCF groups were harvested, washed, counted and homogenized for elemental detection. We determined the iron concentrations based on the number of cells (per 10^6^ cells) in each group. DOX treatment specifically increased the intracellular iron concentration from 0.099 ± 0.01 to 0.780 ± 0.07 μg/million cells. Therapeutic treatment with DXZ or MgHCF NCs effectively lowered the intracellular iron concentration to 0.261 ± 0.02 μg/million cells and 0.008 ± 0.01 μg/million cells, respectively (Supplementary Fig. 25). These experiments further validated that MgHCF NCs could effectively rescue DOX-challenged cardiotoxicity while having high biocompatibility in both cardiomyoblasts and cardiomyocytes.

Furthermore, the transcriptional results showed abnormal iron homoeostasis upon DOX treatment. 

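Of the 12 iron and ferroptosis genes in Supplementary Fig. 26, 11 had an adjusted p under 0.05 in limma for DOX against Unt, 7 of them higher and 4 lower, and the count adjusted over the list alone was 11. For D_DXZ against Unt the counts were 10 and 11, and for D_MgHCF against Unt 3 and 3. At an unadjusted p under 0.05 in limma, 11 genes differed for D_DXZ against Unt and 8 for D_MgHCF against Unt. Leaving out D_MgHCF replicate 3 raised the adjusted count for D_MgHCF against Unt, over all genes tested, to 6. As the genes were selected in the study of these samples, the counts over the list are not independent evidence.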

Fundamental intracellular iron homeostasis is divided into three types. Iron, encapsulated by transferrin, binds to the transferrin receptor for the iron influx. Ferric species can be reduced to ferrous ions upon receiving specific signals, which catalyzes the harmful Fenton reaction to generate oxidative hydroxyl radicals. Ferroportin, encoded by *slc40a1*, is the only intracellular iron channel for iron efflux (Fig. 5g)^35^. 

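Tfrc (ENSMUSG00000022797, chromosome 16 from 32608920 to 32632794) encodes the transferrin receptor. Its FPKM was 23.0 ± 1.9 (SD, n = 3) in Unt and 212.3 ± 38.8 (SD, n = 3) in DOX, a log2 fold change of 3.14 (standard error 0.643, adjusted p = 0.0025 in limma). Fth1 (ENSMUSG00000024661, chromosome 19 from 9982703 to 9985092), which encodes the heavy chain of ferritin and matches the pseudogene Gm6977 at 95.6% identity over 274 bases, had a log2 fold change of 2.21 (standard error 0.311, adjusted p = 0.00022). With quantile normalization the value for Fth1 was 0.22, and neither Fth1 nor Tfrc had an adjusted p under 0.05. Slc40a1 (ENSMUSG00000025993, chromosome 1 from 45908068 to 45926523), the ferroportin gene, was low in all groups, with 29 to 46 reads per library in Unt and 2 to 8 reads in DOX. Its FPKM was 0.18 ± 0.0426 (SD, n = 3) in Unt and 0.038 ± 0.0206 (SD, n = 3) in DOX, and the log2 fold change of FPKM + 1 was -0.18 (standard error 0.0441, adjusted p = 0.0064). With a pseudocount of 0.1 the log2 fold change of Slc40a1 was -1.02.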

Upregulations of *Tfrc* and *Fth1* and downregulation of *Slc40a1* have been found in DOX-challenged cardiomyoblasts, which could eventually lead to the increased intracellular iron influx and decreased iron efflux^36^. Pathologically abnormal iron overload inside cardiomyoblasts is therefore mitigated, accompanied by the regulation of a series of ferroptosis-associated genes (Supplementary Figs. 26, 5h). 

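Between D_MgHCF and DOX, 11 of the 12 iron and ferroptosis genes had an adjusted p under 0.05 in limma. Between D_DXZ and DOX it was 0, and only Gpx4 had an unadjusted p under 0.05. With quantile normalization, 7 of the 12 genes passed between D_MgHCF and DOX. The log2 fold changes of Fth1 and Gpx4 were then 0.13 and 0.32 in place of -1.46 and -1.265. With TPM scaling those of Gss and Sat1 were both 0.16 in place of -0.96 and -1.03. Tfrc fell by 3.45 on the log2 scale (adjusted p = 0.0012), with an FPKM of 34.2, 40.5 and 3.87 in D_MgHCF replicates 1, 2 and 3. Hmox1 (ENSMUSG00000005413, chromosome 8 from 75093621 to 75100589) rose by 2.08 (adjusted p = 0.0029), from 11.4 ± 5.01 in DOX to 55.8 ± 35.7 (SD, n = 3 each). Slc40a1 had 50 to 72 reads per library in D_MgHCF and an FPKM of 0.28 ± 0.0392 (SD, n = 3). Slc39a14 did not pass over all genes tested (adjusted p = 0.084). Over the 12 genes, the changes against Unt had a slope on those of DOX of 0.107 for D_MgHCF and 0.925 for D_DXZ.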

The changed iron influx/efflux was observed from the western blotting results for Ho-1, Slc40a1, Tfrc, Nrf2 and Fth1, which showed that the pathological ferrous ion traffic in DOX-treated cardiomyoblasts can be largely ameliorated by MgHCF NCs (D_MgHCF) and less significantly ameliorated by DXZ (Fig. 5i, Supplementary Fig. 27).

### In vivo cardioprotective effect of DOX-challenged mice

Based on the in vitro cellular performance and the transcriptional and proteomic regulation of the cardioprotective effects of MgHCF and DXZ, their in vivo biocompatibility and cardioprotective effects were evaluated. We initially administered MgHCF (4.8 mg kg^−1^) and DXZ (25 mg kg^−1^) intraperitoneally to healthy C57BL/6J mice for 6 consecutive days. During the 14-day biocompatibility evaluations, all mice were healthy compared to the untreated group. At the end of the evaluation process, the mice were sacrificed, and their major organs were dissected for histopathological analyses. As revealed in the microscopic images of the haematoxylin and eosin (H&E)-stained tissue sections, no significant pathologies were observed, preliminarily suggesting the good biocompatibility of both MgHCF and DXZ at their respective doses to mice (Supplementary Fig. 28). In addition, normal haematological indices were obtained, also suggesting the acceptable systemic biocompatibility of free MgHCF and DXZ (Supplementary Fig. 29). To imitate the multiple dosing scheme during cardioprotection, we also evaluated the biocompatibility of MgHCF and DXZ administration over 6 consecutive days. The mouse body weight profile, blood biochemical parameters and histological examination results collectively revealed the good biosafety of both MgHCF and DXZ after multiple administrations (Supplementary Fig. 30). We also did not observe long-term side effects of the MgHCF NCs by measuring routine blood indices (including red blood cells and haemoglobin) in the one-month evaluation period (Supplementary Fig. 31).

To create a pathological state, a single intraperitoneal injection of 20 mg kg^−1^ DOX was employed to challenge the healthy C57BL/6J mice, which were then treated in combination with the MgHCF NCs prophylactically (once per day for three days before and after DOX challenge, 4.8 mg kg^−1^) and antidotally (once per day for 6 consecutive days after DOX challenge, 4.8 mg kg^−1^) (Fig. 6a). Mouse body weight and survival profiles were monitored for the evaluation timeframe of 18 days (Fig. 6b, c). Compared to the normal growth of the untreated mice (control group), mice receiving DOX challenge on Day 1 (DOX group and DOX + MgHCF group) suffered substantial weight loss over the next three days. Four of the mice in the DOX group (*n* = 6) died within 5 days of the DOX challenge, while the remaining two mice were feeble. The health of the mice in the DOX + MgHCF group was, however, much ameliorated after consecutive MgHCF antidote treatments. These mice (DOX + MgHCF group) showed body weight recovery to a certain extent throughout the remainder of the evaluation period without death, indicating significant relief of the systemic damage caused by DOX and improved health conditions produced by the MgHCF antidote. The changes in body weights of the mice that received prophylactic MgHCF treatment were not significant compared to that of the control group, revealing the potent cardioprotective effect of MgHCF (Fig. 6b, c). During the evaluation, mice from each group were sacrificed to reveal pathological abnormalities as well as blood biochemical indices. H&E staining of the heart tissue sections revealed no pathological abnormalities within the cardiomyocytes, while trichrome staining presented a fibrotic area, indicating tissue damage (6.62% stained blue) in the heart sections of the sacrificed mice in the DOX group (DOX/sacrifice) (Fig. 6d). The fibrotic zones were observed to become larger (15.81%) during the autopsy inspection of the dead mice in the group (DOX/dead). In the MgHCF prophylactic therapy group, only slight fibrosis of the vascular system (3.35%) was seen. Together with antidotic MgHCF treatment (2.51% of the fibrotic zone), the pathological fibrotic damage to the cardiomyocytes induced by DOX was reduced to a great extent (Fig. 6d, e). In addition, no other pathological abnormalities were observed from the slices of the major organs (i.e., heart, liver, spleen, lung, and kidney) (Supplementary Fig. 32). In addition, creatine kinase (CK) is a critically important biomarker of cardiomyocyte malfunction. Plasma aspartate aminotransferase (AST) and lactate dehydrogenase (LDH) are also sensitive blood biochemical indices that dictate tissue injury^37^. We found that mice challenged with DOX had exceptionally high plasma CK, AST and LDH levels, reflecting impaired tissue functionalities and unhealthy conditions. Prophylactic and antidotic MgHCF therapeutics effectively alleviated these abnormal pathologies, restoring the plasma CK, AST and LDH levels to normal and close to those of the untreated control group (Fig. 6g, h). From the routine haematological indices, both of the MgHCF therapeutics significantly restored the pathological haemogram disrupted by DOX treatment to normal, especially in terms of the indices of white blood cells (WBCs) and lymphocytes (LYMPHs) (Supplementary Fig. 33).

**Fig. 6:**
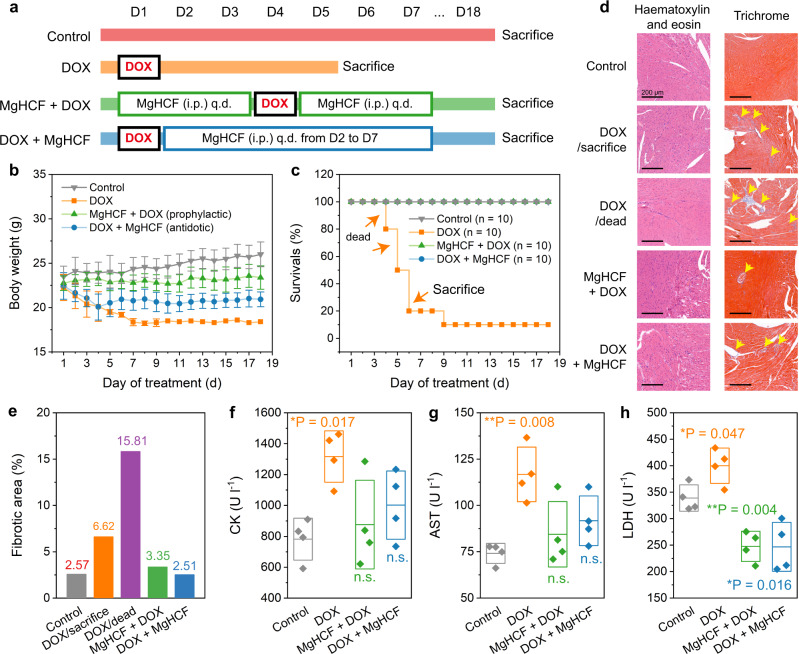
In vivo cardiac function evaluation. **a** Dosing schedule of the in vivo cardiac function evaluation. **b**, **c** Body weights (**b**) and survival rates (**c**) of mice from different groups during the evaluation period. *n* = 10. Data are presented as mean ± s.d. **d** H&E staining and Masson’s Trichrome staining images of the heart sections in different groups. **e** Impaired zone percentages on the heart tissue of mice in different groups revealed by the Masson’s Trichrome staining imaging. **f–h** Plasma CK (**f**), AST (**g**) and LDH (**h**) levels of each mouse in different groups at the end of the evaluation period. *n* = 4. Data are presented as mean ± s.d. Statistical significance (to the control group) is assessed by Student t’s two-tailed test. *P < 0.05, **P < 0.01 and n.s. for non-significant.

The in vivo cardioprotective effect enabled by the clinically approved drug DXZ was also evaluated through prophylactic and antidotic administration (25 mg kg^−1^) after DOX administration (single dose, 20 mg kg^−1^) to healthy C57BL/6J mice (Supplementary Fig. 34a). During the 14-day evaluation period, a minor body weight decline was observed in the mice in all treatment groups (DOX, DXZ + DOX and DOX + DXZ groups). One of the mice in the DOX + DXZ group did not survive and died on Day 9. From these weight and survival data, prophylactic DXZ treatment was specifically preferred (Supplementary Fig. 34b, c). Surviving mice were sacrificed at the end of treatment, and their heart tissues and blood were collected for pathological and haematological analyses, respectively. From the H&E-stained heart sections, the arranged cardiomyocytes did not have significant infiltration of monocytes or eosinocytes. No pathological features were observed in the liver, spleen, lung or kidney sections (Supplementary Fig. 35). We also identified the damaged fibrotic tissue area by Masson’s trichrome staining of the heart tissues. Establishing DOX pathology induced substantial tissue fibrosis in the mice with an area fibrosis percentage of 26.27% in comparison to that of the nonpathological group (0.79%). Prophylactic DXZ treatment moderately reduced the abnormal fibrotic area to 14.7%, while antidotic DXZ treatment recovered the fibrotic area to only 18.62% (Supplementary Fig. 36). Nevertheless, neither prophylactic nor antidotic treatment could significantly lower the abnormal haematological biochemical indices (i.e., CK, AST and LDH) to normal levels compared to the control group (Supplementary Fig. 37). These results collectively validate the less sufficient cardioprotective performance of DXZ when employed either prophylactically or antidotally in comparison with the MgHCF therapeutic.

To investigate the in vivo cardiac functionalities, we employed echocardiography (ECG) for periodic inspections of the mice. According to a previous experiment, prophylactic dosing gives significant cardioprotective effects. Hence, in this experiment, mice in the MgHCF + DOX and DXZ + DOX therapeutic groups were pre-treated with MgHCF (4.8 mg kg^−1^) and DXZ (25 mg kg^−1^) by intraperitoneal injection for 3 days (q.d.), followed by the induction of DOX pathology with a single i.p. injection of DOX (20 mg kg^−1^). The present experiments involved two DOX treatments in combination with cardioprotective agent administration within the timeframe of 38 days (Fig. 7a). Pathology was directly induced in the mice in the DOX group on the same day without any pre-treatment. The cardiac functions of these mice were then examined periodically by ECG, including left ventricular internal diastolic diameter (LVIDD), left ventricular internal systolic diameter (LVISD), left ventricular ejection fraction (LVEF) and left ventricular fractional shortening (LVFS). The results of the ECG exam before pre-treatment (ECG Ctrl) and the first ECG exam (ECG I) show that the average LVEF values of the mice in the DOX-treated group dropped out of the floor limit (i.e., 50%) when compared to the untreated group, showing a significant difference. These indices implied a decrease in blood pumping functionality resulting from the induction of severe DOX pathology (Fig. 7b, c). Mice that received daily MgHCF or DXZ supplementation displayed substantially ameliorated cardiac functions, suggesting that significant cardioprotection was offered by MgHCF, which outperformed the clinical drug DXZ (Fig. 7b, c). DOX was further dosed for another treatment cycle, accompanied or not with the cardioprotective treatments. Judging from the B-mode images (Fig. 7h) and LVEF (Fig. 7b–g) and LVFS values (Supplementary Fig. 38) from the ECG examinations, we found that supplementation of MgHCF NCs as the cardioprotective agent not only significantly improved the cardiac functions of the mice that received DOX challenge but also showed much better protection than the agent clinical DXZ during the examined repetitive dosing and therapeutic cycles.

**Fig. 7:**
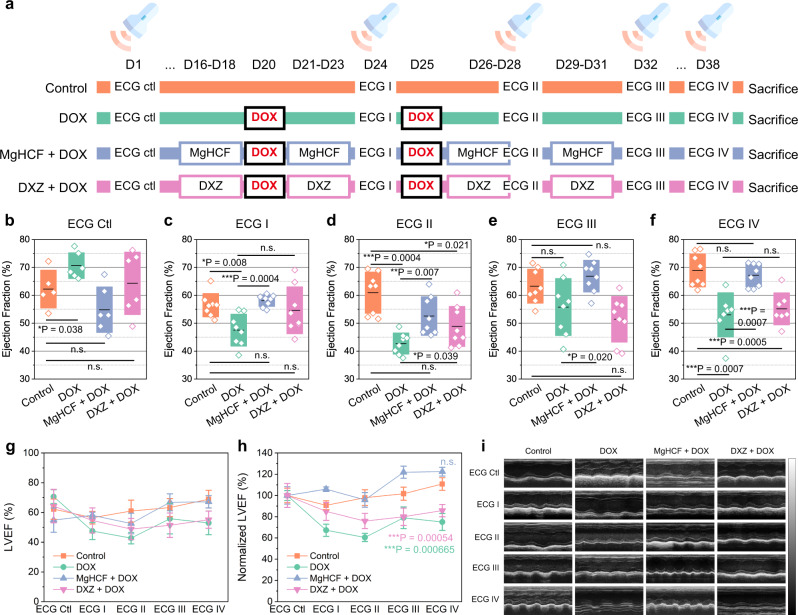
In vivo echocardiography evaluation. **a** In vivo dosing schedule for in vivo echocardiography evaluation. **b–f** Left ventricular ejection fractions of mice in different groups by echocardiography inspections: **b** ECG Ctl (*n* = 6); **c** ECG I (*n* = 8); **d** ECG II (*n* = 8); **e** ECG III (*n* = 8); **f** ECG IV (*n* = 8). Data are presented as they are and mean (line) ± s.d. (bounds of box). Statistical significance is assessed by Student t’s two-tailed test. *P < 0.05, **P < 0.01, ***P < 0.001 and n.s. for non-significant. **g** and **h**, Raw (**g**) and normalized LVEF levels (**h**) of mice by different ECG inspections for different groups. Data are presented as mean ± s.d. Statistical significance (to the control group) is assessed by Student *t*’s two-tailed test. ***P < 0.001 and n.s. for non-significant. **i** Representative echocardiographic images for mice in different groups by echocardiography inspections.

It has been documented that magnesium overload is potentially harmful to cardiac function. During MgHCF cardioprotection, magnesium ions were released from the nanomedicine, which was accompanied by iron uptake. Such ion exchange occurs in equimolar concentrations. After injection of 4.8 mg kg^−1^ d^−1^ MgHCF NCs, the highest Mg^2+^ flux was obtained when all of the magnesium ions were released into the cardiomyocytes (i.e., 4.8 mg kg^−1^). Therefore, we employed multiple doses of MgHCF NC (4.8 mg kg^−1^) or MgCl_2_ (10 mg kg^−1^) injections and assessed the biosafety through echocardiography. In the present investigation, both MgHCF NCs and Mg^2+^ exhibited good cardiac biocompatibility during the 7-day evaluation timeframe. According to the echocardiographic and electrocardiogram inspections, direct intraperitoneal injection of free Mg^2+^ was safe at an Mg^2+^ dose below 10 mg kg^−1^, and no cardiac toxicity or other abnormalities were observed with the current injection doses of MgHCF NCs (Supplementary Fig. 39). We also concentrated the MgHCF NCs for dose biosafety evaluation. Mice intraperitoneally administered a single typically high dose of 30 mg kg^−1^ MgHCF NCs had an overall survival rate of 80%, while all of the mice administered lower doses of 15, 10 and 7.5 mg kg^−1^ survived for at least two weeks. The median lethal dose of MgHCF NCs for mice was therefore above 52.5 mg kg^−1^ (Supplementary Fig. 40).

### In vivo pharmacokinetics of MgHCF

The pharmacokinetic performance of MgHCF NCs is the most pivotal evaluation for their clinical translation. To initiate this examination, plasma circulation of free Mg^2+^ from the MgHCF NCs was detected before and after i.p. administration of MgHCF NCs at a dose of 4.8 mg kg^−1^. Upon injection, the plasma concentration of Mg^2+^ increased from 9.29 ± 1.25 to 26.38 ± 0.99 μg ml^−1^ and then gradually decreased to 17.78 ± 1.18 μg ml^−1^ at 30 min post-injection and to 8.93 ± 0.65 μg ml^−1^ at 4 h post-injection. The data were plotted and fitted exponentially, with the calculated half-life of MgHCF NCs in blood being ~1.59 h (Supplementary Fig. 41a). At *t* = 0, the plasma concentration of Mg^2+^ was determined to be 26.38 μg ml^−1^. For an average mouse with a weight of 20 g and a total blood volume = 2 mL, the drug utilization of MgHCF NCs was then calculated to be 54.96% following the equation:

$$w={{C}}_{0}/{{C}}_{{{{{{\rm{ID}}}}}}}={{C}}_{0}/({{{{{\rm{ID}}}}}}\,\,\ast\,\, {m}/{V})\times 100\%$$

where *w* represents the drug utilization, *C*_0_ represents the plasma concentration of Mg^2+^ at *t* = 0, ID represents the injection dose, i.e., 4.8 mg kg^−1^, m represents the weight of the mouse, and *V* represents the total circulating blood volume of the mouse.

For further tissue biodistribution assays, nine C57BL/6J mice were randomly divided into three groups (2, 12 and 24 h) and subcutaneously injected with 4T1 tumour cells for xenograft establishment. The volumes of the xenografts were allowed to grow to 150 mm^3^ prior to the intraperitoneal administration of a single dose of MgHCF NCs (4.8 mg kg^−1^). At predetermined timepoints (2, 12, 24 h), mice from the corresponding groups were sacrificed for major organ dissection, weighed, homogenized and analysed. From the magnesium distribution profile, we found that upon MgHCF NCs administration, a major distribution of MgHCF NCs was observed in the liver, spleen and lung at 2 h post-injection. At 12 and 24 h post-injection, the overall distribution of Mg^2+^ in these major organs gradually decreased. Specifically, the distribution of Mg^2+^ in the heart was determined to be 7.16 ± 0.39, 5.39 ± 1.77 and 1.95 ± 0.27 ID %/g, respectively. Additionally, 2.84 ± 0.84, 1.23 ± 0.45 and 1.20 ± 0.53 ID %/g had accumulated in the tumours at 2, 12 and 24 h post-injection respectively. These profiles show that upon intraperitoneal administration, the MgHCF NCs were immediately absorbed into the bloodstream and redistributed to the major organs, such as the heart, liver, lung and spleen (Supplementary Fig. 41b). With a half-life of 1.59 h, the MgHCF NCs were gradually eliminated from the body.

In vivo side effects of MgHCF during cardioprotection. Since DOX has been widely employed as an anticancer agent, cardioprotective agents should not affect its antitumour efficacy. To study this, 20 BALB/c mice were randomly divided into four groups (untreated group, DOX group, DOX + MgHCF group and DOX + DXZ group) and subcutaneously injected with 4T1 tumour cells for xenograft establishment. At an average xenograft volume of 150 mm^3^, a single dose of DOX (20 mg kg^−1^) was intravenously injected into the mice in all treatment groups to initiate the antitumour evaluations (Fig. 8a). During the next 15 days, strong harmful side effects from DOX were observed in the DOX group, suggesting that DOX-triggered systemic toxicity in the mice (Fig. 8b) while suppressing xenograft growth (Fig. 8c). In comparison, the DOX + MgHCF and DOX + DXZ groups showed significantly stronger suppression of tumour growth than the DOX group (Fig. 8c, Supplementary Fig. 42) in addition to their cardioprotective effects. At the end of the therapeutic evaluation, all of the mice were sacrificed, and the major organs and tumour xenografts were dissected (Fig. 8d). The dissected tumour weights were 2.16 ± 0.60, 1.14 ± 0.20, 1.09 ± 0.35 and 1.42 ± 0.49 g (Fig. 8e), while the volumes were 1571 ± 348, 995, 838 ± 203 and 869 ± 298 mm^3^, respectively, in the control, DOX, DOX + MgHCF and DOX + DXZ groups (Fig. 8f) and statistically indicated that both MgHCF and DXZ would not deteriorate the antitumour chemotherapeutic efficacy of DOX. The ratios of the major organ weights to body weight showed that DOX treatment led to remarkable decreases in these ratios, especially those of the heart (from 0.48% to 0.04%), liver (from 5.70% to 2.86%) and spleen (from 0.73% to 0.05%). These indices were unaffected in the mice that received MgHCF and DXZ treatment following DOX injection (Fig. 8g). Histopathological H&E staining and TUNEL and antigen-Ki67 expression immunofluorescence staining of ultrathin tumour sections from different groups revealed comprehensive cell apoptosis and tissue damage by DOX (Fig. 8h, i, Supplementary Fig. 43). We also assayed the three typical plasma cardiac function biomarkers (AST, CK, LDH) and found that MgHCF substantially lowered the serum AST, CK and LDH levels that were initially upregulated by DOX. DXZ treatment rescued these key biomarkers moderately or even ineffectively compared to the DOX group (Fig. 8j).

**Fig. 8:**
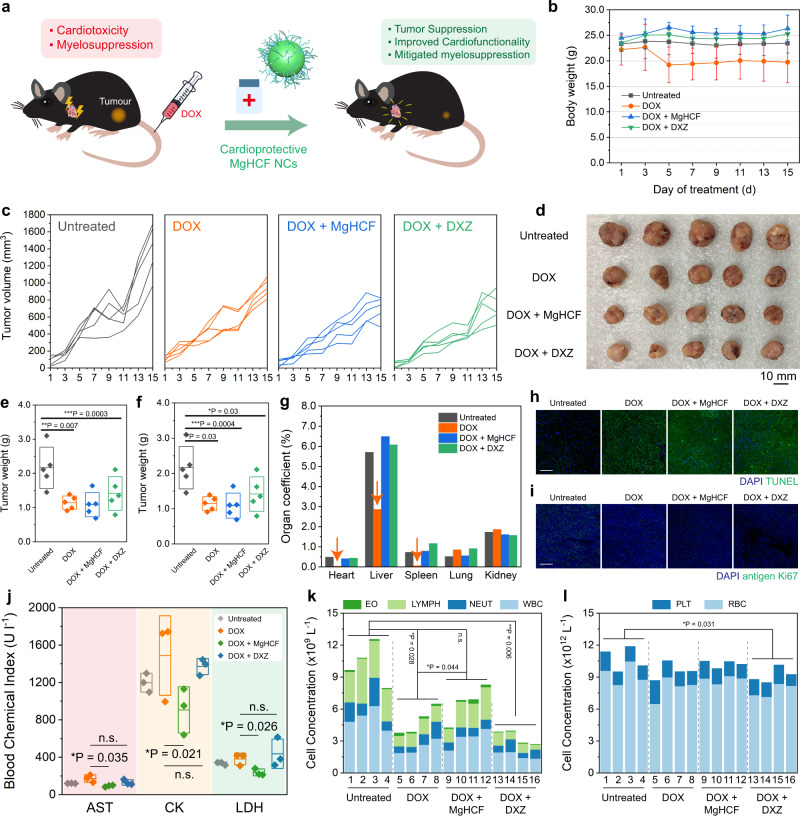
In vivo anti-tumour performances and side effect evaluation. **a** Schematic illustration of the in vivo anti-tumour experiment. **b** Body weight profiles of mice in different groups during the in vivo anti-tumour investigation. *n* = 5. Data are presented as mean ± s.d. **c** Xenograft development curves for each mouse from different groups in the therapeutic evaluation period. **d** Digital photograph of the dissected tumour xenografts from each mouse of different groups. **e** and **f** Tumour weights (**e**) and tumour volumes (**f**) of the xenografts dissected from each mouse of different groups. *n* = 5. Data are presented as they are and mean ± s.d. Statistical significance (to the control group) is assessed by Student *t*’s two-tailed test. *P < 0.05, **P < 0.01 and ***P < 0.001. **g** Organ coefficient of mice from different groups, calculated as the ratio of the organ weight to body weight. **h** and **i** TUNEL (**h**) and antigen-Ki67 (**i**) immunofluorescence staining images of the ultrathin tumour sections dissected from mice of different groups. **j** Plasma AST, CK and LDH levels of each mouse from different groups. *n* = 3. Data are presented as they are and mean ± s.d. Statistical significance is assessed by Student *t*’s two-tailed test. *P < 0.05. **k** Cell populations of EO, LYMPH, NEUT and WBC were assayed for each mouse from different groups. Data are presented as they are. Statistical significance is assessed by Student *t*’s two-tailed test. *P < 0.05, **P < 0.01 and n.s. for non-significant. **l** Cell populations of PLT and WBC were assayed for each mouse from different groups. Data are presented as they are. Statistical significance is assessed by Student *t*’s two-tailed test. *P < 0.05.

In addition, it has been documented that the clinical chemoprotective drug DXZ may induce secondary myelosuppression side effects during application^38^. From the plasma biochemical evaluation (Fig. 8k), it was observed that DOX treatment specifically led to significant reductions in the populations of WBCs and LYMPHs. MgHCF protection effectively recovered the LYMPH population, while the WBC population was also restored to a certain extent. Of note, the DOX + DXZ group showed extensive reductions in the eosinophil (EO), LYMPH and WBC cell populations, evidencing the myelosuppressive effect of DXZ. Additionally, DXZ also caused significant reductions in the total population of platelets (PLTs) and red blood cells (Fig. 8l). To summarize, both DOX and its clinically used protective agent DXZ induced secondary myelosuppressive effects. In comparison, MgHCF significantly mitigated both side effects, cardiotoxicity and myelosuppression, induced by the anticancer drug DOX. MgHCF is therefore considered to have great potential as a substitute for the clinical cardioprotective agent DXZ during anticancer treatment with DOX.

## Discussion

Chemotherapy has been one of the most common modalities to treat cancer ever since its emergence in the 1940s. Although chemotherapy has been widely employed against a broad spectrum of cancers and has produced effective inhibition, growing concerns have been raised due to the accompanying cardiotoxic side effects^39,40^. In addition to chemotherapy, patients exposed to ionizing radiation during radiotherapy have also reported dose-dependent cardiac injury due to ischaemia, valvular disorders, or pericardial injury^41^. Hence, evaluations and treatments of cardiotoxic side effects have remained the major hurdle for oncologists and cardiologists during treatment with tumour therapeutics.

Since chemodrug-induced cardiotoxicity is often dose-cumulative, dose limitations, a prolonged infusion treatment schedule, molecular modification of the drug and chemical cardioprotection are four major strategies to attenuate cardiotoxicity in the clinic. Among these, both dose limitation and a prolonged infusion treatment schedule are conserved modalities that may substantially affect anticancer treatment and induce the risk of tumour metastasis, deteriorating the prognosis of the patient^7^. In addition, cardiotoxicity induced by chemodrugs (e.g., doxorubicin) has been designated as type-1 cardiac damage (direct myocyte death), indicating irreversible myocyte injury after initial chemodrug contamination. It should be noted that intraperitoneal injection has thus been adopted and is one of the most prevailing systematic administration methods to achieve plasma drug pharmacokinetics similar to intravenous administration^42^. Such high representativeness may benefit future clinical transformation. For rodents such as mice, the cumulative dose of DOX required to induce pathology is approximately 20 mg kg^−1^ (i.p.). However, for cancer patients receiving DOX chemotherapeutics, multiple scheduled doses are always necessary. Clinical reports have revealed that the incidence of congestive heart failure was 18% for patients who had received a cumulative DOX dose of 551–600 mg m^−2^. This incidence could further increase to 36% for patients who had received doses higher than 600 mg m^−2^ ^11^. Particular care, including electrocardiography, echocardiography and endomyocardial biopsy, should be taken to identify such pathology.

Molecular modification of drugs requires a fundamental understanding of the molecular structure of the chemodrug, followed by more efforts in structural modification as well as a comprehensive clinical reassessment of the biosafety and therapeutic efficacy before drug approval^43^. The development of a chemical cardioprotective agent is the most ideal strategy to attenuate or even reverse cardiotoxicity without affecting the cancer treatment schedule. These cardioprotective agents can always be co-administered with chemodrugs, maximizing the cardioprotective effect. Therefore, the design and development of chemical cardioprotective agents are of high clinical significance.

Chemical cardioprotective agents are designed according to the molecular mechanism of the pathology of the cardiotoxicity generated by chemodrugs or radiation. In the present report, we focused on the fundamentals of DIC for the development and application of cardioprotective agents. According to our cellular mRNA sequencing results, we observed a combination of cell death pathways in DOX-contaminated cardiomyoblasts, such as apoptosis, ferroptosis, autophagy and mitophagy, with apoptosis being the most dominant effect induced by DOX chemotherapy. As the transcriptome results collectively enriched mitochondrial dysfunction, an abnormal ferrous ion traffic-mediated intrinsic apoptosis pathway has also been revealed and identified. Of note, although such transcriptome regulation contributed to the significant enrichment in the ferroptosis pathway by KEGG analysis (Fig. 5), the scored gene ratio (0.779%) remained relatively low (compared to 2.336% for apoptosis). According to the high upregulation of *Gpx4*, which encodes glutathione peroxidase for lipid peroxidation clearance in DOX pathology, the pathological regulation of intracellular iron is believed to be insufficient to cause prominent cell ferroptosis due to the non-destruction of the anti-lipid peroxidation system. In addition to apoptosis, autophagy and mitophagy were also found to be actively involved in the ultimate cell fate of cardiomyoblasts, shedding light on the design of autophagy inhibitors and their applications in cardioprotection in the near future.

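Gpx4 (ENSMUSG00000075706, chromosome 10 from 80047166 to 80056439) had an FPKM of 113.4 ± 4.35 (SD, n = 3) in Unt, 454.2 ± 48.5 in DOX, 360.5 ± 57.4 in D_DXZ and 188.5 ± 23.1 in D_MgHCF (SD, n = 3 each). The log2 fold change of DOX against Unt was 1.99 (standard error 0.151, adjusted p = 1.2e-05 in limma), and it fell to 0.32 with quantile normalization. Between D_MgHCF and DOX the log2 fold change of Gpx4 was -1.265 (adjusted p = 6.88e-05), but 0.32 with quantile normalization. For Gpx4 D_MgHCF vs DOX it was -0.05 and was not called with TPM scaling. The transcripts of Gpx4 match Gpx4-ps2 at 99.7% identity over 762 bases, so its reads could have been divided between the 2 genes.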

Focusing on the molecular mechanism of DIC, requirements for the normalization of cellular iron traffic as well as oxidative stresses have been presented. As a Prussian blue analogue, the synthetic MgHCF nanocatalysts introduced in the present work were demonstrated to alleviate and prevent the cardiotoxicity induced by DOX contamination both in vitro and in vivo. Its ferrous ion chelation and catalytic antioxidation properties were demonstrated to outperform the clinically approved DXZ in terms of cardioprotection. To move a step forward, large-scale synthesis and preclinical large animal studies are encouraged. The preparation of MgHCF nanocatalysts involves the facile procedures of simple mixing, dialysis and freeze-drying. Gram-scale synthesis could be achieved with several synthetic batches. The cardioprotective effects of MgHCF nanocatalysts on large rodents (e.g., rats) and other large animals are worth investigating.

In summary, we synthesized an MgHCF nanocatalyst by a facile PVP-directed self-assembly approach that possesses potent ferrous ion capture and antioxidation functions for cardioprotection during tumour chemotherapy. Based on the excellent superoxide dismutase and H_2_O_2_ decomposition catalytic activities to eliminate cytotoxic radical species, the viability of the cardiomyoblasts impaired by DOX was effectively rescued by the MgHCF NCs to a greater extent than the much less effective DXZ agent currently applied in the clinic, which was evidenced and distinguished by regulating apoptosis and ferrous ion traffic at both the mRNA and protein levels. MgHCF NCs also exhibited excellent in vivo cardioprotective effects by attenuating the cardiotoxicity and harmful side effects due to DOX contamination without deteriorating the antitumour effect of the chemodrug. The highly efficient cardioprotective effect and excellent biocompatibility will make these MgHCF nanocatalysts one of the most promising and clinically transformable cardioprotective agents to be employed in future cancer treatments due to their ability to mitigate side effects and protect organs during anticancer chemotherapy.

## Methods

### Synthesis of MgHCF NCs

MgCl_2_·6H_2_O (0.8 mmol) and polyvinylpyrrolidone (Mw = 10,000, 300 mg) were completely dissolved into 40 mL of aqueous solution (pH = 1, adjusted by HCl) under vigorous stirring. Then 40 mL of aqueous solution (pH = 1, adjusted by HCl) containing potassium ferricyanide (0.8 mmol) was injected into the above solution at speed of 80 mL/h. The reaction was allowed to proceed at room temperature for 2 h. Afterwards, the mixture was dialyzed against deionized water for 6 h. The obtained dispersion was then concentrated by evaporation in vacuo, followed by freeze-drying to obtain the MgHCF NCs powders.

### Characterization

Transmission electron microscope (TEM) was adopted for morphology observation on JEM-2100F electron microscope operated at an accelerated voltage of 200 kV. Hydrodynamic diameter and zeta potential profile were obtained on Malvern Zetasizer Nanoseries (Nano ZS90) following the dynamic light scattering (DLS) method. Nanoparticle distribution is statistically presented as mean ± s.d. following the normal distribution. XRD patterns were collected on Rigaku D/MAX-2550 V X-ray power diffractometer with Cu Kα radiation (*λ* = 1.5405 Å) scanning with a 2*θ* ranged from 5° to 75°. Fourier transforms infrared (FT-IR) spectra were acquired on Nicolet iS10 spectrometer using KBr pellets. Raman spectra were collected on Renishaw inVia spectrometer with a laser parameter of 473 nm, 0.2 mW. The XPS spectra were obtained on Thermo Scientific ESCALAB 250 spectrometer and the results were calibrated following the 284.8 eV of the C1*s*. UV–vis spectra were assayed on a UV-3100 Shimadzu spectrometer. ICP-OES spectra were obtained on Agilent 700 Series instrument.

### Ferrous binding assay

1 mL of serial concentrations of the aqueous solution containing 40, 20, 10, 5, 2.5, 1.25 and 0 μg mL^−1^ iron(II) ammonium sulfate was added into the aqueous solution of MgHCF NCs (40 μg mL^−1^) in identical volume. The mixture was allowed for 30 s equilibrium. UV–vis absorption spectra were obtained. For ferrous binding assays in the dialysis membrane isolated cation exchange process, 10 mL of the MgHCF NCs ([Mg^2+^] = 20 μg/mL) was sealed into the dialysis bag and immersed into the beaker containing 150 mL solution of iron(II) ammonium sulphate with stirring. At predetermined time points (0, 0.5, 2, 5, 8, 15, 25, 60, 90, 120 and 240 min), aliquots of the solution in the beaker were collected for elemental analysis (Mg, Fe) using ICP-OES.

### ESR assays

The ESR assays were carried out on Bruker EMX ESR spectrometer using 5-tert-Butoxycarbonyl-5-methyl-1-pyrroline-N-oxide (BMPO) as the radical trapper for superoxide anion radical determination. In a typical assay, an aqueous solution (500 μL H_2_O) containing xanthine (10 mM), xanthine oxidase (0.5 U) and BMPO (5 mM) were mixed with MgHCF NCs of varying concentrations. An aliquot of the solution was then transferred into the quartz capillary for ESR measurements.

### In vitro cellular experiments

Rat cardiomyoblasts H9c2 cell line was purchased from the Cell Bank, the Committee of Type Culture Collection of the Chinese Academy of Sciences (Serial# GNR 5). Rat cardiomyocytes AC16 cells were purchased from Guangzhou Cellcook Biotechnology Co. Ltd. (Serial# CC4030). These cell lines have not been listed by the international cell line authentication committee as cross-contaminated or misidentified cell lines (v8.0, 2016) and have passed the conventional tests of cell line quality including morphology identification, isoenzymes and mycoplasma. Cells were cultured using DMEM medium containing 4 mM l-Glutamine, 4500 mg l^−1^ glucose, 10% fatal bovine serum (FBS), 100 units ml^−1^ streptomycin and 100 units ml^−1^ penicillin.

#### Cell viability assays

H9c2 cells were inoculated into the 96-well plate with a cell density of 8000 cells per well and incubated for 12 h for cell attachment. The medium was then discarded and rinsed with cold PBS three times. Cells were supplemented with fresh medium containing serial doses of DOX chemodrug. For in vitro cytoprotection assays, MgHCF NCs or DXZ was co-supplemented with the DOX chemodrug for cell treatments. After 12 h co-incubation, the medium was discarded and the cells were rinsed with cold PBS three times, followed by the addition of the fresh medium containing 10% cell-counting kit-8 solution. The optical absorption profile at 450 nm was assayed on a microplate reader after 4 h following the protocol.

#### mRNA-sequencing experiment

The total RNA from the H9c2 cells with different treatments (untreated, DOX treated, DOX + MgHCF and DOX + DXZ) for 6 h were harvested using TRIzol (Invitrogen). The mRNA was purified using poly-T oligo-attached magnetic beads and fragmented using divalent cations under elevated temperature NEBNext First Strand Synthesis Reaction Buffer (5X). First-strand cDNA was synthesized using a random hexamer primer and M-MuLV Reverse Transcriptase (RNase H-). Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3’ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure was ligated to prepare for hybridization. The products were then enriched and purified (AMPure XP system) to form the final cDNA library and the library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Novaseq platform and 150 bp paired-end reads were generated. The web-based NovoMagic data analysis platform was used for raw data variance modelling and statistical analyses.

#### Western blotting

The proteins from the H9c2 cells with different treatments (untreated, DOX treated, DOX + MgHCF and DOX + DXZ) for 6 h were harvested and resuspended in protein lysis buffer containing proteinase inhibitors (Roch) with sonication. The total protein amount was quantified using a protein assay kit supplemented by Bio-Rad (Hercules, CA, USA). The obtained lysate proteins were separated by SDS–PAGE gels, transferred onto the PVDF membranes and blocked with BSA (5%) for subsequent primary antibody incubation. Afterwards, the membranes were co-incubated with horseradish peroxidase-conjugated secondary anti-mouse/rabbit antibodies. Bands were visualized by ECL Plus Western Blot Detection Kit (Tanon).

#### Confocal observations

H9c2 cells or AC16 cells with different treatments (untreated, DOX treated, DOX + MgHCF and DOX + DXZ) for 6 h were rinsed with cold PBS three times before the cells were stained with DCFH-DA (2’,7’-dichlorodihydrofluorescein diacetate), FerroOrange and DAPI dyes for 15 min in the incubator. Cells were then washed and again immersed with PBS for confocal microscope observation.

### In vivo animal experiments

The in vivo animal experiments were performed according to the guidelines of the Laboratory Animal Ethics Committee of Shanghai Tenth People’s Hospital (SHDSYY-2020-Z0026). C57BL/6J mice (5 weeks old, male) were purchased from Shanghai Laboratory Animal Center (SLAC). Mice were housed in the specific pathogen-free (SPF) facility with temperature/humidity control (22 ± 2 °C, 40–70%) and were freely accessible to water and food. The light/dark cycle is 12/12 h. Mice were monitored every day.

#### In vivo biocompatibility experiment

Thirty C57BL/6J mice (5 weeks old) were divided into three groups randomly (Control (*n* = 10), MgHCF (*n* = 10) and DXZ group (*n* = 10)). For respective groups, MgHCF NCs (4.8 mg kg^−1^) and DXZ (25 mg kg^−1^) suspended in the saline were injected intraperitoneally for 6 consecutive days (q.d.), respectively. Mice of each group were sacrificed for haematological analysis and H&E staining of major organ tissues.

#### In vivo cardioprotection experiment

Forty C57BL/6J mice (5 weeks old) were divided into four groups randomly (Control (*n* = 10), DOX (*n* = 10), MgHCF + DOX (*n* = 10) and DOX + MgHCF group (*n* = 10)). To initiate the cardiotoxicity pathology, a single dose of DOX chemodrug (20 mg kg^−1^) was employed to treat the mice in the DOX group and DOX + MgHCF group via tail-vein. For mice in MgHCF + DOX group, DOX chemodrug was administrated on Day 4. For MgHCF cardioprotective effect investigation, MgHCF NCs suspended in the saline were injected intraperitoneally once per day (q.d., 4.8 mg kg^−1^) from Day 1 to Day 4, and from Day 5 to Day 7 for mice in MgHCF + DOX group. The injection schedule for mice in DOX + MgHCF group is from Day 2 to Day 7. Body weight of mice was recorded every day. Dead mice in the DOX group and one random survival mice of each group were sacrificed with their heart tissue dissected for H&E staining and Masson’s Trichrome staining to visualise the cardiotoxicity. At the end of the therapeutic evaluation, all mice were sacrificed and the blood samples were subjected to plasma analysis of CK, AST and LDH indexes.

#### In vivo cardiac functionality investigation by echocardiography inspection

Twenty-three C57BL/6J mice (5 weeks old, male) were divided into four groups randomly (Control (*n* = 6), DOX (*n* = 5), MgHCF + DOX (*n* = 6) and DXZ + DOX group (*n* = 6)). All mice were subjected to ECG inspection (ECG ctl) and housed for two weeks. For mice in MgHCF + DOX group, MgHCF injections (i.p., once per day, 4.8 mg kg^−1^) were conducted on days 16–18, 21–23, 26–28, and 29–31. For mice in DXZ + DOX group, DXZ injections (i.p., once per day, 25 mg kg^−1^) were conducted at the same timepoints for MgHCF injections. DOX chemodrug administrations were given on Day 20 and Day 25. ECG inspections were conducted on Day 24 (ECG I), Day 28 (ECG II), Day 32 (ECG III) and Day 38 (ECG IV). ECG inspections were performed on a Vevo LAZR imaging system (FUJI film VisualSonics) equipped with a 30 MHz transducer. Conventional 2D images and M-Mode images were obtained at the level of midpapillary muscle. LVIDS and LVIDD parameters were measured at M-mode and the LVEF and LVFS were calculated automatically following the formula (1)–(4):

1 $${{{{{\rm{LVVD}}}}}}=\frac{7}{2.4+{{{{{\rm{LVIDD}}}}}}}\times {{{{{{\rm{LVIDD}}}}}}}^{3}$$

2 $${{{{{\rm{LVVS}}}}}}=\frac{7}{2.4+{{{{{\rm{LVIDS}}}}}}}\times {{{{{{\rm{LVIDS}}}}}}}^{3}$$

3 $${{{{{\rm{EF}}}}}}\%=\frac{{{{{{\rm{LVVD}}}}}}-{{{{{\rm{LVVS}}}}}}}{{{{{{\rm{LVVD}}}}}}}\times 100$$

4 $${{{{{\rm{FS}}}}}}\%=\frac{{{{{{\rm{LVIDD}}}}}}-{{{{{\rm{LVIDS}}}}}}}{{{{{{\rm{LVIDD}}}}}}}\times 100$$

#### Masson’s trichrome staining

Paraffin-embedded tissue sections are initially deparaffinized and rehydrated to distilled water. Slides are then rinsed with potassium dichromate overnight followed by gentle rinses using distilled water. Iron Hematoxylin working solution is used to stain the slides for 10 min, with subsequent rinsing with distilled water. Then the slides are stained with ponceau-acid fuchsin staining solution for 5 min, with subsequent rinsing with distilled water. The slides are then placed into freshly prepared phosphomolybdic acid solution for 10 min, followed by the staining of Aniline Blue solution for 5 min. The slides are finally dehydrated and sealed for microscopic inspections. Images are quantified using ImageJ software with the threshold colour selection mode.

#### In vivo anti-tumour experiment

Twenty C57BL/6J mice (5 weeks old, male) were divided into four groups randomly (Control (*n* = 5), DOX (*n* = 5), MgHCF + DOX (*n* = 5) and DXZ + DOX group (*n* = 5)). 4T1 tumour xenograft models were established by subcutaneously injecting suspended 4T1 tumour cells into the right flank of the mice with a density of 10^6^ cells per mouse. Xenografts were allowed to grow to ~150 mm^3^ prior to the in vivo anti-tumour experiment. For mice in DOX, MgHCF + DOX and DOX + DXZ groups, mice were intravenously injected with DOX chemodrugs (20 mg kg^−1^). For mice in DOX + MgHCF and DOX + DXZ groups, daily administrations (i.p., q.d.) of MgHCF NCs (4.8 mg kg^−1^) or DXZ (25 mg kg^−1^) were supplemented for 4 days. During the evaluation period, xenograft dimension profiles were measured with a digital calliper perpendicularly (*l*_1_, *l*_2_, *l*_1_ > *l*_2_) and mice body weight profiles were obtained every other day. Xenograft volume was calculated as follows:

5 $${V}=\frac{1}{2}\times {l}_{1}\cdot {l}_{2}^{2}$$

At the end of the evaluation, mice were sacrificed by painless cervical dislocation. Tumour xenografts and major organs (heart, liver, spleen, lung and kidney) of mice were harvested for ultrathin section preparations and subsequent histopathology analysis by H&E, antigen Ki67 and TUNEL, respectively. Organ coefficients were calculated as the percentages of the specific organs of the body weight. Plasma routine indexes and plasma biochemical indexes were assayed from the blood samples from the eyeball before cervical dislocation.

### Ethics statement

The in vivo animal experiments were performed according to the guidelines of the Laboratory Animal Ethics Committee of Shanghai Tenth People’s Hospital (SHDSYY-2020-Z0026). The committee agrees to the following humane endpoints: (1) 30% weight loss; (2) tumour burden exceeds 1800 mm^3^ or one of any dimensions to exceed 18 mm. Mice were monitored every day. For euthanasia, mice were always euthanatized following the painless cervical dislocation.

### Statistical analyses

The data significance is analysed following the Student’s *t*-test: *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. Corresponding *P* values were always indicated. n.s. for non-significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The mRNA-seq data have been deposited in the Gene Expression Omnibus database with an accession number GSE213983. All data are available in the article, Supplementary Information, and the Source Data file provided with the article. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Magnesium hexacyanoferrate nanocatalysts attenuate chemodrug-induced cardiotoxicity through an anti-apoptosis mechanism driven by modulation of ferrous iron
**Source:** Nat Commun. 2022 Dec 15;13:7778. doi: 10.1038/s41467-022-35503-y
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**Magnesium Hexacyanoferrate Nanocatalysts Attenuate Chemodrug-Induced Cardiotoxicity through an Anti-Apoptosis Mechanism Driven by Modulation of Ferrous Iron**

Minfeng Huo^1,2,3^, Zhimin Tang^4,5^, Liying Wang^1^, Linlin Zhang^2^, Haiyan Guo^6^, Yu Chen^7^, Ping Gu^3,4^* and Jianlin Shi^1,2,3^*

**Supplementary Figures**

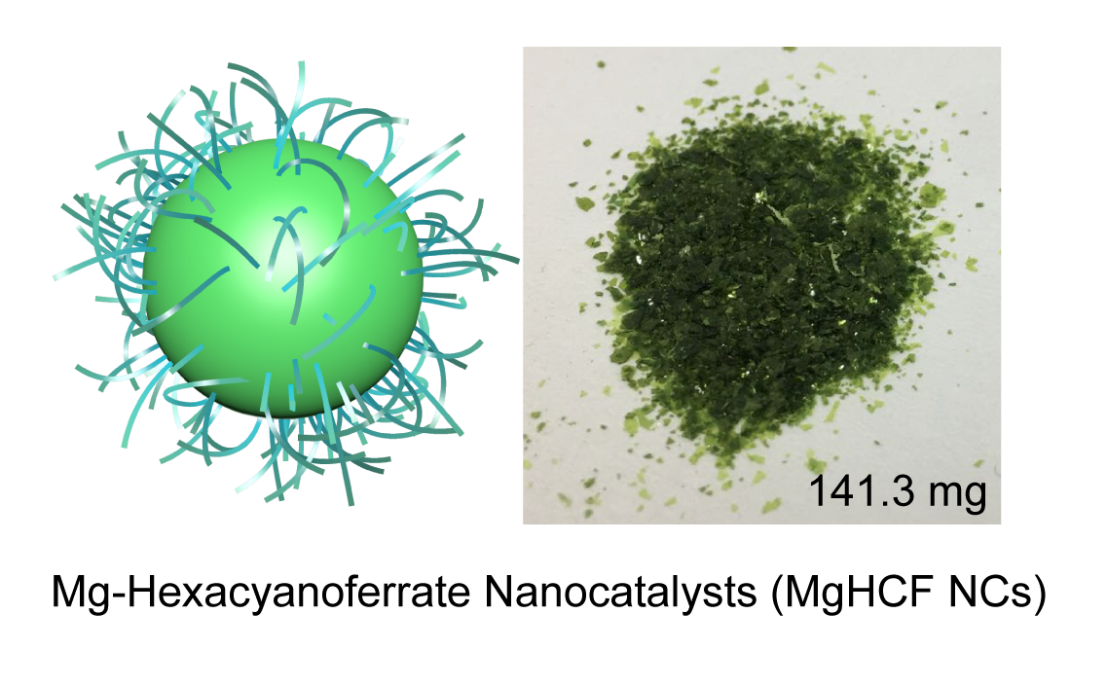

**Supplementary Figure 1.** MgHCF NCs powders in one synthesis.

**Supplementary Figure 2.** Nanoparticulate diameter distribution profile of MgHCF NCs calculated from 100 particles in the TEM image of **Figure 2b**.

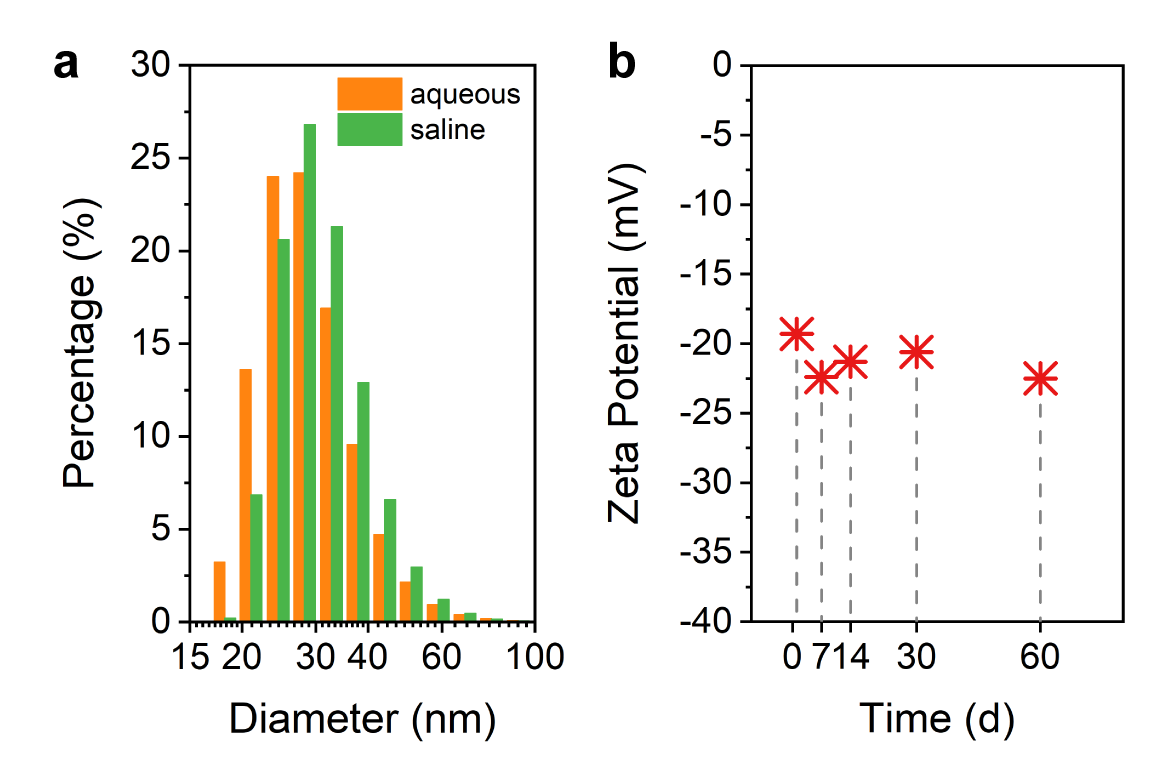

**Supplementary Figure 3. a**, Hydrodynamic diameter profile of MgHCF NCs suspended in water and saline. **b**, Zeta potential profile for MgHCF NCs suspended in water assayed at Day 0, 7, 14, 30 and 60.

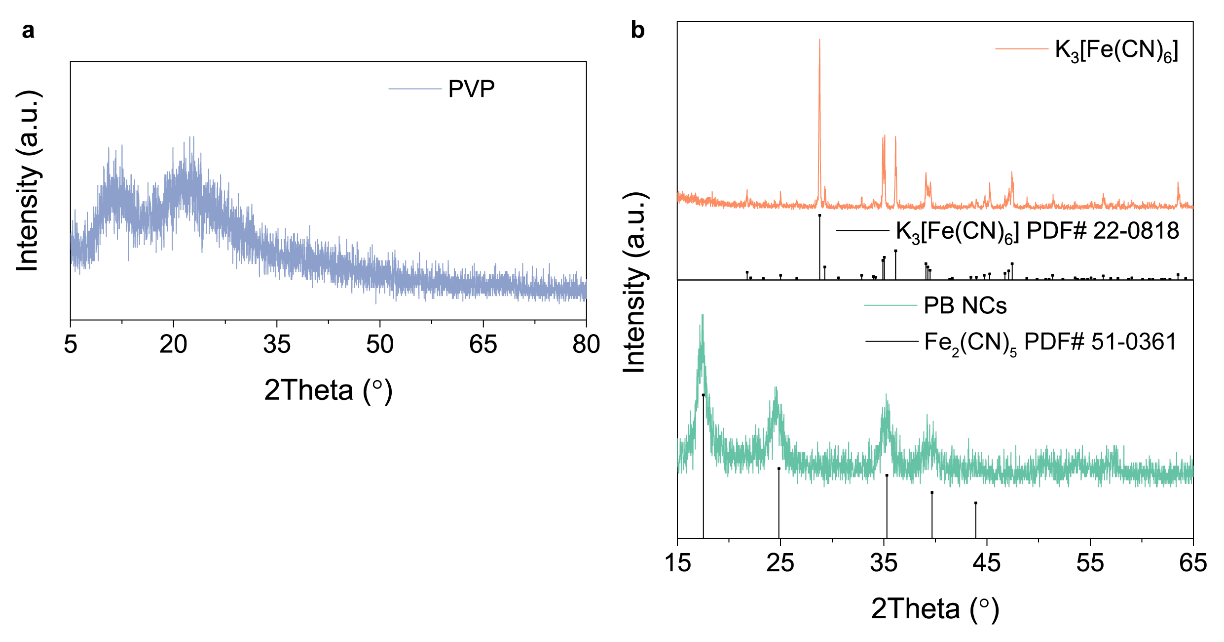

**Supplementary Figure 4. a**, XRD pattern of PVP. **b**, XRD patterns of K_3_[Fe(CN)_6_], reference PDF# 22-0818, synthetic PB NCs and reference PDF# 51-0361.

**Supplementary Figure 5.** Ion concentration profiles for Mg^2+^ and Fe^2+^ from MgHCF NCs incubated with RPMI complete media with fetal bovine.

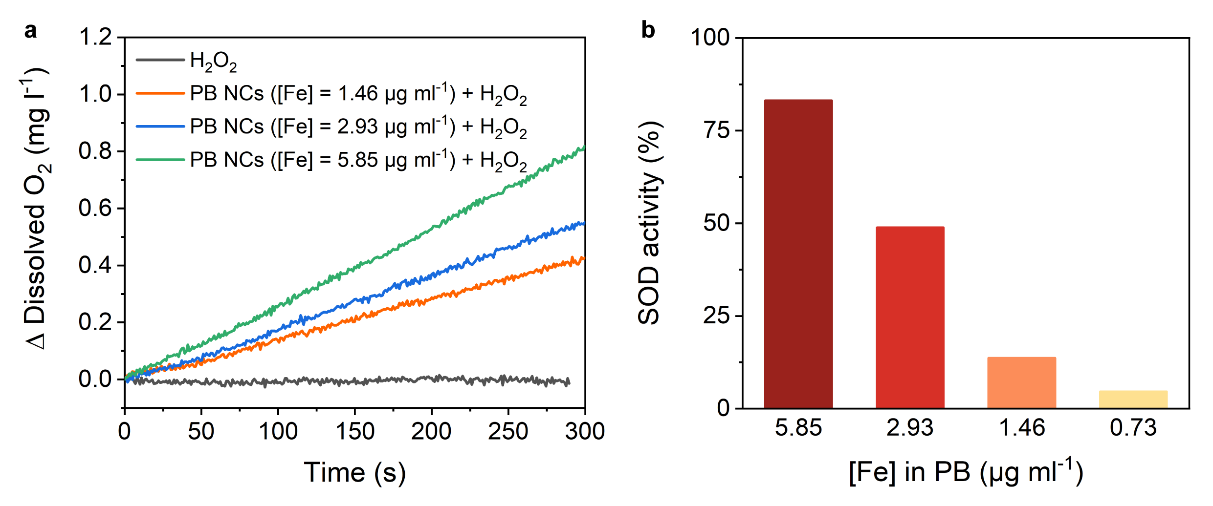

**Supplementary Figure 6. a**, Dissolved oxygen curves for PB NPs with different concentrations upon co-incubation with H_2_O_2_. **b**, SOD activity of PB NCs assayed with the SOD kit.

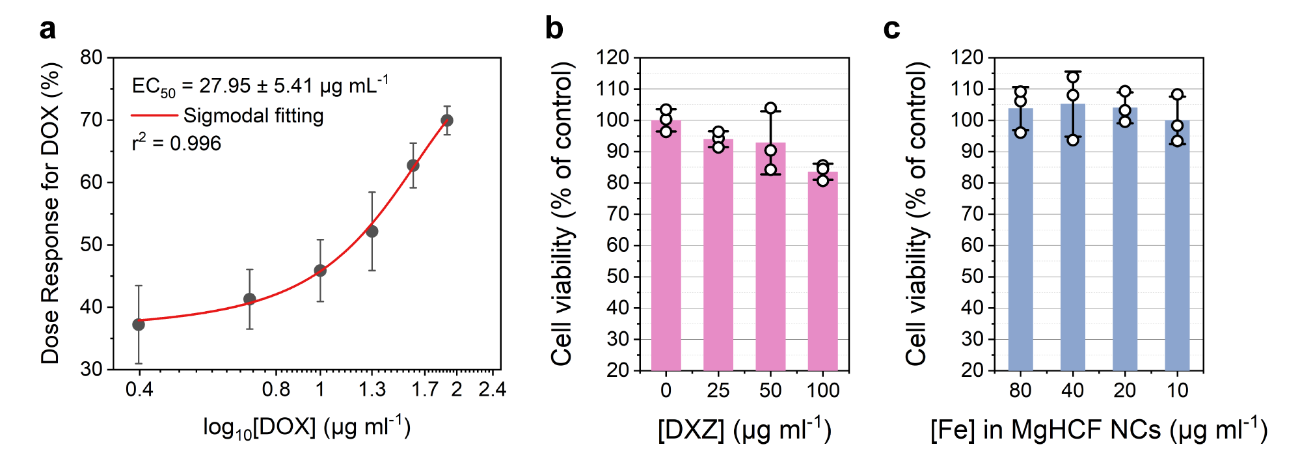

**Supplementary Figure 7. a**, Dose response cytotoxicity curves for DOX treated cardiomyocytes. **b-c**, Cytoviability profile for cardiomyocytes treated with varied concentrations of DXZ (**b**) and MgHCF NCs (**c**). n = 3. Data are presented as they are and mean ± s.d.

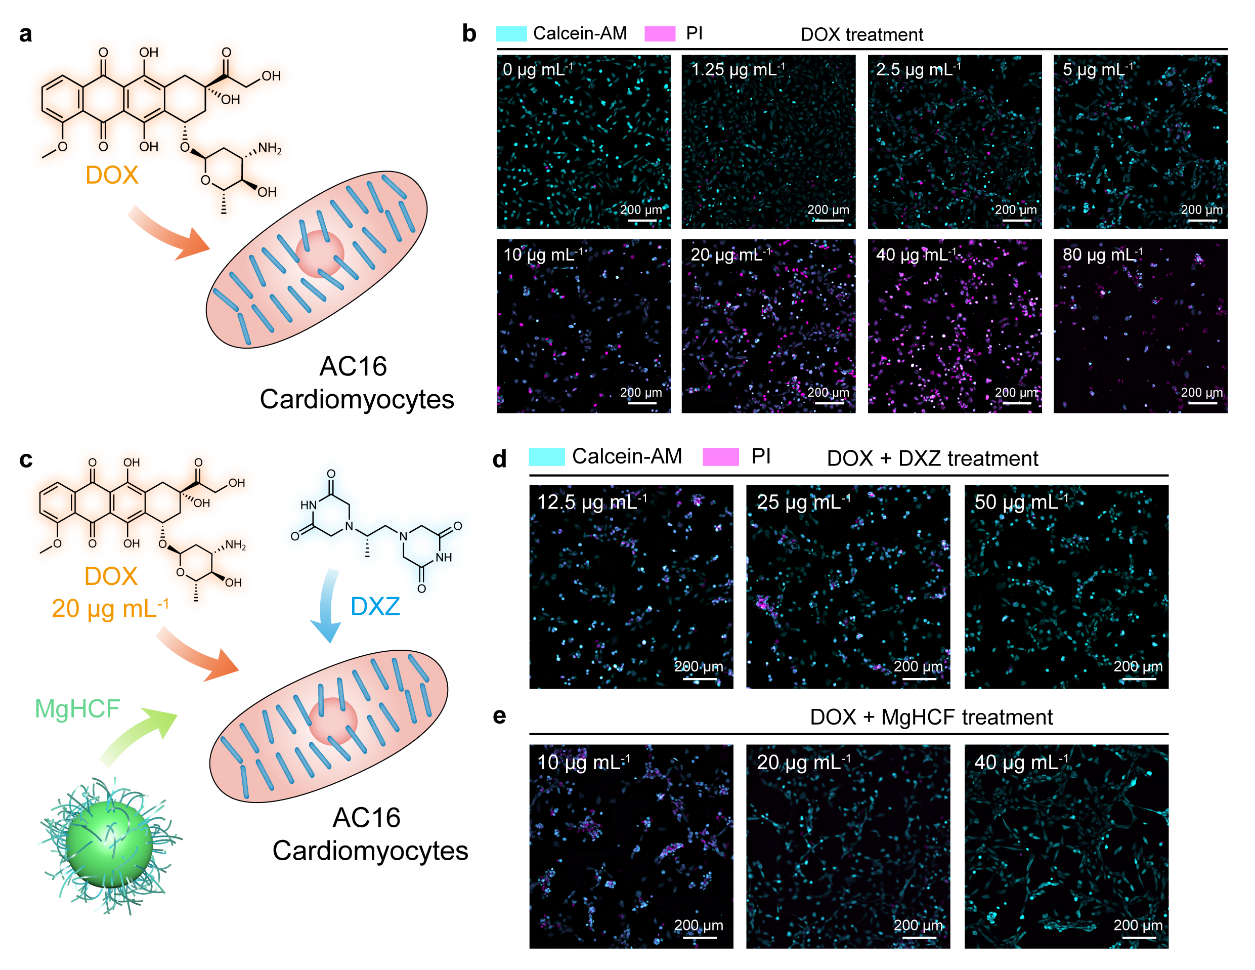

**Supplementary Figure 8. a**, Schematic illustration of the in vitro experiment of AC16 cell treatment with DOX. **b**, Confocal microscopic images of the Calcein-AM/PI dual stained AC16 cardiomyocytes treated with varied concentrations of DOX. **c**, Schematic illustration of the in vitro experiment of AC16 cell treatment with DOX + DXZ or DOX + MgHCF NCs. **d-e**, Confocal microscopic images of the Calcein-AM/PI dual stained DOX treated AC16 cardiomyocytes supplemented with varied concentrations of (**d**) DXZ and (**e**) MgHCF NCs.

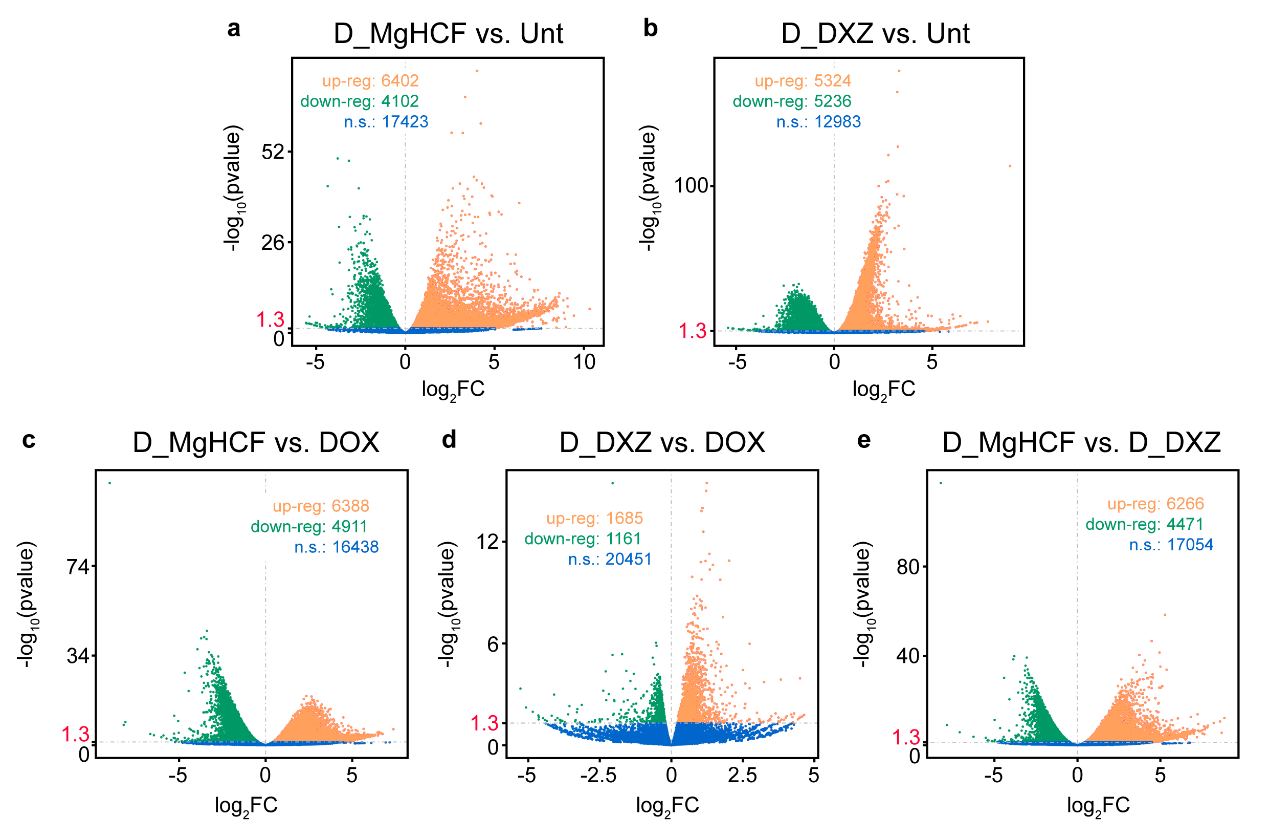

**Supplementary Figure 9.** Volcano plots for the DEG distribution between groups in a pairwise comparison. **a**, D_MgHCF vs. Unt; **b**, D_DXZ vs. Unt; **c**, D_MgHCF vs. DOX; **d**, D_DXZ vs. DOX and **e**, D_MgHCF vs. D_DXZ. Gene distribution data are presented as dots (orange for up-regulated, green for down-regulation and blue for non-significant). Significant tests are based on the negative binomial distribution. *P < 0.05 is equivalent to the -log_10_(pvalue) > 1.3.

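The volcano plots show 1 dot per gene for each pair of groups. Between D_MgHCF and DOX, 9029 genes were higher and 5358 lower in D_MgHCF at an unadjusted p under 0.05 in limma (7863 and 5027 after Benjamini-Hochberg adjustment). Between D_MgHCF and D_DXZ, 8628 genes were higher and 5215 lower (7358 and 4757 after adjustment). Between D_DXZ and DOX, 1143 genes were higher and 1245 lower at an unadjusted p under 0.05, and no gene had an adjusted p under 0.05. The error estimate shared by all groups includes the wider spread of the D_MgHCF libraries. With only the 2 groups compared in each fit, 1421 genes were higher and 1587 lower in D_DXZ than in DOX. For D_MgHCF against DOX such fits gave 6972 and 4901. With FPKM rescaled to the same total, 14429 genes were higher and 1861 lower in D_MgHCF than in DOX, 13822 higher and 1749 lower in D_MgHCF than in D_DXZ, and 1090 higher and 238 lower in D_DXZ than in DOX. With quantile normalization the numbers were 5647 and 5804 for D_MgHCF against DOX, and 5548 and 5880 for D_MgHCF against D_DXZ.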

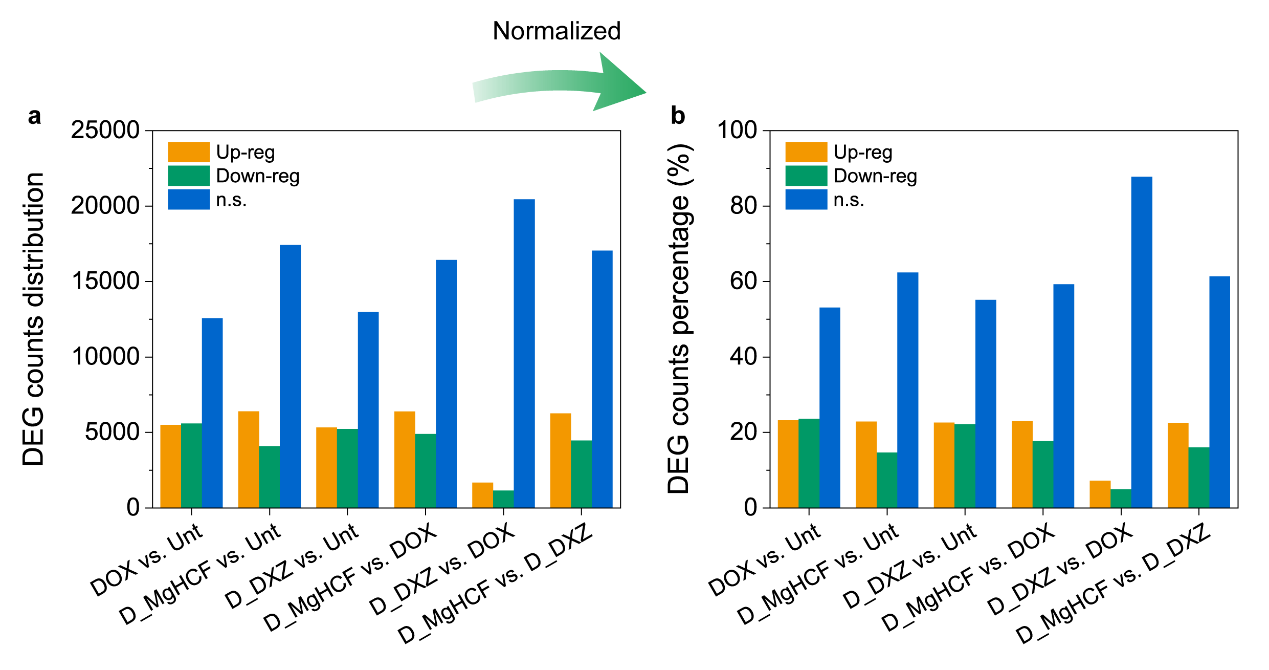

**Supplementary Figure 10.** Statistics for the DEG distribution between groups in a pairwise comparison. **a**, Primitive DEG counts distribution. **b**, Normalized DEG counts percentage distribution.

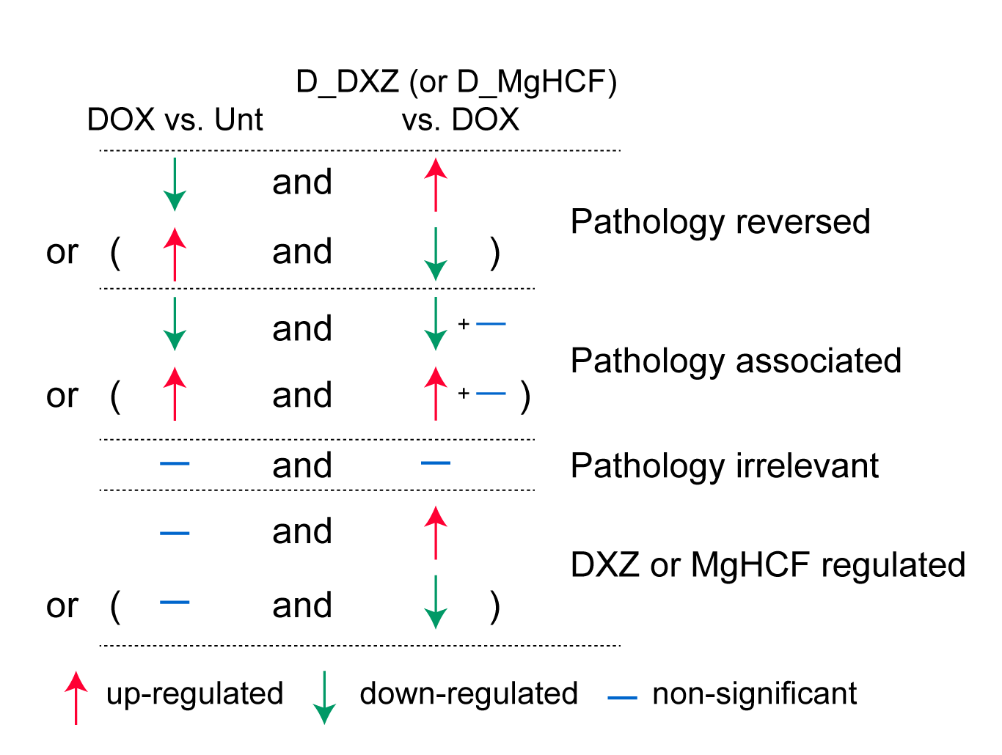

**Supplementary Figure 11.** Definition of the four gene groups of pathology-reversed, pathology-associated, pathology-irrelevant and DXZ- or MgHCF- regulated.

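In the counts behind the 4 groups, a gene is reversed when it was called in DOX against Unt and in the treatment against DOX in the opposite direction. D_MgHCF had 7720 reversed, 3220 pathology-associated, 7996 pathology-irrelevant and 6108 regulated genes. D_DXZ had 1821 reversed, 9119 pathology-associated, 13589 pathology-irrelevant and 515 regulated genes. Genes that changed further in the direction of DOX were counted as pathology-associated.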

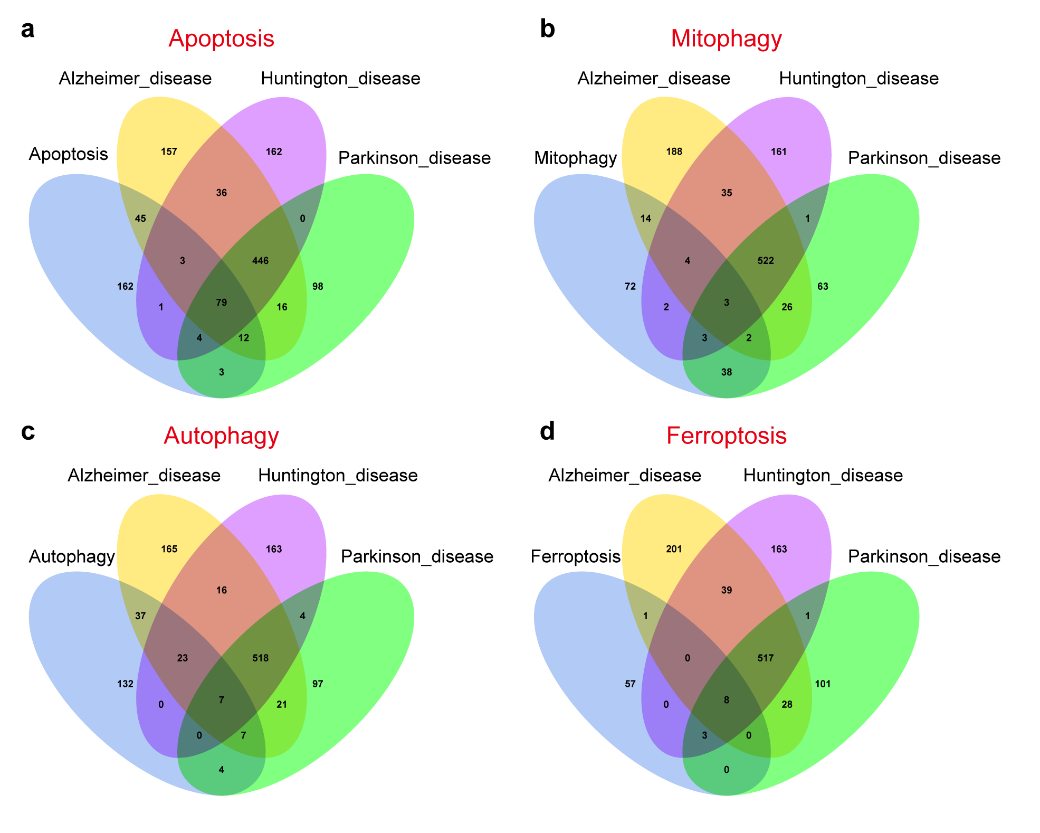

**Supplementary Figure 12.** Venn diagrams for the gene collections enriched in different KEGG pathways revealing the associations for Parkinson Disease, Huntington Disease and Alzheimer Disease to Apoptosis (a), Mitophagy (b), Autophagy (c) and Ferroptosis (d) respectively. Apoptosis (KEGG ID: mmu04210); Autophagy (KEGG ID: mmu04140); Mitophagy (KEGG ID: mmu04137); Ferroptosis (KEGG ID: mmu04216); Parkinson Disease (KEGG ID: mmu05012); Huntington Disease (KEGG ID: mmu05016) and Alzheimer Disease (KEGG ID: mmu05010).

**Supplementary Figure 13.** Gene count statistics for Parkinson disease, Alzheimer disease and Huntington disease intersected with apoptosis, autophagy, mitophagy and ferroptosis respectively.

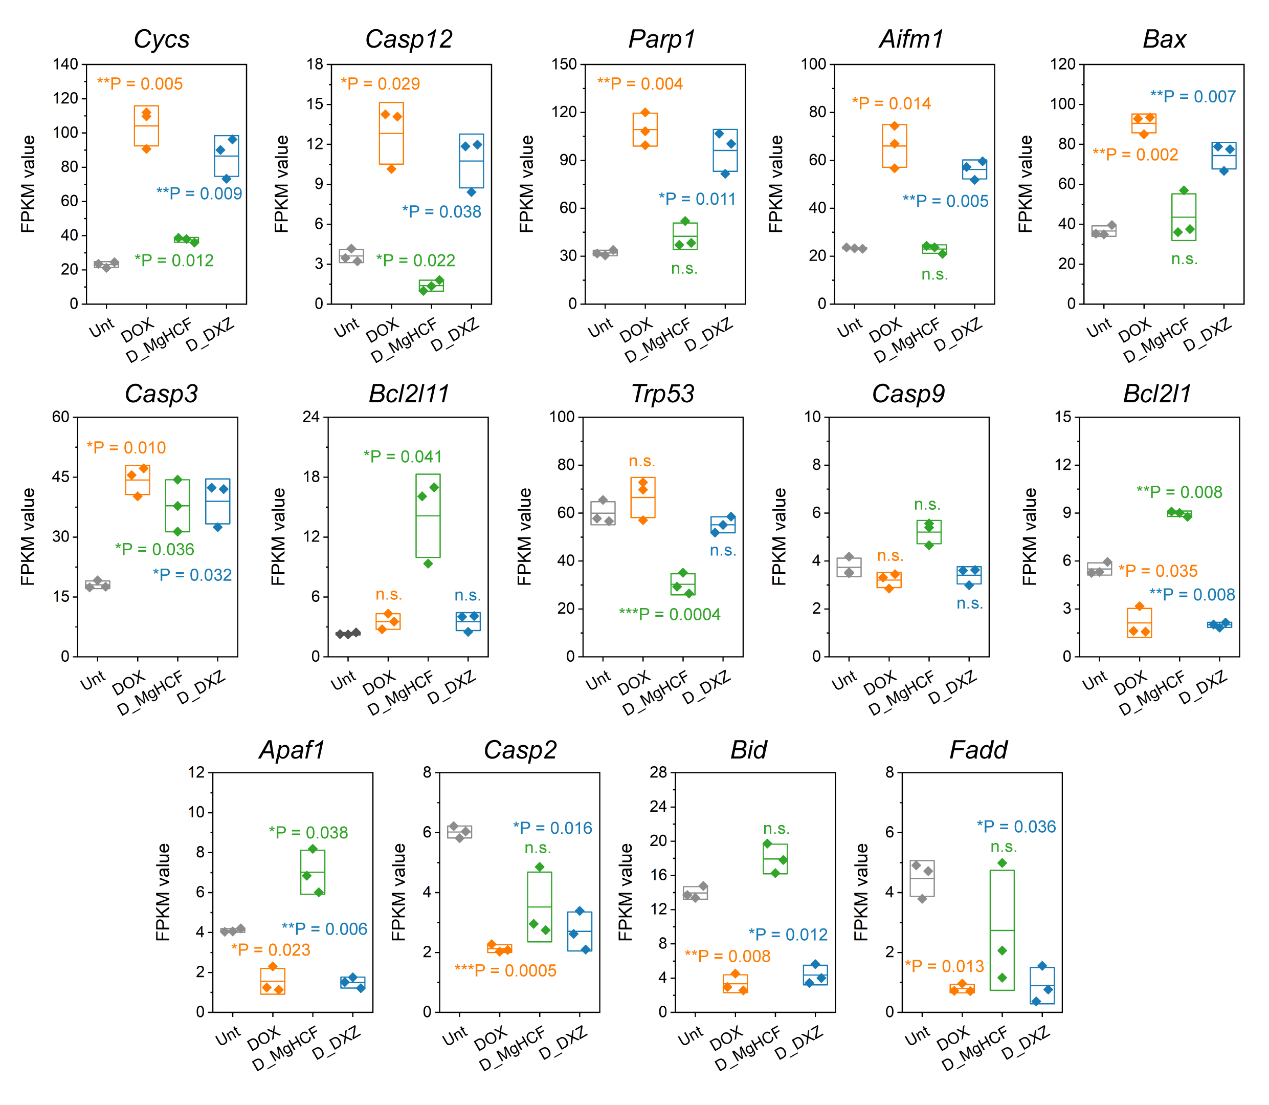

**Supplementary Figure 14.** FPKM values for selected mRNA expressions (*Cycs*, *Casp12*, *Parp1*, *Aifm1*, *Bax*, *Casp3*, *Bcl2l11*, *Trp53*, *Casp9*, *Bcl2l1*, *Apaf1*, *Casp2*, *Bid* and *Fadd*) for cells in Unt, DOX, D_MgHCF and D_DXZ groups. Significant analyses have been conducted for the Unt group by a student’s t test (paired two-tailed). P values are always indicated (*P < 0.05, **P < 0.01, ***P < 0.001, n.s. for non-significant). n = 3. Data are presented as they are and mean (line) ± s.d. (bounds of box).

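FPKM is the number of fragments per kilobase of gene, scaled for library size, and its values depend on that scaling. Aifm1 was at 23.3 ± 0.276 (SD, n = 3) in Unt and 66.0 ± 8.92 (SD, n = 3) in DOX. Its log2 fold change, Aifm1 DOX vs Unt, was 1.45 with the deposited scaling and 0.12 with TPM scaling, where it was not called (adjusted p = 0.343 in limma). Trp53, which matches a pseudogene at 98.0% identity over 349 bases, was at 60.0 ± 4.81 (SD, n = 3) in Unt and 66.5 ± 8.38 (SD, n = 3) in DOX, a difference within the replicate error (adjusted p = 0.47 in limma). Trp53 DOX vs Unt was called lower with TPM scaling (log2 fold change -1.215, adjusted p = 0.000135) and with quantile normalization (-1.075, adjusted p = 7.85e-05). The value with TPM scaling was near the median shift of genes with FPKM of at least 1 under that scaling (-1.18). Bid fell from 14.0 ± 0.732 to 3.35 ± 1.04 (SD, n = 3 each) and shares 629 bases with Bcl2l13, which it overlaps. Fadd fell from 4.47 ± 0.598 to 0.797 ± 0.143 (SD, n = 3 each), with 32 to 57 reads per library in DOX. Its transcripts match 19 other genes, among them Faddos, which it overlaps, at 100% identity over 242 bases.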

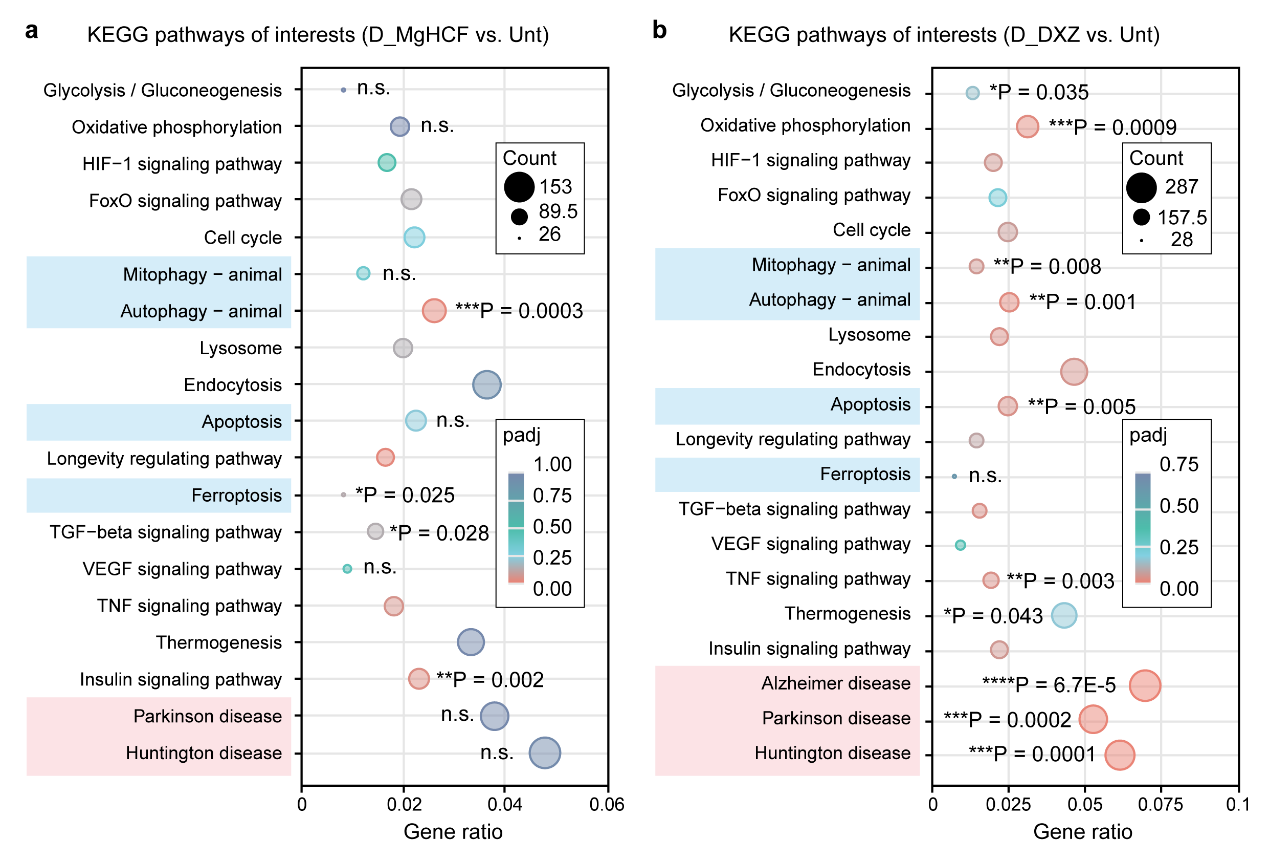

**Supplementary Figure 15.** KEGG enrichment pathways for cells in D_MgHCF (a) or D_DXZ group (b) as compared to the untreated group respectively. Significant tests (padj) are based on the negative binomial distribution with further corrections (Benjamini–Hochberg procedure). *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

**Supplementary Figure 16.** Quantification of the bands as relative expression to the β-actin for proteins of Cycs, Bax, Bid, Bcl-xl, c-Parp1, Aif and c-Casp3 (for cleaved casp3). n = 3. Data are presented as they are and mean ± s.d.

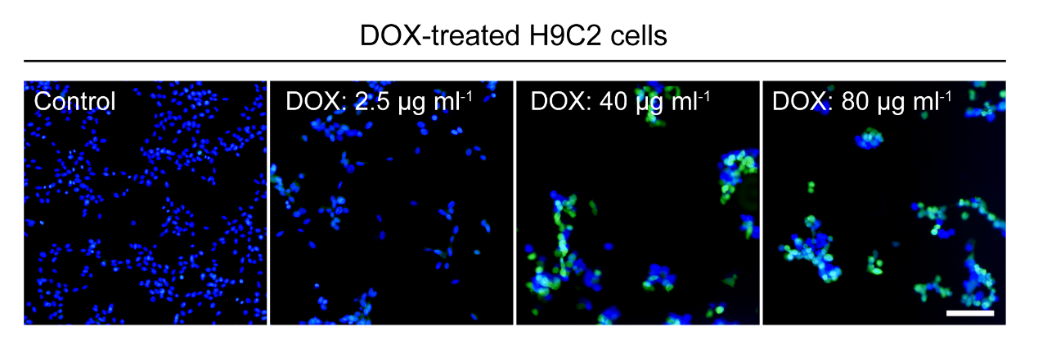

**Supplementary Figure 17.** Confocal microscopic images of DCFH-DA-stained cardiomyocytes treated with DOX at varied concentrations. Scale bar: 100 μm.

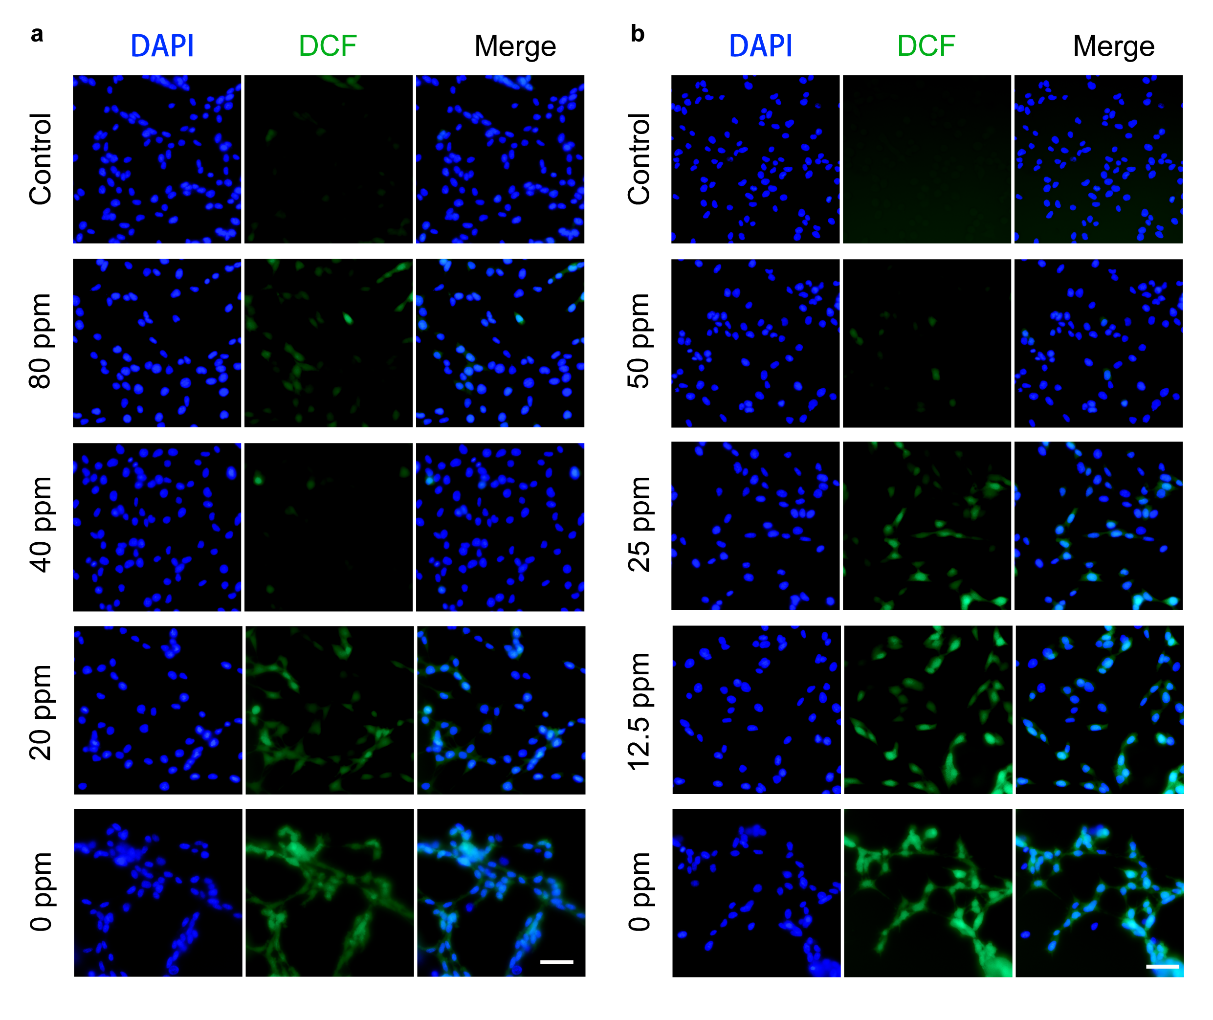

**Supplementary Figure 18. a-b,** Confocal microscopic images of DCFH-DA-stained cardiomyocytes treated with DOX supplemented with MgHCF (**a**) or DXZ (**b**) at varied concentrations. Scale bar: 50 μm.

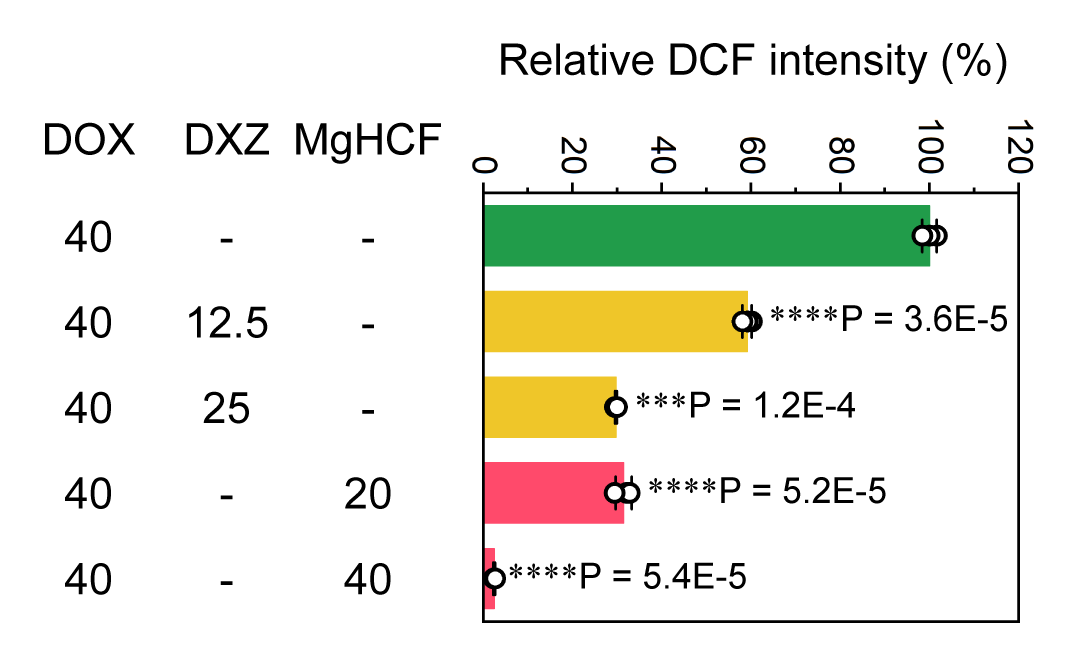

**Supplementary Figure 19.** Relative DCF fluorescence intensity of the Confocal microscopic images in Figure 5e. Data are presented as mean ± s.d. n = 3. Statistical significance is assessed by Student t’s one-tailed test. **P < 0.01, ***P < 0.001, ****P < 0.0001 and n.s. for non-significant.

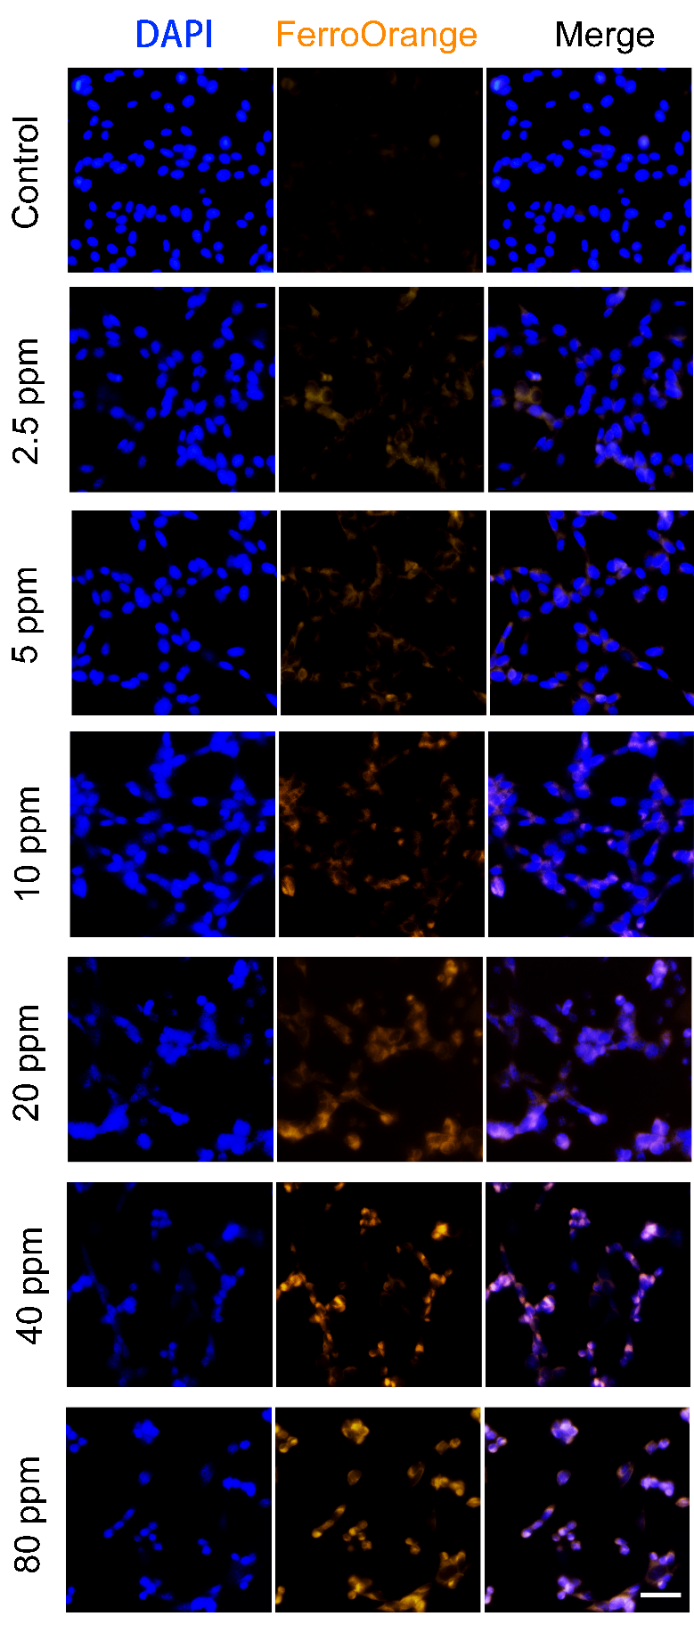

**Supplementary Figure 20.** Confocal microscopic images of FerroOrange-stained cardiomyocytes treated with DOX at varied concentrations. Scale bar: 50 μm.

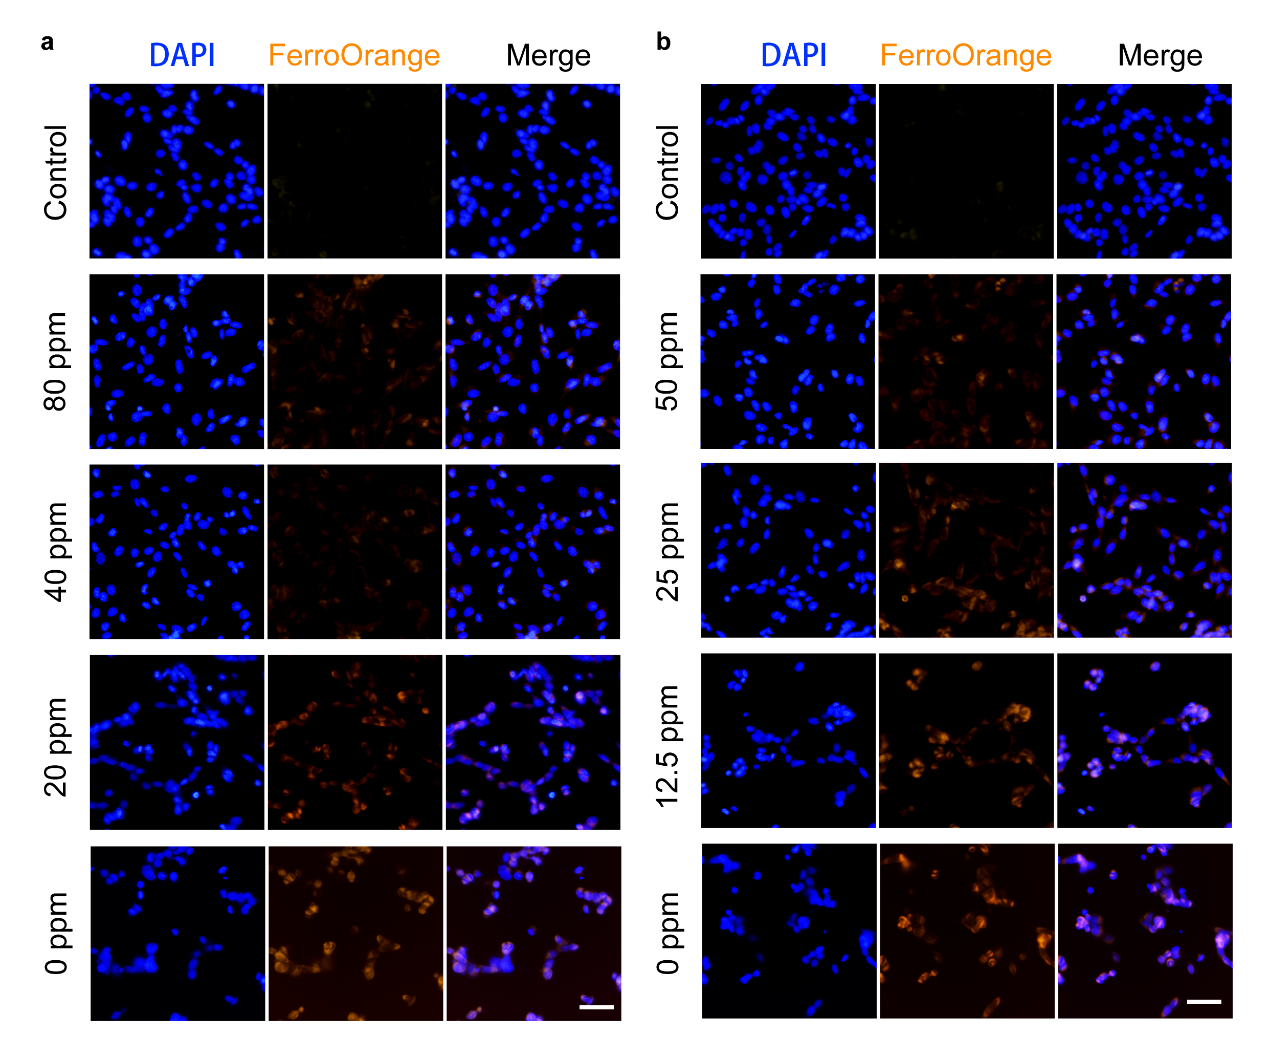

**Supplementary Figure 21. a-b,** Confocal microscopic images of FerroOrange-stained cardiomyocytes treated with DOX supplemented with MgHCF (**a**) and DXZ (**b**) at varied concentrations. Scale bar: 50 μm.

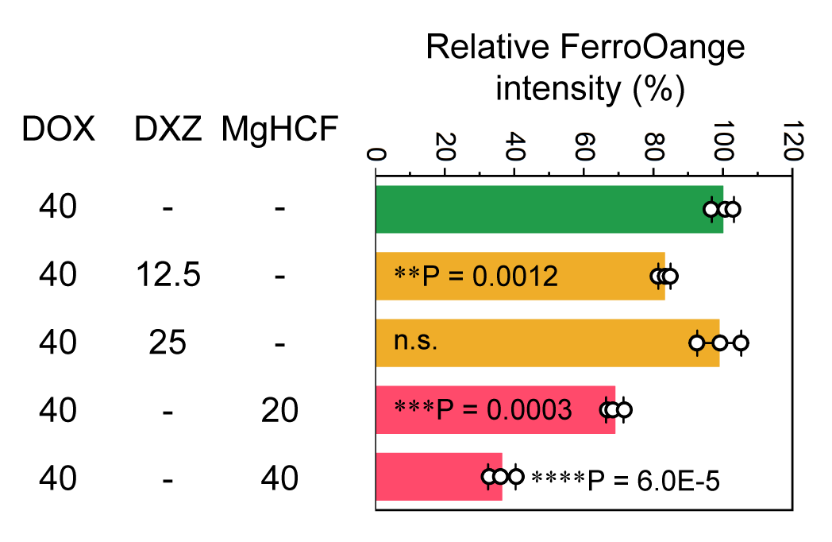

**Supplementary Figure 22.** Relative FerroOrange fluorescence intensity of the Confocal microscopic images in Figure 5f. Data are presented as mean ± s.d. n = 3. Statistical significance is assessed by Student t’s one-tailed test. **P < 0.01, ***P < 0.001, ****P < 0.0001 and n.s. for non-significant.

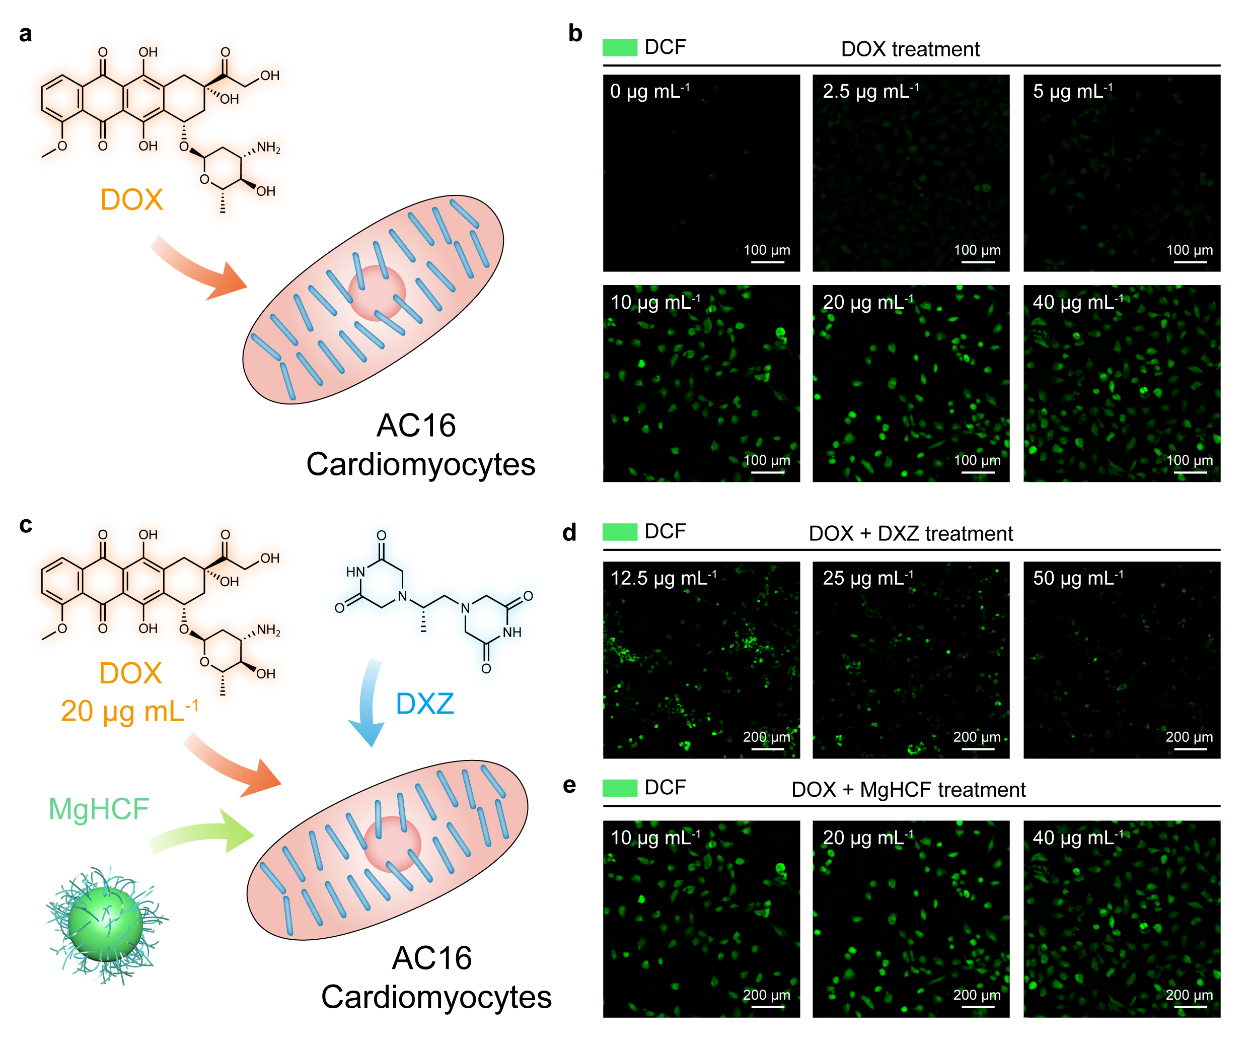

**Supplementary Figure 23. a**, Schematic illustration of the in vitro experiment of AC16 cell treatment with DOX. **b**, Confocal microscopic images of the DCFH-DA stained AC16 cardiomyocytes treated with varied concentrations of DOX. **c**, Schematic illustration of the in vitro experiment of AC16 cell treatment with DOX + DXZ or DOX + MgHCF NCs. **d-e**, Confocal microscopic images of DCFH-DA stained DOX treated AC16 cardiomyocytes supplemented with varied concentrations of (**d**) DXZ and (**e**) MgHCF NCs.

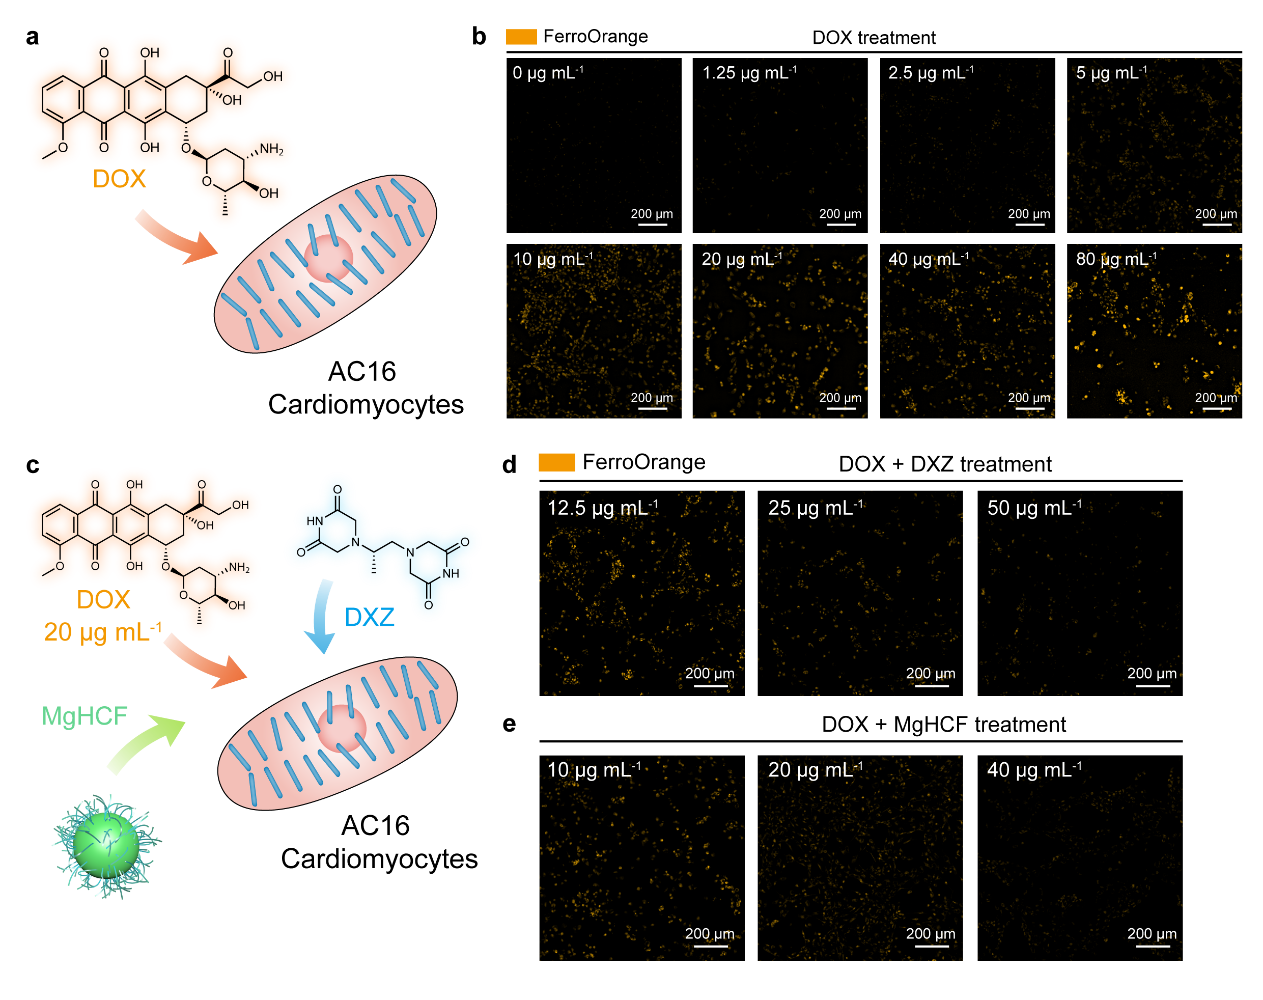

**Supplementary Figure 24. a**, Schematic illustration of the in vitro experiment of AC16 cell treatment with DOX. **b**, Confocal microscopic images of the FerroOrange stained AC16 cardiomyocytes treated with varied concentrations of DOX. **c**, Schematic illustration of the in vitro experiment of AC16 cell treatment with DOX + DXZ or DOX + MgHCF NCs. **d-e**, Confocal microscopic images of FerroOrange stained DOX treated AC16 cardiomyocytes supplemented with varied concentrations of (**d**) DXZ and (**e**) MgHCF NCs.

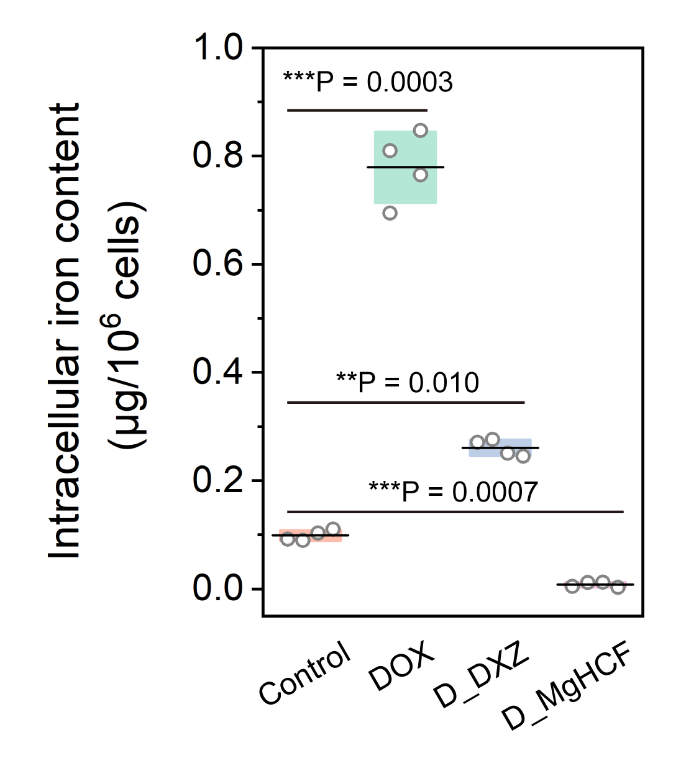

**Supplementary Figure 25.** Intracellular iron content of AC16 cells from different treatment groups. Data are presented as they are and mean ± s.d. P values are always indicated by a student’s t test (paired two-tailed) (**P < 0.01, ***P < 0.001, n.s. for non-significant). n = 4.

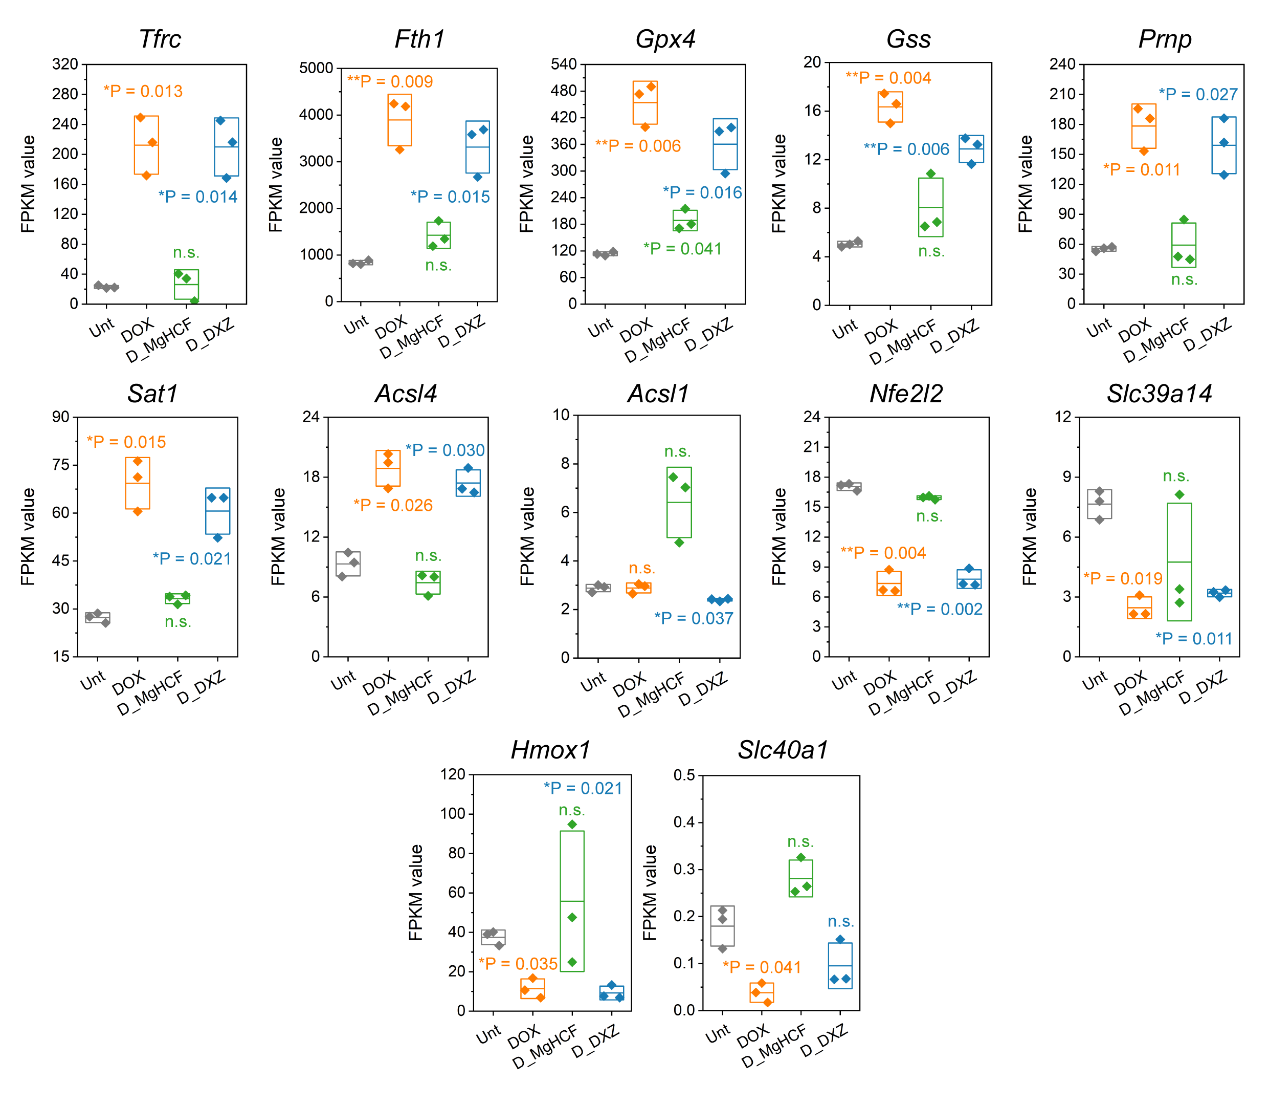

**Supplementary Figure 26.** FPKM values for selected mRNA expressions (*Tfrc*, *Fth1*, *Gpx4*, *Gss*, *Prnp*, *Sat1*, *Acsl4*, *Acsl1*, *Nfe2l2*, *Slc39a14*, *Hmox1* and *Slc40a1*) for cells in Unt, DOX, D_MgHCF and D_DXZ groups. Significant analyses have been conducted for the Unt group by a student’s t test (paired two-tailed). n = 3. P values are always indicated (*P < 0.05, **P < 0.01, ***P < 0.001, n.s. for non-significant). Data are presented as they are and mean (line) ± s.d. (bounds of box).

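Of the other genes of the list, Prnp was at 55.4 ± 2.33 (SD, n = 3) in Unt, 178.3 ± 22.2 in DOX and 59.1 ± 22.2 in D_MgHCF (SD, n = 3 each). With quantile normalization its log2 fold changes, Prnp DOX vs Unt at 0.24 and Prnp D_MgHCF vs DOX at -0.36, were not called in limma. Gss rose from 5.05 ± 0.228 to 16.35 ± 1.25 (SD, n = 3 each) in DOX, and overlaps Acss2. With TPM scaling neither gene was called in DOX (Prnp DOX vs Unt at 0.31 and Gss DOX vs Unt at 0.31), and the log2 fold change of Gss D_MgHCF vs DOX was 0.16 in place of -0.96. Nfe2l2 fell from 17.05 ± 0.374 to 7.345 ± 1.2 (SD, n = 3 each) in DOX and was at 15.95 ± 0.187 (SD, n = 3) in D_MgHCF. Acsl1 was at 2.88 ± 0.151 in Unt and 2.89 ± 0.209 in DOX (SD, n = 3 each), and at 6.41 ± 1.45 (SD, n = 3) in D_MgHCF. With TPM scaling Acsl1 DOX vs Unt was called lower, with a log2 fold change of -1.21 (adjusted p = 0.000134 in limma). This was near the median shift of genes with FPKM of at least 1 under that scaling (-1.18), so it does not show a fall specific to Acsl1.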

**Supplementary Figure 27.** Quantification of the bands as relative expression to the β-actin for proteins of Ho-1, Slc40a1, Tfrc, Nrf2 and Fth1. n = 3. Data are presented as they are and mean ± s.d.

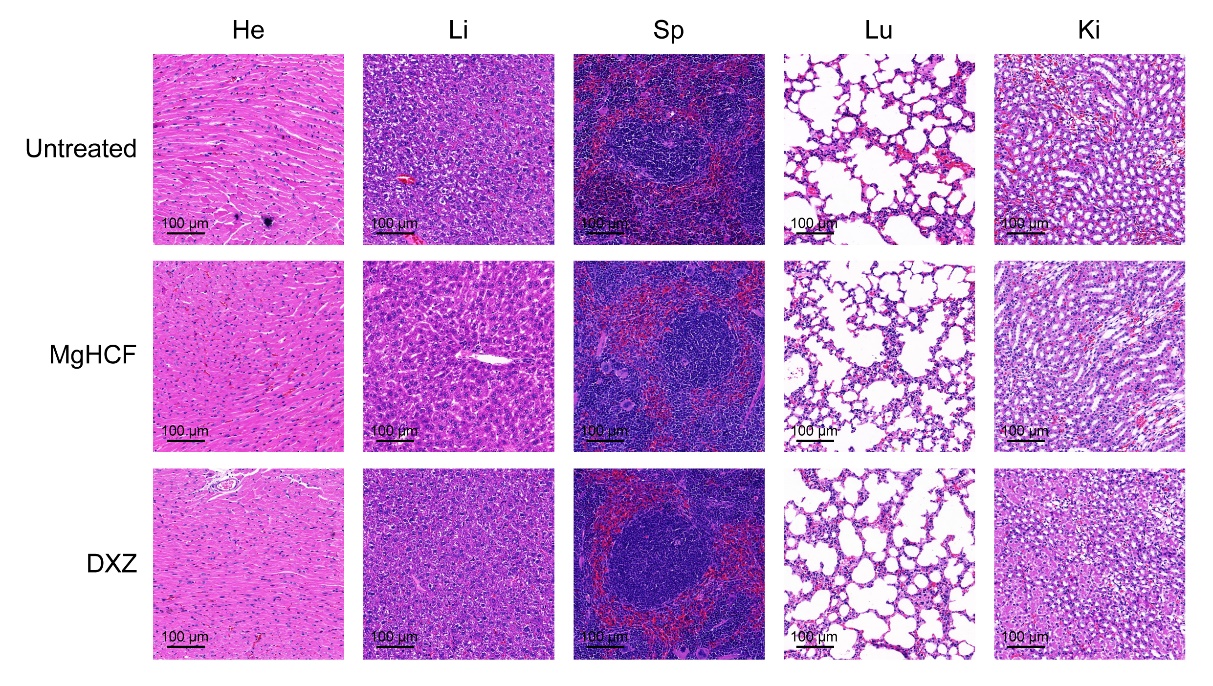

**Supplementary Figure 28.** H&E staining tissue sections of mice from different groups after the in vivo biocompatibility evaluation period.

**Supplementary Figure 29.** Main haematological routine indexes (WBC: white blood cells (10^9^ L^-1^); LYMPH: lymphocytes (10^9^ L^-1^); RBC: red blood cells (10^12^ L^-1^); HGB: hemoglobin (g L^-1^); MCV: mean corpuscular volume (fL); RDW: red cell distribution width (%)) of mice from different groups (Control, MgHCF and DXZ groups) after the in vivo biocompatibility evaluation period. n = 4. Data are presented as they are and mean ± s.d.

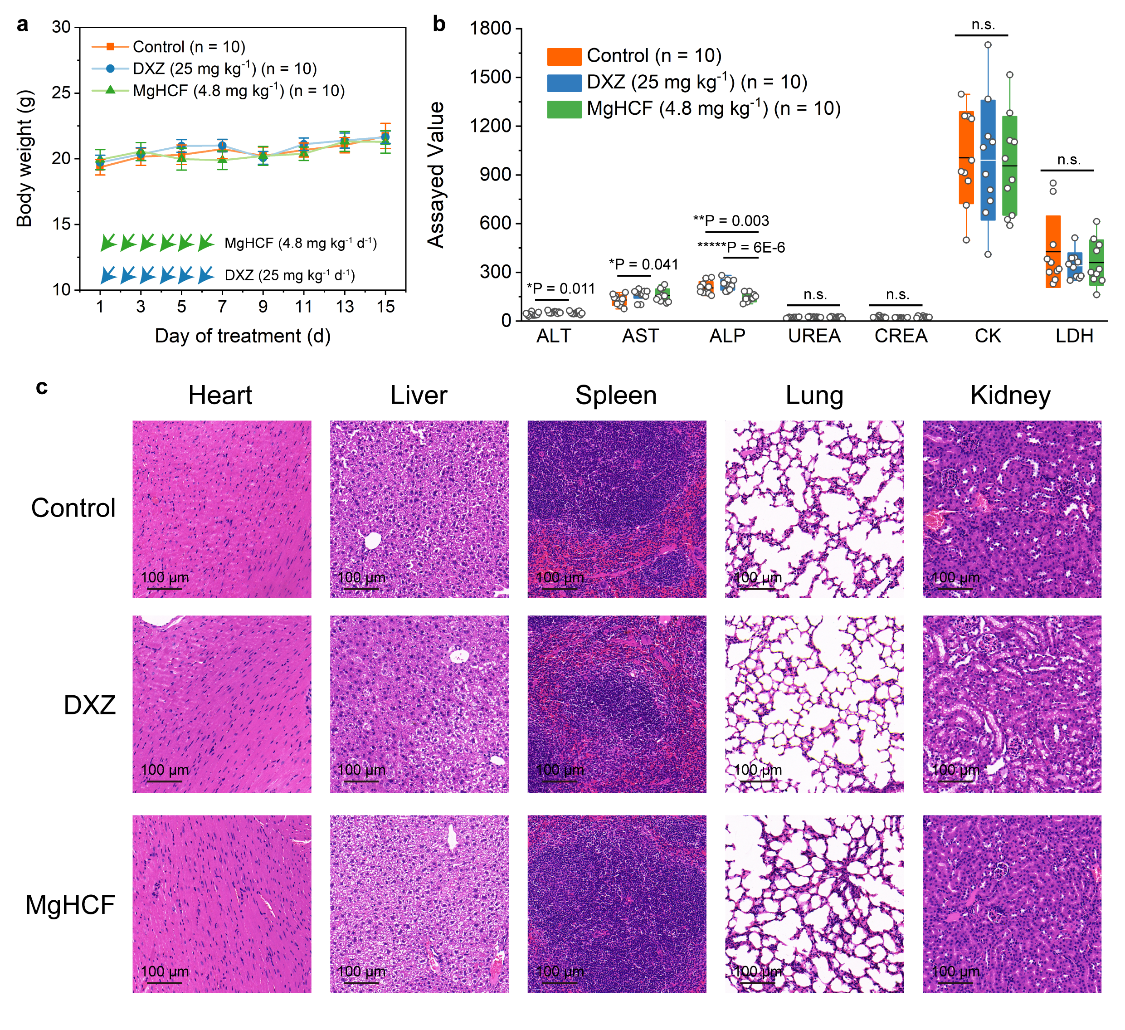

**Supplementary Figure 30. a,** Body weights profile of mice from different groups during the multiple dose biocompatibility evaluation. **b-c**, Major blood biochemical indexes (**b**) and H&E staining tissue sections (**c**) of mice from different groups at the end of the multiple dose biocompatibility evaluation. **a, b**, Data are presented as they are and mean ± s.d.. Statistical significance (to the control group) is assessed by Student t’s two-tailed test. *P < 0.05, **P < 0.01, *****P < 0.00001, n.s. for non-significant.

**
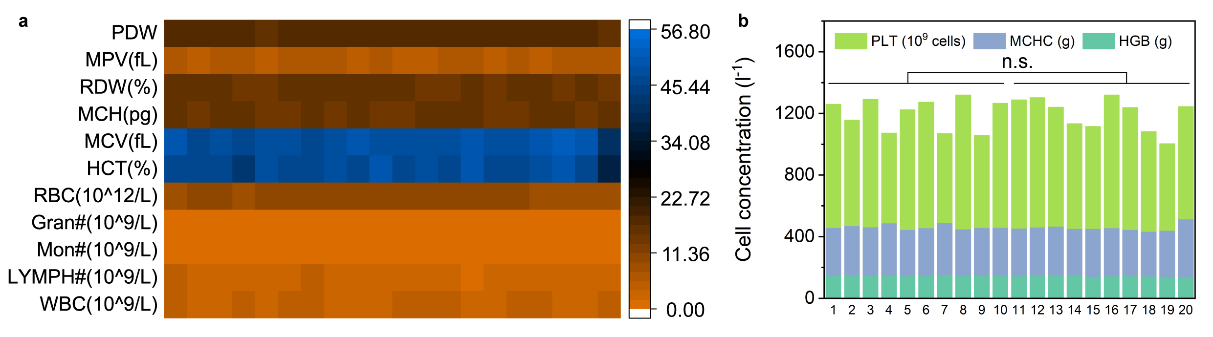
**

**Supplementary Figure 31.** Haematological routine indexes of mice from control and MgHCF group (n = 10) recorded at the end of the evaluation period of one month. **a**, WBC: white blood cells; LYMPH: lymphocytes; MON: monocytes; Gran (granulocyte); RBC: red blood cells; HCT: Hematocrit; MCV: mean corpuscular volume; MCH: Mean RBC hemoglobin content; RDW: RBC distribution width; MPV: Mean platelet volume and PDW: platelet distribution width. **b**, PLT: platelet; MCHC: mean corpuscular-hemoglobin concentration and HGB: hemoglobin. Data are presented as they are. Statistical significance (to the control group) is assessed by Student t’s two-tailed test. n.s. for non-significant.

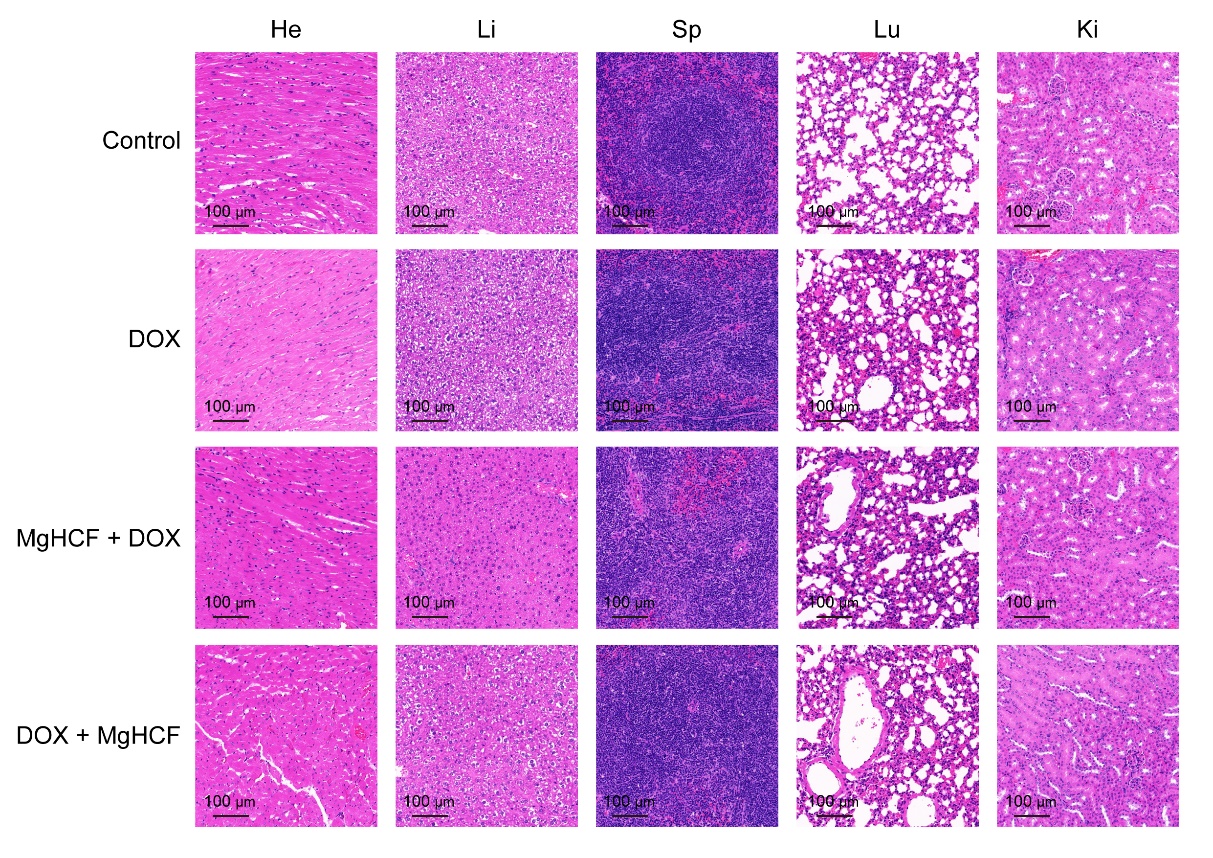

**Supplementary Figure 32.** H&E staining tissue sections of mice from different groups after the in vivo cardioprotective therapeutic evaluation period.

**Supplementary Figure 33.** Main haematological routine indexes (WBC, 10^9^ L^-1^; LYMPH, 10^9^ L^-1^; RBC, 10^12^ L^-1^; HGB, g L^-1^; MCV, fL; RDW, %) of mice from different groups (Control, DOX, MgHCF + DOX and DOX + MgHCF groups) after the in vivo cardioprotective evaluation period. n = 4. Data are presented as they are and mean ± s.d.

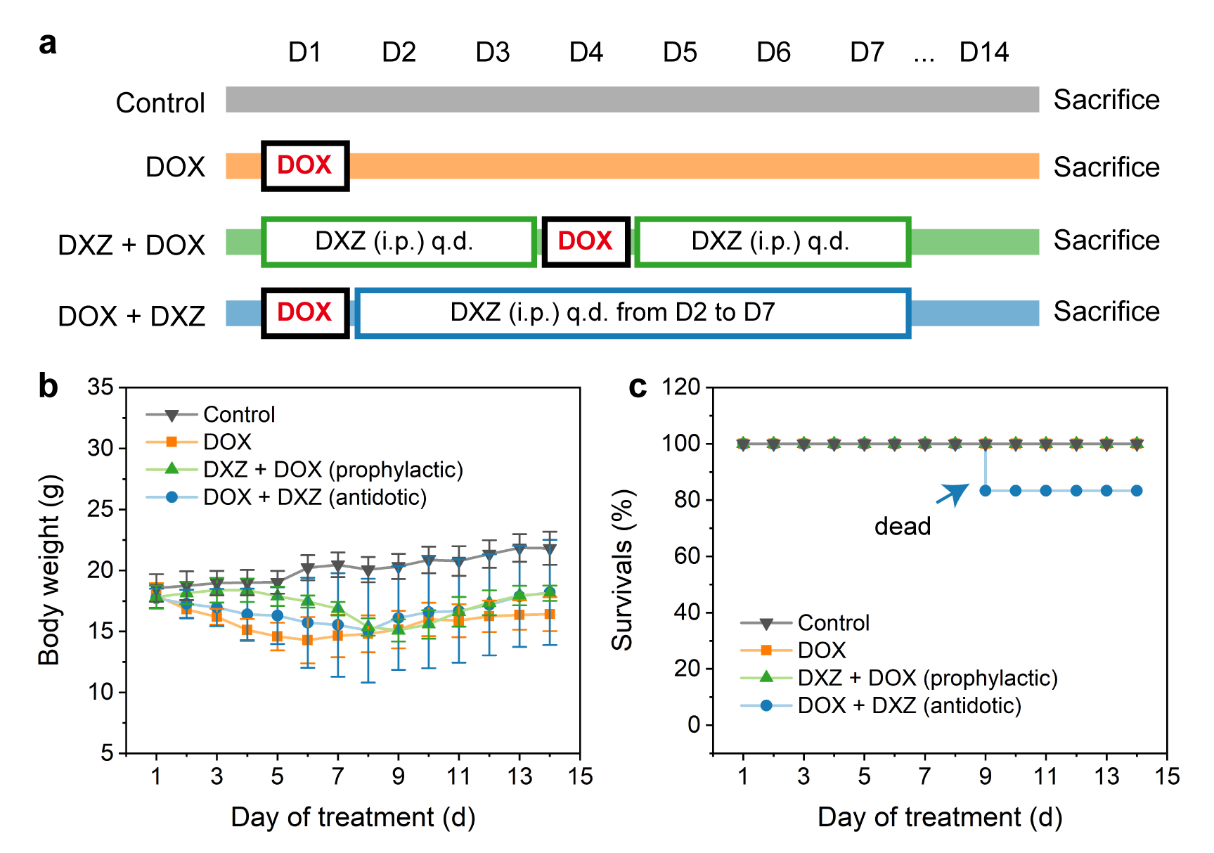

**Supplementary Figure 34. a**, Dosing schedules of the *in vivo* cardiac protection evaluation. **b, c**, Body weights (**b**) and survival rates (**c**) of mice from different groups during the evaluation period. n = 6. Data are presented as mean ± s.d..

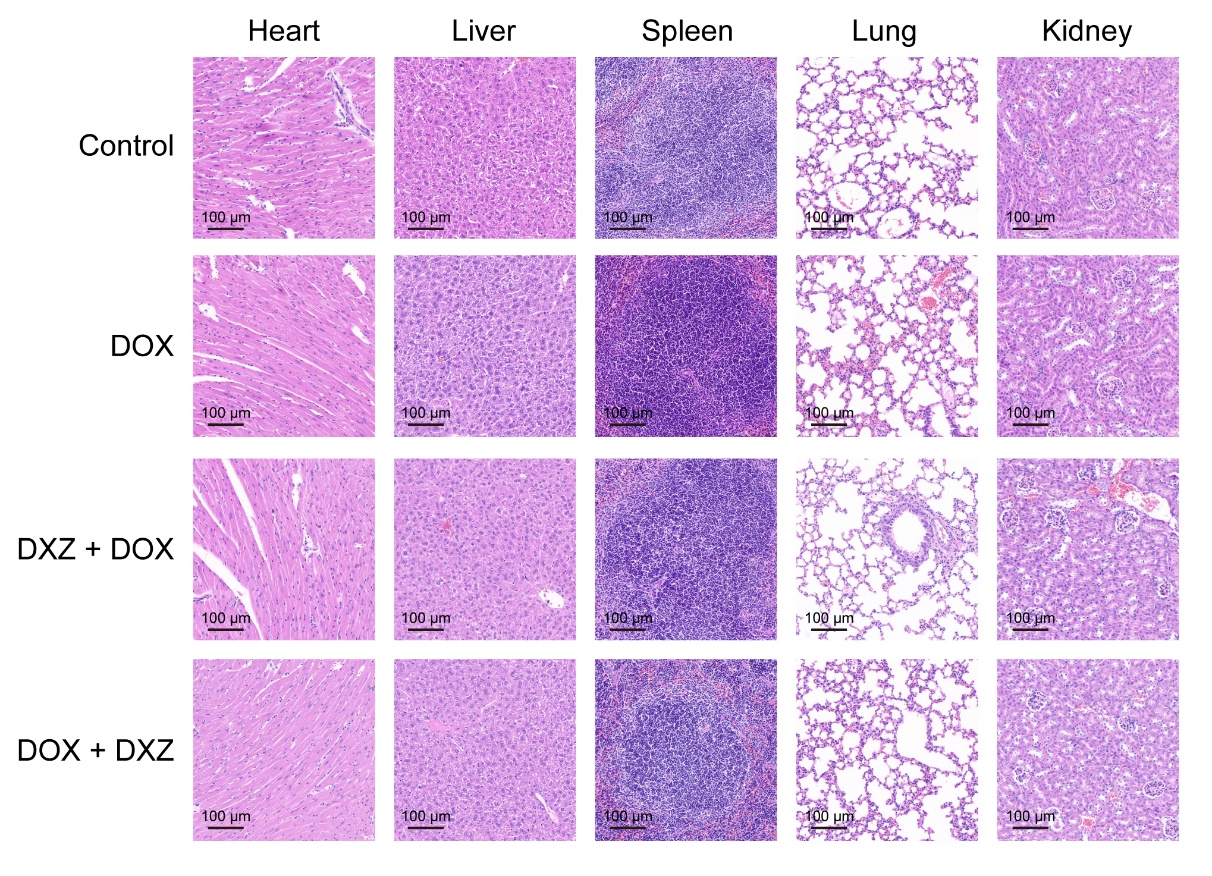

**Supplementary Figure 35.** H&E staining tissue sections of mice from different groups after the in vivo cardioprotective therapeutic evaluation period.

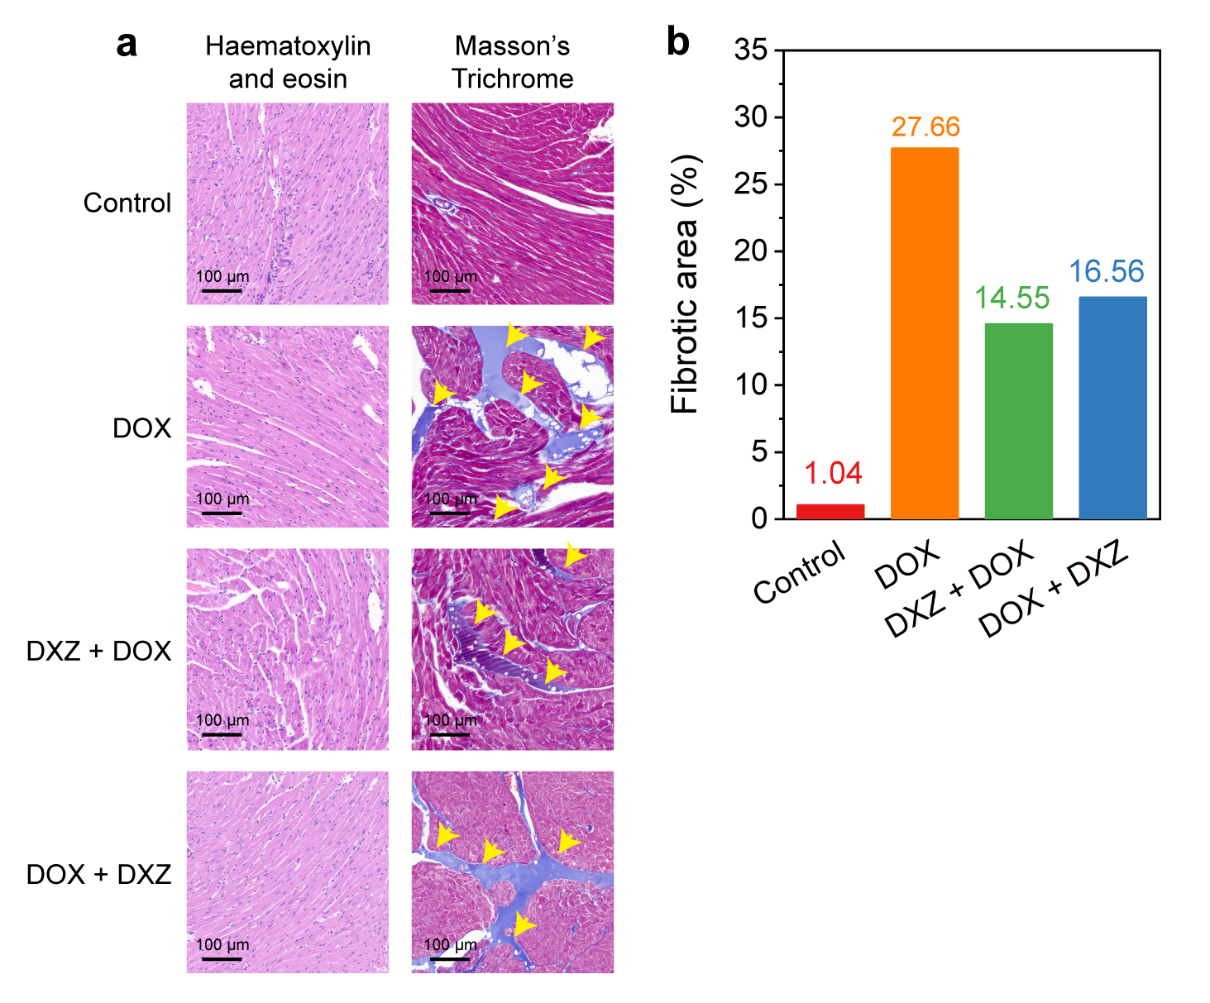

**Supplementary Figure 36. a**, H&E staining and Masson’s Trichrome staining images of the heart sections in different groups. **b**, Fibrotic zone percentages on the heart tissue of mice in different groups revealed by the Masson’s Trichrome staining imaging.

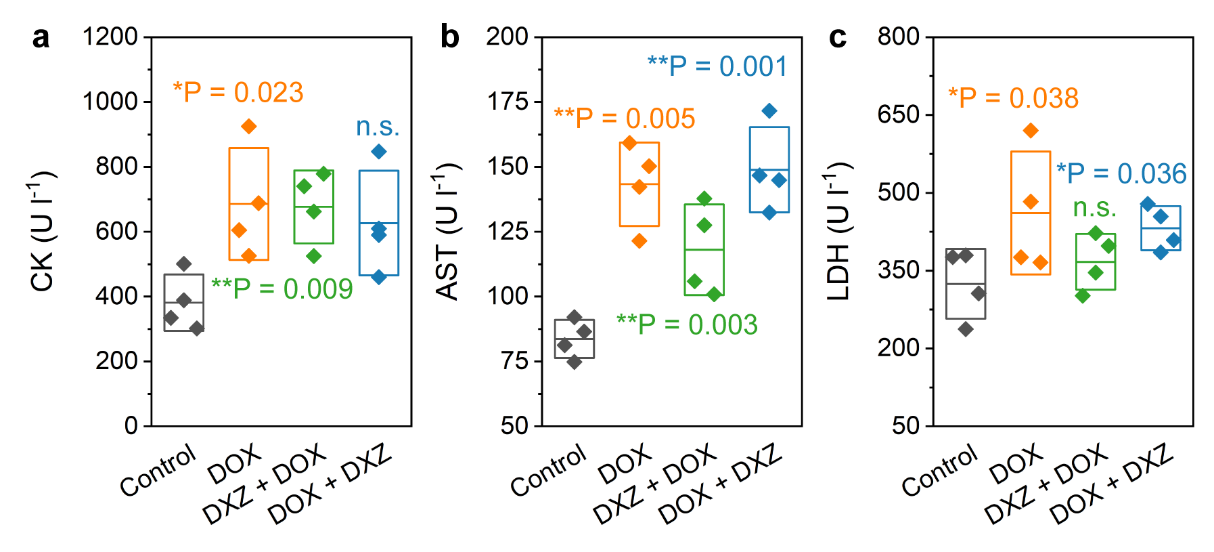

**Supplementary Figure 37.** Plasma CK (**a**), AST (**b**) and LDH (**c**) levels of each mouse in different groups at the end of the evaluation period. n = 4. Data are presented as mean ± s.d. Statistical significance (to the control group) is assessed by Student t’s two-tailed test. *P < 0.05, **P < 0.01 and n.s. for non-significant. Data are presented as they are and mean (line) ± s.d. (bounds of box).

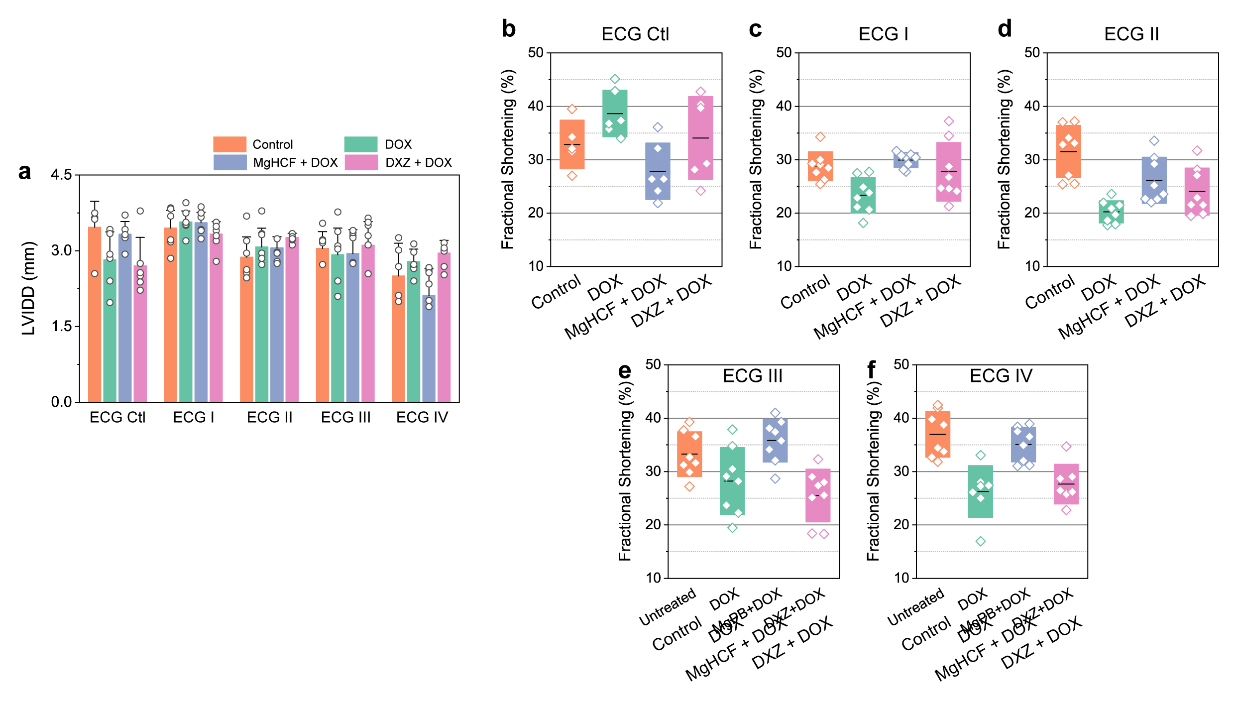

**Supplementary Figure 38.** **a-f**, Left ventricular internal diastolic diameter (LVIDD) profile (**a**) and LVFS profile (**b-f**) for mice treated with different groups at different ECG inspections. ECG Ctl (n = 6); ECG I (n = 8); ECG II (n = 8); ECG III (n = 8); ECG IV (n = 8). Data are presented as they are and mean (line) ± s.d. (bounds of box).

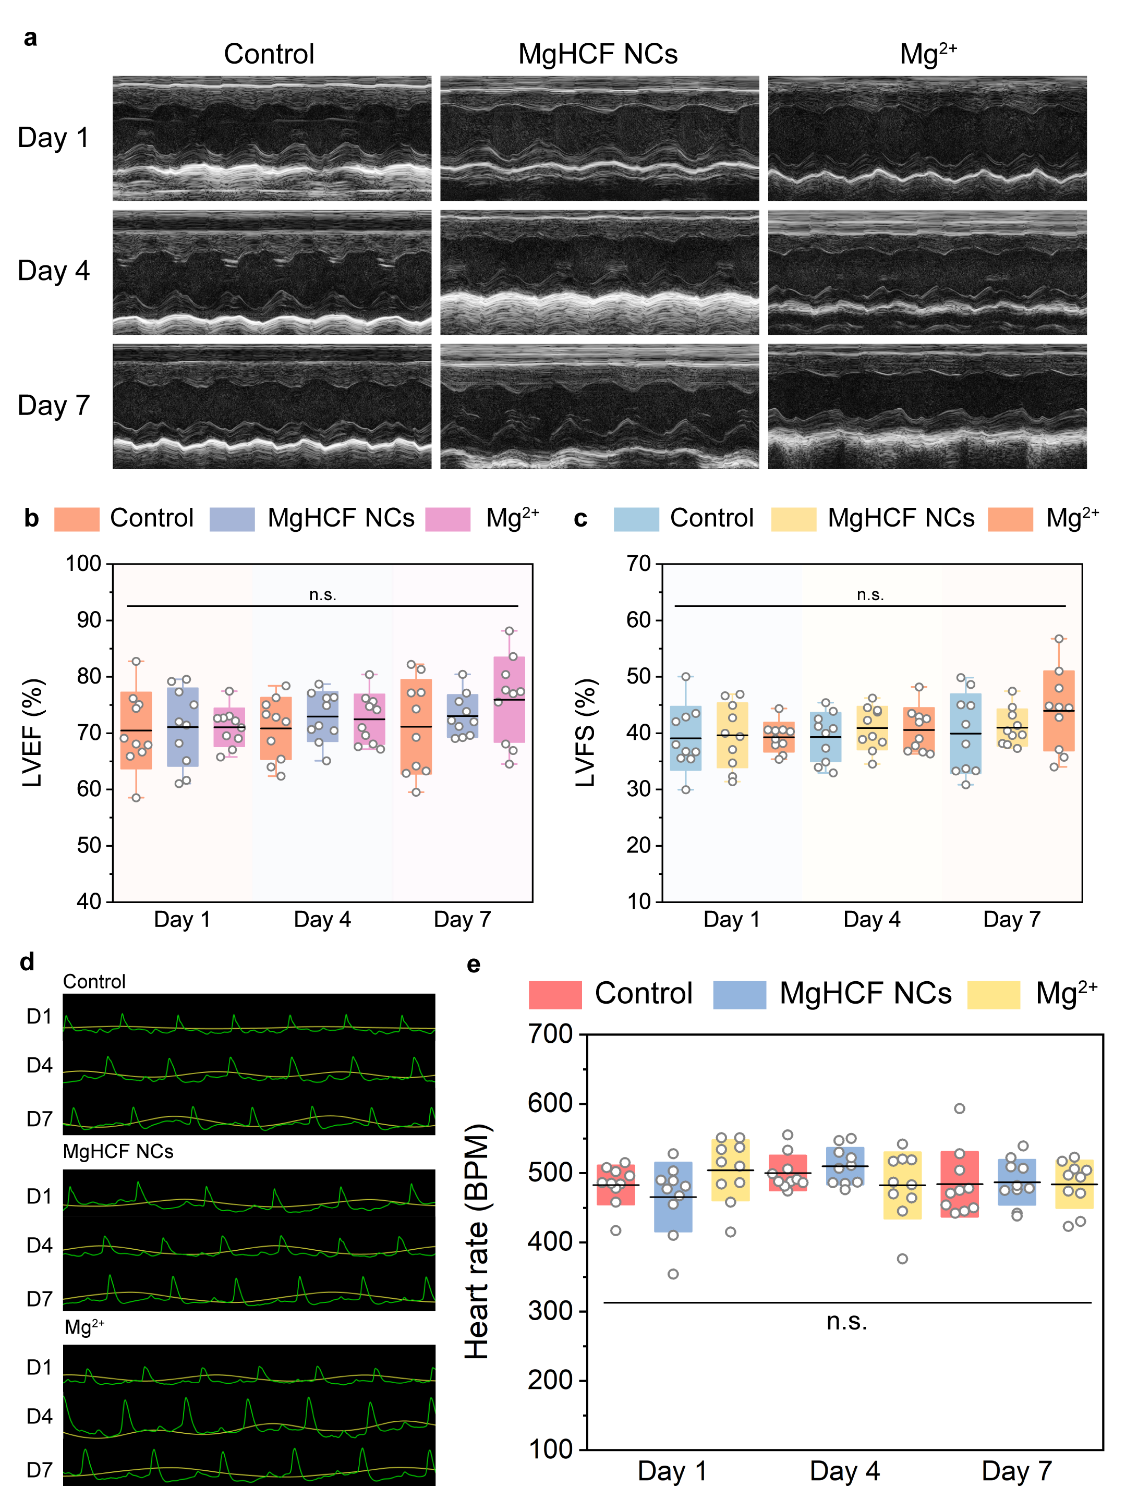

**Supplementary Figure 39.** **a**, Representative echocardiographic images of mice in different groups by echocardiography inspections. **b-c**, LVEF and LVFS data of mice in different groups by echocardiography inspections in Day 1, Day 4 and Day 7 of the biosafety evaluation. **d**, Representative Electrocardiogram images of mice in different groups by echocardiography inspections. **e**, Heart rate distributions of mice in different groups. n = 10. Data are presented as they are and mean ± s.d. Statistical significance is assessed by Student t’s two-tailed test. n.s. for non-significant.

**Supplementary Figure 40.** Survival experiment of MgHCF NCs administration intraperitoneally with 30 mg kg^-1^, 15 mg kg^-1^, 10 mg kg^-1^ and 7.5 mg kg^-1^, respectively (n = 10).

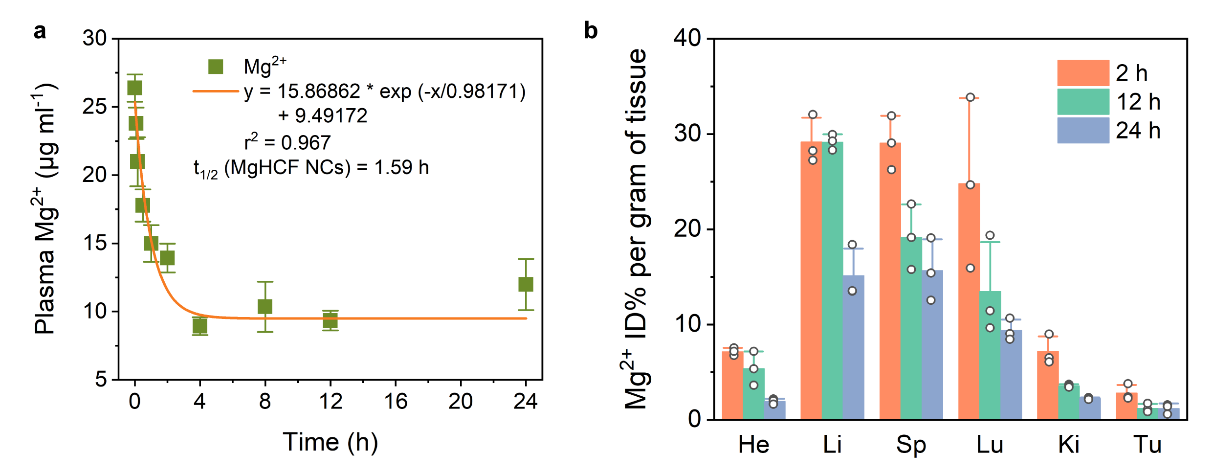

**Supplementary Figure 41.** **a**, In vivo plasma circulation of Mg^2+^ from MgHCF NCs upon administration in 24 h (n = 9 of biological replicates). **b**, In vivo biodistribution of MgHCF NCs to major organs upon administration in 2 h, 12 h and 24 h respectively (n = 3 of biological replicates). Data are presented as they are and mean ± s.d.

**Supplementary Figure 42.** Relative tumor inhibition rate profile for mice with different treatments during the therapeutic period.

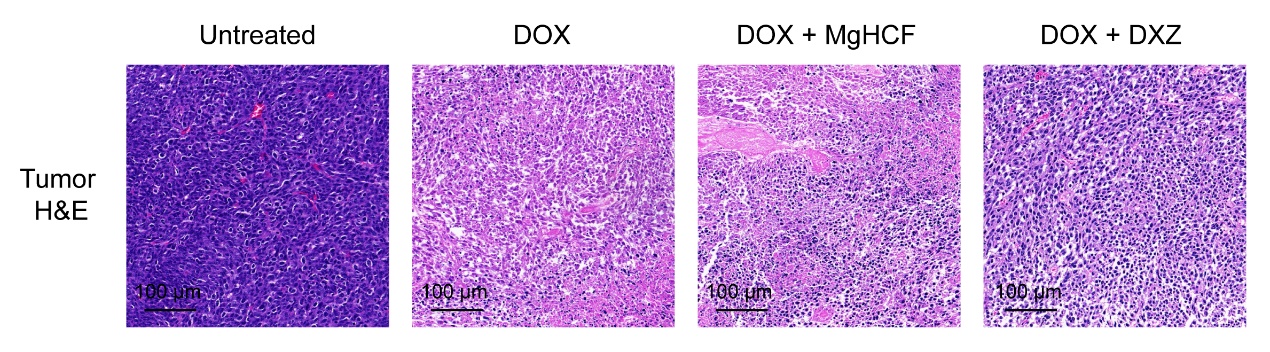

**Supplementary Figure 43.** H&E staining tumor sections of mice from different groups (Untreated, DOX, DOX + MgHCF, DOX + DXZ groups) after the in vivo tumor therapeutic period.

How the deposited data were processed for this re-analysis (not part of the article)

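Poly(A) RNA of H9c2 cells was sequenced in 12 libraries, 3 in each of the Unt, DOX, D_DXZ and D_MgHCF groups, after 6 h of treatment. The paper's methods describe NEBNext libraries and paired-end reads of 150 bp on a NovaSeq, analysed on the NovoMagic platform with tests based on the negative binomial distribution. The paper's text does not name the aligner, the counting program, their versions, the annotation release or the doses in the sequenced cells. The authors deposited FPKM values of 54345 genes per library, with mouse Ensembl identifiers, gene lengths and GRCm38 coordinates, while the paper describes the cells as rat. No sample column was left unused.

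Before the files were used, the product of FPKM and gene length was checked for steps. In each library it was a whole multiple of a single step, which gave whole reads for 100% of the values. The reads on genes ranged from 16626514 to 19365119 per library. The scaling implied by the step matched the median-ratio factor of the recovered reads in all 12 libraries, which means that the authors' FPKM contain such a factor. The alternative planned as a median-ratio scaling of FPKM therefore changed almost nothing and tests nothing. A gene without reads in a library is listed at 0, and 3 reads were taken as the limit that a count of 0 allows. These limits cover counting error only.

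DEGs were called with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with 1 fit over the 4 groups, a mean-dependent prior (trend) and no covariate, for 6 comparisons. A total of 25044 genes with FPKM above 0 in at least 3 libraries were tested. A gene was called at an unadjusted p under 0.05 without a minimum fold, and Benjamini-Hochberg adjusted values over all genes tested were computed beside it. A fold change is on the log2(FPKM + 1) scale, which makes the changes of low genes smaller. Genes were called reversed, pathology-associated, pathology-irrelevant or regulated from the calls of DOX against Unt and of the treatment against DOX. PCA was run on centred values of the genes called in any comparison, and the same genes were clustered with complete linkage and divided into 3 subclusters. Gene lists were tested with camera (preset correlation 0.01) and fry.

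The genes named are those the paper names for these libraries, and for DOX against Unt, D_DXZ against DOX and D_MgHCF against DOX the 3 largest rises and falls among genes with an adjusted p under 0.05, a mean FPKM of at least 1 in the higher group and no overlap between libraries. No gene met this for D_DXZ against DOX. The single-gene values of 1 gene covered by this rule are not reported here. Near-identical copies were searched with BLAST 2.17.0 among GENCODE M21 transcripts (at least 95% identity over at least 150 bases), and overlapping genes were taken from the coordinates.

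On simulated data with 200 of 25044 genes changed, limma recovered 195 genes at a planted log2 change of 2 and 106 at a log2 change of 1. A test on a change of 1 had been set as the criterion at the start and was replaced by the change of 2 after it was missed. Of the unchanged genes, 5.12% had an unadjusted p under 0.05.

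Alternatives set before the data were examined were a pseudocount of 0.1, a filter at FPKM of at least 1, no filter, adjusted p, adjusted p with a 2-fold minimum, a replicate block, fits of the 2 groups compared, rescaling by median ratio, TPM, quantile normalization, each library left out, and other settings of the PCA, the clustering and the gene lists. FPKM over the summed reads, voom on the recovered reads, removal of trends with GC content and gene length, and TPM and quantile normalization of the gene lists were chosen after seeing the data. So was the count of reversed genes with DOX and treatment libraries mixed between the groups. The predictions behind the tests in the closing part were written before each result was seen, except for those of depth and of the library scaling. Comparisons added later have no written prediction and are named there. How the tests of silent gene families, of genes that resemble ribosomal RNA, of RNA past gene ends, of the library scaling, of less new transcription, of genomic span and of chance among genes reversed in D_DXZ and in D_MgHCF were read was settled after their values were seen. Enrichment in KEGG pathways, western blots, staining, iron content, viability and animal experiments were not analysed here.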

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

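Of the tests in this part, that of depth was chosen only after the result was seen, and so were the comparisons with genes first detected in DOX, with silent gene families in DOX and D_DXZ and of reads per kilobase. The written outcomes for silent gene families and for genes that resemble ribosomal RNA left room, and how they were read was settled after their values were seen. The written outcomes for RNA past gene ends and for less new transcription occurred, but both were left open after their values were seen.

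More genes were detected in D_MgHCF (24679 ± 1140, SD, n = 3) than in Unt (20394 ± 252), DOX (19362.7 ± 939) and D_DXZ (19502.3 ± 139, SD, n = 3 each), a signal outside the genes the paper discusses. The D_MgHCF libraries were not deeper, since their median reads on genes were 0.956 times that of the other libraries. With the 100 most abundant genes left out and all libraries thinned to the same depth, the lowest D_MgHCF library still had 2652 more genes than the highest other library. Reads from genomic DNA as the whole cause are argued against by gene families silent in most cells, such as olfactory receptors, which became detected at 0.413 times the share of other genes without reads in Unt (0.358 to 0.515 in the single libraries). In DOX this ratio was 0.302 (0.248 to 0.362), overlapping that of D_MgHCF, and in D_DXZ 0.225 (0.155 to 0.256). In reads per kilobase the ratio of silent families to the other genes overlapped between the groups, with 0.0821 to 0.137 in D_MgHCF, 0.0763 to 0.134 in DOX and 0.0478 to 0.121 in D_DXZ. These families did not stay undetected either, with 137 to 148 of 1857 genes detected in D_MgHCF and 41 to 45 in Unt, so neither written outcome occurred in full and a part from genomic DNA stays open. This test was at first read as favouring genomic DNA, and the reading was changed after the value was seen. RNA from cells of another type stays open, as all 6 endothelial markers were higher than in Unt, the only such list (1 of 5). The highest of them, Pecam1, reached an FPKM of 0.474, and 0 of the 6 had an FPKM of at least 1 in Unt. Of the other lists, 9 of 10 macrophage, 7 of 8 epithelial, 4 of 6 neuronal and 4 of 10 fibroblast markers were higher, and 2, 0, 2 and 7 of these markers had an FPKM of at least 1 in Unt. Of 13 muscle markers, 2 of which did, 11 were higher. Near-silent markers of most lists thus rose, and the endothelial list does not single out a cell type. Of 1346 genes first detected in D_MgHCF, 1209 belonged to the 6 biotypes examined for their position (protein-coding, lincRNA, antisense, TEC, processed pseudogene and sense intronic). Of these, 121 lay inside and 202 downstream of an expressed gene, together 26.7%, which was 20.6 percentage points more than among undetected genes. A further 199 lay upstream of one. The ratio of downstream to upstream genes was 1.02 against 0.676 among undetected genes and so 1.5 times as high. Among the 111 genes of these biotypes first detected in DOX (133 over all biotypes), 21 lay inside, 42 downstream and 25 upstream, a ratio of 1.68, so a higher ratio was not specific to D_MgHCF. RNA that reaches past gene ends therefore cannot be told apart from a general nearness to expressed genes. A change of transcription by the treatment was not tested separately.

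Rn7sk, a small nuclear RNA on chromosome 9 from 78175303 to 78175633, had the largest rise in DOX, with a log2 fold change of 9.07 and 12 to 28 reads in Unt against 5742 to 10722 in DOX. It stayed at 8.09 with TPM scaling. In D_MgHCF it had 20 to 45 reads, and Rn7sk fell by 8.55 against DOX. It matches 5 other genes. The mitochondrial ribosomal RNAs mt-Rnr1 (5.28) and mt-Rnr2 (5.22) also rose. Gm23935, a gene of 57 bases that held the highest FPKM in 11 of 12 libraries, had a log2 fold change of 3.04 with an adjusted p of 0.169 in limma. Carried-over ribosomal RNA cannot be told apart from other causes for Gm23935: of the 3 tested genes that resemble it, 2 were called higher in DOX (CT010467.1, 1.56, and Lars2, 2.91), and Gm26917 was not (0.32). No biological explanation was tested for Rn7sk.

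The median log2 fold change of short-lived mRNAs minus that of oxidative phosphorylation mRNAs was -3.29 in DOX against Unt. It was -2.42, -3.38 and -3.56 in the DOX libraries, -2.11, -2.72 and -2.97 in D_DXZ, and 0.197, 0.71 and 0.59 in D_MgHCF. With TPM scaling and quantile normalization, both chosen for the lists after seeing the data, and over the summed reads, short-lived mRNAs stayed lower in DOX (medians of -2.06, -1.66 and -1.82 relative to the median of genes with FPKM of at least 1) and oxidative phosphorylation mRNAs higher (1.34, 0.409 and 1.24). Cytosolic ribosomal protein mRNAs did not keep their direction: with quantile normalization their relative median was -0.131 in DOX, where limma's camera did not call them (adjusted p = 0.071), and -0.127 in D_DXZ, where it called them lower (adjusted p = 0.0163). A candidate explanation is less new transcription with older mRNAs left over. The value of -3.29 restates the pattern and gives no separate support, so this is left open as a hypothesis. Across genes, log2 fold change in DOX fell with genomic span (Spearman correlation -0.158, medians of 0.27 and -0.432 in the first and the last of 4 equal groups of genes ordered by span). At fixed exonic length the partial correlation was -0.0146 (from -0.0293 to -0.00248 in the single libraries), against -0.138 in D_MgHCF, which lacks the gap. Across these 10445 genes the fall with span in DOX thus went along with exonic length, with little left beyond it. The spans of the short-lived and oxidative phosphorylation mRNAs were not compared. Slowed elongation as the source of the gap therefore stays open, a reading settled after the values were seen. Genes are not independent replicates.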

How the results depend on the processing

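Of 2228 combinations of a result and a setting, over 119 results, 2025 kept their direction and their side of the threshold. Among the 62 single-gene results, 49 combinations were weaker, 7 stronger and 21 reversed. Of the reversed, 10 came with TPM scaling and 3 with FPKM over the summed reads. In DOX against Unt these scalings put the median log2 fold change of genes with FPKM of at least 1 at -1.18 and -0.676. In D_MgHCF against DOX they put it at 1.02 and 0.671. A reversal under them can therefore be this common shift. The median-ratio alternative is left out of these numbers and tests nothing, because the deposited FPKM already contain that scaling. The numbers of genes reported as higher and lower were 5257 and 5683 in DOX against Unt, 4679 and 5445 in D_DXZ against Unt, 7683 and 4644 in D_MgHCF against Unt, 1143 and 1245 in D_DXZ against DOX, 9029 and 5358 in D_MgHCF against DOX and 8628 and 5215 in D_MgHCF against D_DXZ. The shares reported were 7.271% reversed, 36.41% pathology-associated, 54.26% pathology-irrelevant and 2.056% regulated in D_DXZ, and 30.83% reversed, 12.86% pathology-associated, 31.93% pathology-irrelevant and 24.39% regulated in D_MgHCF. The values below are the counts, shares and gene-list results that moved and the single-gene results that reversed, with reported values in parentheses. Of the weaker combinations, 17 came from leaving out 1 library (Casp2 and Fadd in D_MgHCF against DOX), 12 from quantile normalization (Bax, Tfrc, Fth1 and Prnp in DOX against Unt and Parp1, Trp53, Casp9, Casp2, Fadd, Prnp, Sat1 and Slc40a1 in D_MgHCF against DOX), 7 from TPM scaling (Casp12, Aifm1, Gss and Prnp in DOX against Unt and Parp1, Gpx4 and Acsl4 in D_MgHCF against DOX), 7 from FPKM over the summed reads (Bax and Acsl4 in DOX against Unt and Bax, Trp53, Gss, Sat1 and Acsl4 in D_MgHCF against DOX), 3 from fits of only the 2 groups compared, 2 from the replicate block and 1 without a filter. A stricter criterion or fewer genes tested lowers a count by construction, and for the other changes the cause was not tested.

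With the test restricted to genes with FPKM of at least 1 in at least 3 libraries, 3352 genes were higher in D_MgHCF than in Unt, 4574 higher in D_MgHCF than in DOX and 4209 higher in D_MgHCF than in D_DXZ. The shares of genes were 11.76% reversed, 63.21% pathology-associated and 23.4% pathology-irrelevant in D_DXZ, and 56.55% reversed, 9.136% pathology-irrelevant and 15.89% regulated in D_MgHCF. The Spearman correlation across genes of gene length with log2 fold change was -0.2634 for DOX against Unt (reported -0.1701) and -0.2373 for D_DXZ against Unt (reported -0.1762). Adjusted p under 0.05 held for 5 iron and ferroptosis genes for D_MgHCF against Unt (reported 3). Gene lists newly called had adjusted p-values of 0.01348 for p53 targets in D_MgHCF against Unt (reported 0.08349). A call was lost at an adjusted p of 0.0534 for p53 targets in D_DXZ against Unt (reported 0.01408). Lists not called in either case changed direction, with adjusted p-values of 0.2994 for oxidative phosphorylation in D_MgHCF against Unt (reported 0.7822), 0.8488 for cytosolic ribosomal proteins in D_MgHCF against Unt (reported 0.2247) and 0.8332 for Nrf2 targets in D_MgHCF against Unt (reported 0.7822). With a Benjamini-Hochberg adjusted p under 0.05 as the criterion, 0 genes were higher and 0 lower in D_DXZ than in DOX. The shares of genes were 0% reversed and 0% regulated in D_DXZ. With an adjusted p under 0.05 and a change of at least 2-fold as the criterion, 2707 genes were higher and 2299 lower in DOX than in Unt, 2068 higher and 1678 lower in D_DXZ than in Unt, 1553 higher and 1263 lower in D_MgHCF than in Unt, 0 higher and 0 lower in D_DXZ than in DOX, 2673 higher and 3038 lower in D_MgHCF than in DOX and 2360 higher and 2504 lower in D_MgHCF than in D_DXZ. The shares of genes were 0% reversed, 19.99% pathology-associated and 0% regulated in D_DXZ, and 12.51% reversed, 7.475% pathology-associated, 69.81% pathology-irrelevant and 10.2% regulated in D_MgHCF. 28.49% of the DOX-induced DEGs were not called against Unt in D_DXZ and 81.52% of the DOX-induced DEGs were not called against Unt in D_MgHCF. With only the 2 groups compared in each fit, the shares of genes were 19.42% pathology-associated and 14.6% regulated in D_MgHCF.

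With FPKM rescaled to the same total in each library (TPM), 1344 genes were higher and 11070 lower in DOX than in Unt, 1171 higher and 10969 lower in D_DXZ than in Unt, 238 lower in D_DXZ than in DOX, 14429 higher and 1861 lower in D_MgHCF than in DOX and 13822 higher and 1749 lower in D_MgHCF than in D_DXZ. The shares of genes were 4.264% reversed and 0.8385% regulated in D_DXZ. 8.192% of the DOX-induced DEGs were not called against Unt in D_DXZ. The reversed log2 fold changes of DOX against Unt were -0.05925 for Bax (1.284), -0.6847 for Bcl2l11 (0.4381), -1.215 for Trp53 (0.1427), -0.02599 for Sat1 (1.31), -0.3347 for Acsl4 (0.9499) and -1.208 for Acsl1 (0.001722). The reversed log2 fold changes of D_MgHCF against DOX were 0.1316 for Bax (-1.069), 0.08136 for Trp53 (-1.111), 0.1611 for Gss (-0.9639) and 0.1612 for Sat1 (-1.034). Gene lists newly called had adjusted p-values of 0.0007048 for cytosolic ribosomal proteins in D_MgHCF against Unt (reported 0.2247). Lists not called in either case changed direction, with adjusted p-values of 0.4609 for Nrf2 targets in DOX against Unt (reported 0.8623) and 0.4609 for Nrf2 targets in D_DXZ against Unt (reported 0.8752). This setting was chosen for the gene lists after seeing the data. With quantile normalization, 5647 genes were higher in D_MgHCF than in DOX and 5548 higher in D_MgHCF than in D_DXZ. The slope of D_MgHCF on the DOX changes was 0.389 (reported 0.2321) and PC1 plus PC2 held 84.82% of the variance. Adjusted p under 0.05 held for 8 apoptosis genes for D_MgHCF against DOX (reported 13), 7 iron and ferroptosis genes for D_MgHCF against DOX (reported 11), 5 iron and ferroptosis genes for D_MgHCF against Unt (reported 3) and 6 iron and ferroptosis genes for D_DXZ against Unt (reported 10). The reversed log2 fold changes of DOX against Unt were -1.075 for Trp53 (0.1427) and 0.2751 for Casp9 (-0.171). The reversed log2 fold changes of D_MgHCF against DOX were 0.04646 for Bax (-1.069), 0.1274 for Fth1 (-1.459) and 0.3243 for Gpx4 (-1.265). Gene lists newly called had adjusted p-values of 0.004944 for p53 targets in D_MgHCF against Unt (reported 0.08349), 0.02958 for short-lived mRNAs in D_MgHCF against Unt (reported 0.2382) and 0.0002272 for cytosolic ribosomal proteins in D_MgHCF against Unt (reported 0.2247). Lists not called in either case changed direction, with adjusted p-values of 0.8486 for Nrf2 targets in DOX against Unt (reported 0.8623), 0.8612 for Nrf2 targets in D_DXZ against Unt (reported 0.8752), 0.6549 for oxidative phosphorylation in D_MgHCF against Unt (reported 0.7822) and 0.7869 for Nrf2 targets in D_MgHCF against Unt (reported 0.7822). Lists reported as called higher changed direction, with adjusted p-values of 0.071 for cytosolic ribosomal proteins in DOX against Unt (reported 1.288e-25) and 0.01633 for cytosolic ribosomal proteins in D_DXZ against Unt (reported 1.288e-25). This setting was chosen for the gene lists after seeing the data. With FPKM over the summed reads, chosen after seeing the data, 2406 genes were higher and 9139 lower in DOX than in Unt, 2278 higher and 8852 lower in D_DXZ than in Unt, 251 lower in D_DXZ than in DOX, 2604 lower in D_MgHCF than in DOX and 2622 lower in D_MgHCF than in D_DXZ. The shares of genes were 4.831% reversed and 0.9543% regulated in D_DXZ. 9.545% of the DOX-induced DEGs were not called against Unt in D_DXZ and PC1 plus PC2 held 90.32% of the variance. Adjusted p under 0.05 held for 6 iron and ferroptosis genes for D_MgHCF against Unt (reported 3). The reversed log2 fold changes of DOX against Unt were -0.257 for Bcl2l11 (0.4381), -0.7932 for Trp53 (0.1427) and -0.6963 for Acsl1 (0.001722). Lists not called in either case changed direction, with adjusted p-values of 0.4279 for Nrf2 targets in DOX against Unt (reported 0.8623) and 0.4279 for Nrf2 targets in D_DXZ against Unt (reported 0.8752). With voom on the recovered reads, chosen after seeing the data, the slope of D_MgHCF on the DOX changes was 0.4554 (reported 0.2321). Adjusted p under 0.05 held for 5 iron and ferroptosis genes for D_MgHCF against Unt (reported 3). With each library's trend with gene length removed, chosen after seeing the data, 8073 genes were lower in D_MgHCF than in DOX.

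With genes scaled to unit variance before the PCA, PC1 plus PC2 held 77.85% of the variance. With the PCA on all genes tested, PC1 plus PC2 held 85.37% of the variance. With a pseudocount of 0.1, PC1 plus PC2 held 79.06% of the variance. The Spearman correlation across genes of gene length with log2 fold change was -0.1529 for DOX against Unt (reported -0.1701) and -0.1543 for D_DXZ against Unt (reported -0.1762). The middle subcluster held 3144 genes and the smallest subcluster held 3 genes. With average linkage in the clustering, the largest subcluster held 18867 genes and the middle subcluster held 1 gene. With Ward linkage in the clustering, the largest subcluster held 8058 genes and the smallest subcluster held 5368 genes. With 1 minus the Pearson correlation as the distance, the smallest subcluster held 3557 genes. With fry in place of camera, gene lists newly called had adjusted p-values of 0.03069 for p53 targets in DOX against Unt (reported 0.1456), 0.01489 for Nrf2 targets in DOX against Unt (reported 0.8623), 0.004374 for p53 targets in D_MgHCF against Unt (reported 0.08349) and 0.02907 for short-lived mRNAs in D_MgHCF against Unt (reported 0.2382). Lists not called in either case changed direction, with adjusted p-values of 0.8843 for oxidative phosphorylation in D_MgHCF against Unt (reported 0.7822) and 0.9957 for Nrf2 targets in D_MgHCF against Unt (reported 0.7822).

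Across the 12 fits that each left out 1 library, the number of genes higher in D_DXZ than in DOX ranged from 751 (without DOX replicate 3) to 1737 (without D_MgHCF replicate 3) and the number lower from 604 (without D_DXZ replicate 1) to 2153 (without D_MgHCF replicate 3). The share reversed in D_DXZ ranged from 3.294% (without D_DXZ replicate 1) to 11.98% (without D_MgHCF replicate 3). Apoptosis genes with an adjusted p under 0.05 for D_MgHCF against Unt ranged from 5 (without Unt replicate 2) to 11 (without D_MgHCF replicate 3), and iron and ferroptosis genes from 2 (without Unt replicate 1) to 6 (without D_MgHCF replicate 3). The log2 fold change of Acsl1 DOX vs Unt ranged from -0.03 (without Unt replicate 2) to 0.0462 (without DOX replicate 2), and PC1 plus PC2 from 87.71% (without D_MgHCF replicate 2) to 91.88% (without D_MgHCF replicate 3). Among genes higher in DOX than in Unt, the number reversed in D_DXZ ranged from 385 (without D_DXZ replicate 1) to 1677 (without D_MgHCF replicate 3), against 986 as reported, and among genes lower in DOX from 440 (without D_DXZ replicate 1) to 1324 (without D_MgHCF replicate 3), against 835.

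The replicate numbers did not pair the samples across all 4 groups. Of 18 correlations of deviations between same-numbered libraries, only 2 were over 0.1 (from -0.314 to 0.306, median 0.0174). Both were between DOX and D_DXZ, whose correlations were 0.306, 0.0334 and 0.22 for replicates 1, 2 and 3. A pairing of DOX with D_DXZ alone therefore stays open. A block shared by all groups does not test it. With the replicate number as a block, 5217 genes were higher and 5637 lower in DOX than in Unt, no count or share moved by 1.5 times, and 2 single-gene results lost their call.

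The depth limits the genes with few reads. Slc40a1 had 2 to 8 reads per library in DOX, and Fadd had 32 to 57, so the size of their changes rests on few reads and on the pseudocount.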

Differences from the paper's values

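The paper gives 1528 genes lower in DOX and reversed in D_DXZ, against 835 here. The number came within 1.5 times the paper's value, and stayed under it, with a pseudocount of 0.1 (1024), with only the 2 groups compared in each fit (1114) and without D_MgHCF replicate 3 (1324), and with none of the other 19 alternatives set before the data were examined.

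The percentage of genes regulated in D_DXZ was about 1.2% in Fig. 4i, read by eye, against 2.056% here. It came within 1.5 times the paper's value or within the replicate error with genes with FPKM of at least 1, without a filter, with TPM scaling, without each of the DOX replicates and without D_DXZ replicate 2 or 3, and not in the other 14 alternatives. For D_MgHCF it was about 13% in Fig. 4j, read by eye, against 24.39% here. It came as near with genes with FPKM of at least 1, with adjusted p and a 2-fold minimum, with the 2 groups compared and with quantile normalization, and not in the other 18.

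The paper's smallest subcluster holds 1159 genes, against 1 here, and none of the 4 alternatives set before the data were examined closed the gap.

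The log2 fold change of Casp12 in DOX was about 1.8 in Fig. 5b, read by eye, against 1.574 here. It came within the replicate error of the paper's value with a pseudocount of 0.1, with quantile normalization and without Unt replicate 1 or DOX replicate 1, and not in the other 16. With voom on the recovered reads, chosen after seeing the values, it was 1.809. That of Slc40a1 was about -2.4 in Fig. 5h, read by eye, against -0.1842 here on the log2(FPKM + 1) scale, which makes changes of low genes smaller. None of the 19 alternatives set before the data were examined closed the gap, and voom, chosen after seeing the values, gave -2.185.

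The paper's text states that Bcl2l11 was lower in DOX, while its Fig. 5b places the gene above Unt. Here its log2 fold change was 0.44 and was not called (adjusted p = 0.177 in limma). For Bcl2l11 DOX vs Unt, TPM scaling called the gene lower (-0.68, adjusted p = 0.0308), and quantile normalization called it higher (0.83, adjusted p = 0.0374). The value of -0.68 lay above the median shift of genes with FPKM of at least 1 under TPM scaling (-1.18). Its adjusted p reached 0.427 when 1 library was left out.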

Other observations

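The tests of the library scaling and of reversed genes in mixed groups were chosen only after the results were seen. That the first decides nothing, that chance stays open for D_DXZ, and that mixed groups do not test it for D_MgHCF, was settled after their values were seen.

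In each of the 6 comparisons the real split gave the most DEGs, 1 of the 10 splits, which 3 libraries against 3 cannot take under a share of 0.1. The most DEGs in another split were 447 for DOX against Unt and 2238 for D_DXZ against DOX, where the real split gave 2388 at an unadjusted p under 0.05 and 0 after adjustment. In DOX against Unt, camera called short-lived mRNAs lower (adjusted p = 5.75e-07, 2 of 23 genes higher) and oxidative phosphorylation (2.92e-25, 83 of 87 higher) and cytosolic ribosomal protein mRNAs (1.29e-25, 83 of 84 higher) higher, with median log2 fold changes of -1.79, 1.5 and 1.6. The p53 targets (-0.70, adjusted p = 0.146) and Nrf2 targets (-0.16, adjusted p = 0.862) were not called. The 3 calls held under fry, which also called p53 and Nrf2 targets in DOX. The p53 list was called in D_DXZ as well (adjusted p = 0.0141). With quantile normalization, chosen for the lists after seeing the data, ribosomal protein mRNAs were not called in DOX (median -0.111, adjusted p = 0.071). For the number of lists called, 8 of 10 splits called as many as the 3 called in DOX, 6 of 10 as many as the 4 in D_DXZ, and 10 of 10 as many as the 0 in D_MgHCF. These numbers decide nothing, since each other split holds 2 libraries of one group and 1 of the other on each side, and no split can call fewer than 0 lists.

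In simulated groups with the DOX means, where noise was drawn for each gene on its own, chance from the DOX libraries that enter both comparisons gave at most 2.23% reversed genes for D_DXZ and at most 2.19% for D_MgHCF, under the 7.27% and 30.8% observed. Variation of whole libraries is not in this simulation. When DOX and D_DXZ libraries were mixed between the groups, the 18 arrangements gave 0.531% to 7.59%, and 1 of them, with D_DXZ replicate 3 in place of DOX replicate 1, gave as many as the real one. Without D_DXZ replicate 1 the share was 3.29%. Chance variation between libraries therefore cannot be told apart from an effect of DXZ for these genes. For D_MgHCF the 18 mixed arrangements gave 0.459% to 11.7%. Each of them put DOX and D_MgHCF libraries, 140.7 apart on average, in the same group, which lowers the calls by construction. These arrangements therefore do not test such chance for D_MgHCF. With the names of the DOX and D_MgHCF groups exchanged the share was 30.6%. For D_MgHCF the size of the share alone therefore does not say which of the groups lay closer to Unt. With the names of the DOX and D_DXZ groups exchanged it was 1.21%, under the 7.27% of the real groups.

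The share of rising DEGs in DOX against Unt fell by 27.21 percentage points with FPKM over the summed reads. This follows from the shift of all genes under that scaling and does not decide which scaling holds. After each library's trend with GC content was removed, 95.3% of the DEGs were called again in the same direction, and 92.9% after the trend with gene length was removed. In D_MgHCF against DOX, 6415 genes were higher and 7417 lower after removal of the GC trend, and 6709 and 8073 after removal of the length trend, in place of 9029 and 5358.

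The 3 D_MgHCF libraries differed more from each other than those of the other groups, with a chi-square per degree of freedom of 30.82, 134 and 87.14 between pairs.

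The largest falls in DOX against Unt were those of Trib3 (-5.70), Gadd45a (-4.21) and Chac1 (-3.94). In D_MgHCF against DOX, Junb (3.11) and Btg2 (3.10) rose. Beside Rn7sk, the largest fall (-8.55), Rrm1 (-4.26) and Ccnd1 (-3.55) fell. Gm25047 had 8 to 69 reads in D_MgHCF and 0 to 2 in DOX, so no fold is given.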
